# Myocardial TRPC6-mediated Zn^2+^ influx induces beneficial positive inotropy through β-adrenoceptors

**DOI:** 10.1038/s41467-022-34194-9

**Published:** 2022-10-26

**Authors:** Sayaka Oda, Kazuhiro Nishiyama, Yuka Furumoto, Yohei Yamaguchi, Akiyuki Nishimura, Xiaokang Tang, Yuri Kato, Takuro Numaga-Tomita, Toshiyuki Kaneko, Supachoke Mangmool, Takuya Kuroda, Reishin Okubo, Makoto Sanbo, Masumi Hirabayashi, Yoji Sato, Yasuaki Nakagawa, Koichiro Kuwahara, Ryu Nagata, Gentaro Iribe, Yasuo Mori, Motohiro Nishida

**Keywords:** Heart failure, Cardiovascular genetics

## Abstract

Baroreflex control of cardiac contraction (positive inotropy) through sympathetic nerve activation is important for cardiocirculatory homeostasis. Transient receptor potential canonical subfamily (TRPC) channels are responsible for α_1_-adrenoceptor (α_1_AR)-stimulated cation entry and their upregulation is associated with pathological cardiac remodeling. Whether TRPC channels participate in physiological pump functions remains unclear. We demonstrate that TRPC6-specific Zn^2+^ influx potentiates β-adrenoceptor (βAR)-stimulated positive inotropy in rodent cardiomyocytes. Deletion of *trpc6* impairs sympathetic nerve–activated positive inotropy but not chronotropy in mice. TRPC6-mediated Zn^2+^ influx boosts α_1_AR-stimulated βAR/G_s_-dependent signaling in rat cardiomyocytes by inhibiting β-arrestin-mediated βAR internalization. Replacing two TRPC6-specific amino acids in the pore region with TRPC3 residues diminishes the α_1_AR-stimulated Zn^2+^ influx and positive inotropic response. Pharmacological enhancement of TRPC6-mediated Zn^2+^ influx prevents chronic heart failure progression in mice. Our data demonstrate that TRPC6-mediated Zn^2+^ influx with α_1_AR stimulation enhances baroreflex-induced positive inotropy, which may be a new therapeutic strategy for chronic heart failure.

## Abstract (web summary)

Baroreflex control of cardiac contractility is essential to maintain cardiocirculatory homeostasis. Here, Oda et al show that α1 adrenoceptor-stimulated Zn2+ entry through TRPC6 channels boosts β adrenoceptor-dependent myocardial positive inotropy.

## Introduction

Baroreflex control of cardiac contractility, primarily left ventricular (LV) contractility (inotropy), through the autonomic nervous system is indispensable for maintaining constant blood pressure and cardiocirculatory homeostasis^1,2^. Blunting baroreflex-induced positive inotropy is a major cause of chronic heart failure, and boosting the positive inotropic response has received much attention as a potential therapeutic strategy^3,4^. Norepinephrine (NE) released from sympathetic nerve endings stimulates adrenoceptors (ARs) and augments positive inotropic and chronotropic effects. βARs are mainly expressed in the heart^5^ and predominantly mediate augmentation of cardiac contractility. Downregulation of βAR-dependent signaling is believed to be a major cause of heart failure, and several approaches to activate βAR signaling have been evaluated for treatment of heart failure, but none have succeeded. The binding affinity of βARs for NE is only 5% compared with that of isoproterenol (ISO), a βAR-selective artificial ligand^6^, and a much higher concentration of NE compared with ISO is required to induce maximal cardiomyocyte contraction^7^. NE selectively binds to α_1_AR in cardiomyocytes, but does not participate in the positive inotropic response. However, inhibition of cardiac α_1_AR reportedly exacerbates heart failure in humans and mice^8,9^, which implies that α_1_AR positively regulates baroreflex-induced βAR-dependent positive inotropy, but the molecular details are unknown.

Canonical subfamily members of transient receptor potential (TRPC) proteins are phospholipase C–linked receptor-operated cation channels in vertebrates^10^. Two diacylglycerol-sensitive TRPC isoforms, TRPC3 and TRPC6, are involved in pathological cardiac hypertrophy^11–14^. TRPC3 and TRPC6 channel activities have little effect on physiological Ca^2+^ handling in normal cardiomyocytes, but increased expression levels of TRPC proteins are associated with activation of Ca^2+^-dependent hypertrophic gene expression. Our previous studies using TRPC3-deficient mice have revealed that TRPC3 contributes to oxidative stress-related heart failure through a protein–protein interaction with NADPH oxidase (Nox) 2^15–17^, but TRPC6-deficient mice revealed that TRPC6 negatively regulates TRPC3-Nox2 interaction and oxidative stress^15,18^. This indicates that although TRPC6 and TRPC3 have share amino acid sequence homology and a common activation mechanism, the pathophysiological role of TRPC6 in the heart is different from that of TRPC3.

Compared with TRPC3, the TRPC6 channel has a unique characteristic, namely heavy metal ion permeability^19,20^. Deletion of TRPC6 disrupts Zn^2+^ homeostasis and pregnancy outcomes in mice^19^ and stable expression of TRPC6 in HEK293 cells allows Zn^2+^ entry, leading to a larger intracellular Zn^2+^ pool^20^. Almost all intracellular Zn^2+^ binds to proteins or is distributed in organelles and vesicles. Elevation of labile Zn^2+^ associated with an increase in the intracellular Zn^2+^ concentration is attracting attention as a second messenger^21–23^. Zn^2+^ has a role in maintaining cardiac redox and energy homeostasis by competing with Fe and Cu for uptake, both of which cause oxidative stress^24^, which suggests the importance of nutritional Zn^2+^ supplementation in patients with heart failure^25^. In addition, the agonist-binding affinity of β_2_AR is enhanced by intracellular Zn^2+^ through allosteric modulation of β_2_AR^26,27^. Therefore, in this work we assessed whether TRPC6-mediated Zn^2+^ influx physiologically contributes to the sympathetic nerve–activated cardiac positive inotropic response by enhancing βAR/G_s_-dependent signaling and whether it has a beneficial effect on chronic heart failure.

## Results

### TRPC6 participates in baroreflex positive inotropy in mouse hearts

Because TRPC forms a receptor-operated cation channel, we first examined whether TRPC6 participates in autonomic nervous regulation of cardiac functions in mice. Baroreflex-dependent cardiac responses can be experimentally induced by hydralazine, a vasodilator, through NE release from sympathetic nerve endings^28^. Hydralazine administration induced a compensative positive inotropic effect represented by changes in LV dP/dt_max_ in wildtype (WT) and TRPC3-deficient [TRPC3^(−/−)^] mice (Fig. 1a). This positive inotropic response was impaired in TRPC6-deficient [TRPC6^(−/−)^] mice. Conversely, the hydralazine-induced compensative increase in heart rate (chronotropic effect) was not different among WT, TRPC3^(−/−)^ and TRPC6^(−/−)^ mice (Fig. 1b). Because hydralazine decreased both systolic and diastolic blood pressures in both WT and TRPC6^(−/−)^ mice (Supplementary Fig. 1a), TRPC6 deficiency may attenuate baroreflex control of cardiac positive inotropy downstream of NE release.

**Fig. 1:**
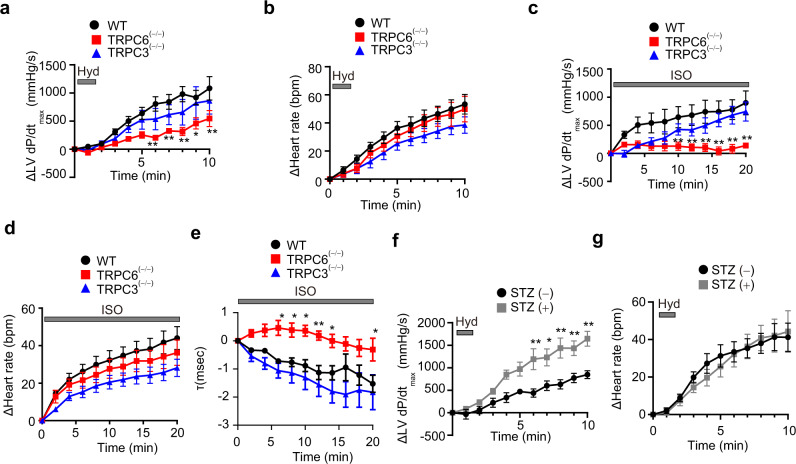
Deletion of TRPC6 reduces positive inotropic effects in mouse hearts. **a, b** Mice (129/Sv) were injected with hydralazine (Hyd; 0.5 mg/kg, 1.2 mL/h, *i.v*.). Time courses of increases in LV ΔdP/dt max (**a**) and Δheart rate (**b**) induced by hydralazine administration (WT, *n* = 9; TRPC6^(−/−)^, *n* = 5; TRPC3^(−/−)^, *n* = 5); *P* = 0.0019 (6 min), 0.0092 (7 min), 0.0005 (8 min), 0.0231 (9 min), 0.0064 (10 min) in (**a**). Time courses of increases in LV ΔdP/dt max (**c**), Δheart rate (**d**) and LV relaxation time τ (**e**) induced by βAR stimulation (*n* = 6 each group); *P* = 0.0099 (10 min), 0.0034 (12 min), 0.0010 (14 min), 0.0003 (16 min), 0.0003 (18 min), <0.0001 (20 min) in (**c**). *P* =  0.0178 (6 min), 0.0229 (8 min), 0.0120 (10 min), 0.0072 (12 min), 0.0241 (14 min), 0.0145 (20 min) in (**e**). Mice (129/Sv) were injected with isoproterenol (ISO, 10 pg/g/min, 0.05 mL/h, *i.v*.). Time courses of LV ΔdP/dt max (**f**) and Δheart rate (**g**) following administration of hydralazine (0.5 mg/kg, 1.2 mL/h, *i.v*.) to mice (129/Sv) under a hyperglycemic condition [STZ (−), *n* = 5; STZ (+), *n* = 7]; *P* = 0.0017 (6 min), 0.0151 (7 min), 0.0006 (8 min), 0.0087 (9 min), 0.0007 (10 min) in (**f**). Data are shown as mean ± SEM. Significance was determined using two-way ANOVA followed by Sidak’s comparison test. *P < 0.05; **P < 0.01.

We next examined whether TRPC6 deficiency attenuates βAR-stimulated positive inotropy. ISO-induced positive inotropy, chronotropy and lusitropy were similarly induced in WT and TRPC3^(−/−)^ mice, while ISO-induced positive inotropy and lusitropy, but not chronotropy, were impaired in TRPC6^(−/−)^ mice (Fig. 1c–e). Conversely, activation of the parasympathetic nervous system mimicked by acetylcholine administration exerted negative inotropic and chronotropic effects to similar extents in all three groups (Supplementary Fig. 1b). Activation of the sympathetic nervous system mimicked by NE administration caused transient increases in blood pressure to the same extent in WT, TRPC3^(−/−)^ and TRPC6^(−/−)^ mice (Supplementary Fig. 1c). Basal catheter parameters of WT, TRPC6^(−/−)^ and TRPC3^(−/−)^ mice were similar (Supplementary Table 1). The protein and mRNA expression levels of βAR were similar between WT and TRPC6^(−/−)^ hearts (Supplementary Fig. 1d, e).

We next examined whether TRPC6 upregulation enhances cardiac positive inotropy. We have previously reported that streptozotocin (STZ)-induced hyperglycemia increases TRPC6 expression in the heart^18^. In STZ-injected hyperglycemic mice, the baroreflex positive inotropy induced by hydralazine was markedly enhanced while positive chronotropy was not enhanced compared with that in normal mice (Fig. 1f, g, Supplementary Table 2, and Supplementary Fig. 1f). These results suggest that TRPC6 selectively potentiates βAR-dependent positive inotropy induced by sympathetic nervous system activation.

### TRPC6 colocalizes with β_1_AR in LV cardiomyocytes

Because TRPC6 is widely distributed in various cell types, which include cardiomyocytes and sinoatrial node (SAN) cells, we hypothesized that a short physical distance between TRPC6 and βAR is crucial for the selective involvement of TRPC6 in βAR-induced cardiac positive inotropy^29^. Colocalization of TRPC6 protein with β_1_AR protein in close proximity (<40 nm distances) was visualized as puncta using a proximity ligation assay (PLA). The number of PLA puncta observed on T-tubules and sarcolemma was significantly higher in LV cardiomyocytes than in hyperpolarization-activated cyclic nucleotide-gated channel 4-positive SAN cells (Fig. 2a, b and Supplementary Fig. 2a, b). Additionally, PLA puncta were abundantly detected in T-tubules of isolated cardiomyocytes (Fig. 2c). The PLA puncta of TRPC6 and β_1_AR were completely diminished in TRPC6^(−/−)^ cardiomyocytes. Furthermore, β_1_AR signals disappeared upon β_1_AR knockdown (Supplementary Fig. 2c–e), supporting the specificity of the anti-β_1_AR antibody. Thus, colocalization of TRPC6 and β_1_AR in LV cardiomyocytes (abundant T-tubules), but not SAN cells (rare T-tubules), might be a reason why TRPC6 selectively participates in baroreflex positive inotropy and lusitropy, but not chronotropy, in mouse hearts. In addition, TRPC6 and β_1_AR co-localized completely on the plasma membrane, and FLAG-tagged TRPC6 were co-immunoprecipitated with GFP-fused β_1_AR (Supplementary Fig. 2f). Thus, TRPC6 physically forms protein complex with β_1_AR.

**Fig. 2:**
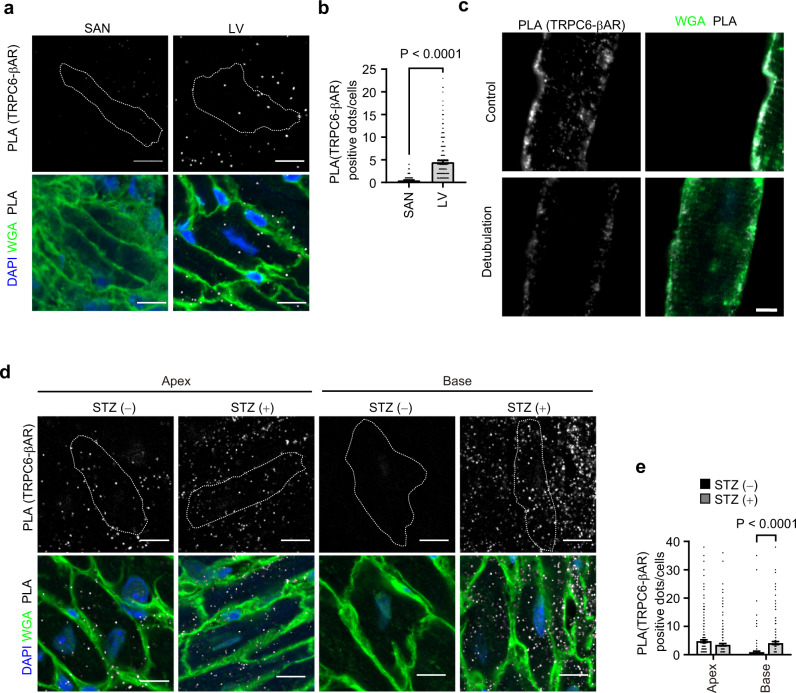
TRPC6 exists in close proximity to β_1_AR in the left ventricle (LV) myocardium. **a** Representative images of the Duolink proximity ligation assay (PLA) between TRPC6 and β_1_AR. Cells from sinoatrial node (SAN) (left) and LV (right). PLA signals are shown as white spots counterstained with wheat germ agglutinin (WGA: green) and DAPI (blue). In the LV group, images were captured from the apex area. Scale bar, 10 μm. **b** Number of PLA signals for each cell from SAN or LV. SAN, *n* = 180 cells; LV, *n* = 180 cells. **c** Representative PLA images of TRPC6 and β_1_AR in adult cardiomyocytes with or without formamide (1.5 M). PLA signals are colored by white spots in the merged image and counterstained with WGA (green in merge images). Scale bar, 5 μm. **d** Representative images of PLA of TRPC6 and β_1_AR. Cells from the apex area (left) and base area (right) in mice with or without STZ treatment. PLA signals are shown as white spots counterstained with WGA (green) and DAPI (blue). Scale bar, 10 μm. **e** Number of PLA signals for each cell from the apex and base area in mice with or without STZ treatment. Apex STZ(−), *n* = 239 cells; Apex STZ(+), *n* = 236 cells; Base STZ(−), *n* = 179 cells; Base STZ(+), *n* = 169 cells. Data are shown as mean ± SEM. **P < 0.01 by the unpaired t-test (**b**, two-sided) or two-way ANOVA followed by Sidak’s post-hoc test (**e**). Images are representative of three independent experiments (**a**, **c**, **d**).

The number of PLA puncta was significantly increased at the base of hyperglycemic hearts compared with normal hearts (Fig. 2d, e), but was not increased at the apex region. The reason for the different PLA puncta distribution between the apex and base is unknown, but this difference might explain the different responsibility of NE in Takotsubo cardiomyopathy, triggered by increased sympathetic nerve activity and NE spillover, which is characterized by transient apical ballooning in the LV apex region and hypercontraction in the base region^30^. These results suggest that hyperglycemia-induced TRPC6 upregulation at the base of the heart contributes to augmentation of baroreflex cardiac positive inotropy.

### TRPC6 positively regulates βAR/G_s_-mediated cardiomyocyte contraction

We next examined whether TRPC6 deletion impairs βAR-stimulated enhancement of contractility in isolated adult mouse cardiomyocytes. The increase in sarcomere length shortening amplitude and the decrease in the relaxation decay by ISO stimulation were significantly suppressed in TRPC6^(−/−)^ cardiomyocytes (Fig. 3a, b). ISO-stimulated enhancement of Ca^2+^ transient evoked by electric field stimulation was also impaired in TRPC6^(−/−)^ cardiomyocytes (Fig. 3c, d).

**Fig. 3:**
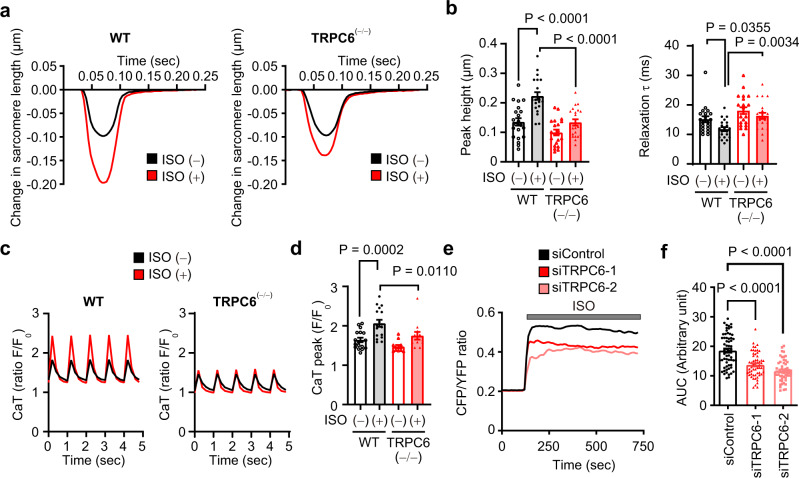
TRPC6 deletion reduces βAR-stimulated contraction in adult mouse cardiomyocytes. **a**, **b** Representative traces of sarcomere length changes (**a**) and summarized results of peak heights and relaxation time τ (**b**) induced by ISO stimulation (10 nM). Isolated mouse (129/Sv) cardiomyocytes were excited by field stimulation at 4 Hz. WT, *n* = 21 cells; TRPC6^(−/−)^, *n* = 21 cells. Representative traces of calcium transients (CaT) (**c**) and summarized results of peak amplitudes of CaT (**d**). Fluo4-loaded cardiomyocytes were stimulated with ISO (10 nM) under field stimulation of 10 msec, 50 V at 1 Hz. WT, *n* = 17 cells; TRPC6^(−/−)^, *n* = 12 cells. **e, f** Average cAMP production in control and TRPC6-silenced NRCMs (**e**). NRCMs that expressed the Epac-based FRET biosensor were stimulated with ISO (1 μM). Increases in intracellular cAMP concentrations are shown as the area under the curve (AUC) (**f**). siControl, *n* = 60 cells; siTRPC6-1, *n* = 57 cells; siTRPC6-2, *n* = 55 cells. Data are shown as mean ± SEM. *P < 0.05; **P < 0.01 using one-way ANOVA followed by Tukey’s post-hoc test (**f**) or two-way ANOVA followed by Sidak’s post-hoc test (**b**, **d**).

βAR preferentially couples with heterotrimeric G_s_ protein and enhances Ca^2+^ handling through cyclic adenosine monophosphate (cAMP) production. Changes in the intracellular cAMP concentration in neonatal rat cardiomyocytes (NRCMs) were visualized using a Förster resonance energy transfer biosensor^31^. βAR-stimulated cAMP production was suppressed in TRPC6-silenced NRCMs (Fig. 3e, f). The mRNA expression levels of adenylate cyclases and G proteins were not changed between WT and TRPC6-silenced NRCMs or among WT, TRPC6^(−/−)^ and TRPC3^(−/−)^ mouse hearts (Supplementary Fig. 3a, b). These results suggest that TRPC6 directly potentiates βAR-stimulated cAMP production and Ca^2+^ handling in LV cardiomyocytes.

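Whole hearts of WT, TRPC3(-/-) and TRPC6(-/-) mice on the 129/Sv background were profiled on Mouse Genome 430 2.0 arrays, 3 arrays per genotype. A probe set on this array is a group of short probes for 1 transcript, and its signal is a brightness on a linear scale. Before deposition, the authors summarized each probe set with MAS5 and scaled every array on a set of mouse maintenance genes. On each array 64 control probe sets were left out and 45037 probe sets were tested. Median signals were 18.3 to 21.0 on the WT arrays, 16.0 to 19.5 on the TRPC3(-/-) arrays and 18.0 to 18.3 on the TRPC6(-/-) arrays, and the number of arrays limits the precision. The labels name the samples of a genotype as hearts 1 to 3. They do not state further whether each came from another mouse, so p-values measure the spread between these samples.

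From the deposited signals, log2(signal + 3.54) was fitted with limma, 1 fit over the 9 arrays with an intensity trend, and p-values were adjusted by Benjamini-Hochberg over 45037 probe sets. The pseudocount, the 20th percentile of the signals, makes log2 changes of dim genes smaller than their true size. The first replicate of each genotype stood apart from the other arrays. Spearman's rho across probe sets was 0.886 to 0.917 in the 21 pairs that held a first replicate and 0.932 to 0.941 in the other 15 pairs, and the highest signal was at least 17509 on each first replicate and at most 13290 on the rest. The ratio of the 3′ to the 5′ probe set signal of Gapdh, a measure of RNA quality, was 0.882 to 0.962 on the first replicates and 0.795 to 0.819 on the rest, and that of actin overlapped, at 1.93 to 2.32 and 1.76 to 2.11.

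Neither deletion could be checked by a named probe set on these arrays. Trpc6, the deleted channel, had 1 probe set near the floor, with signals of 3.02 ± 2.77 in WT, 7.72 ± 1.84 in TRPC6(-/-) and 2.25 ± 2.92 in TRPC3(-/-) hearts (SD, n = 3 each), where the fitted log2 difference between TRPC6(-/-) and WT hearts was 0.85 (adjusted p = 0.912 from limma). Whether this probe set lies in the deleted part is not given in the sources used here, and no probe set was named Trpc3. Unnamed probe sets could not be assigned to a gene. Among them, 1 had mean signals of 52.3 in WT, 14.9 in TRPC3(-/-) and 45.0 in TRPC6(-/-) hearts.

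**Figure D1:**
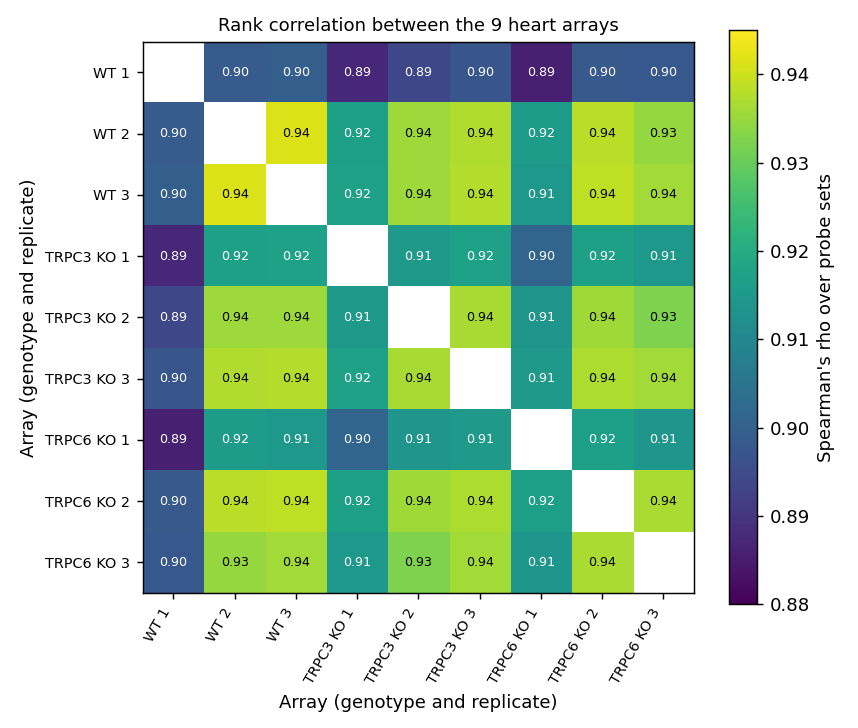
Spearman's rho between each pair of the 9 heart arrays over all tested probe sets, with genotype and replicate on both axes and the value in each cell. Pairs that hold a first replicate lie at 0.886 to 0.917, and the other pairs at 0.932 to 0.941.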

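No adenylate cyclase, G protein or phosphodiesterase gene of the 21 measured in this panel, which includes β-arrestin 2, passed the test among WT, TRPC3(-/-) and TRPC6(-/-) hearts. Adcy5 and Adcy6, the main adenylate cyclases of the cardiomyocyte, had signals 1.19-fold and 1.14-fold those of WT hearts in TRPC6(-/-) hearts and 1.02-fold and 1.06-fold in TRPC3(-/-) hearts. The 1.19-fold value of Adcy5 rested on 1 TRPC6(-/-) heart at 264 beside 192 and 166. Another probe set of Adcy5, with a WT signal of 117, gave 0.824-fold in TRPC6(-/-) hearts. Adcy6, the brighter of these, measured 720 ± 45.6 in WT, 821 ± 60.2 in TRPC6(-/-) and 760 ± 75.1 in TRPC3(-/-) hearts (SD, n = 3 each). Among the G protein α subunits, Gnaq had a signal of 384 ± 65.1 in WT, 376 ± 47.8 in TRPC6(-/-) and 390 ± 30.9 in TRPC3(-/-) hearts (SD, n = 3 each). Its other probe sets that were not dim gave 0.712-fold to 1.04-fold WT in TRPC6(-/-) hearts. Gnai2 was 0.919-fold and 1.01-fold WT. Gnas, which encodes Gs, was 0.676-fold and 0.804-fold WT at its chosen probe set, a faint one with a WT signal of 37.6 ± 13.1 (SD, n = 3). A brighter probe set of Gnas, with a WT signal of 5025, gave 0.953-fold and 0.961-fold.

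Pde4d, a phosphodiesterase that degrades cAMP, came closest to a difference. Its signal was 382 ± 6.14 in WT, 314 ± 9.87 in TRPC6(-/-) and 351 ± 12.2 in TRPC3(-/-) hearts (SD, n = 3 each), and every WT heart lay above every knockout heart. In an exact permutation test of the F ratio its p was 0.00357, the smallest that 280 partitions of 9 hearts allow, which became 0.0750 when adjusted over the list alone. Its moderated F test in limma gave an adjusted p of 0.636 when adjusted over the list alone, and its other probe set gave 1.07-fold in TRPC6(-/-) and 0.710-fold in TRPC3(-/-) hearts. At the chosen probe sets of the 21 genes, the signal ratio to WT ranged from 0.676 to 1.19 in TRPC6(-/-) hearts and from 0.634 to 1.46 in TRPC3(-/-) hearts.

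The count of changed genes was 0 of 21 by limma's moderated F test adjusted over the list alone, 0 when adjusted over all probe sets, and 1 at an unadjusted p under 0.05; the exact test gave 0 over the list and 1 unadjusted. With the paper's own test on the linear signals, 1 gene, Pde4d, passed when adjusted over the list alone, and 1 passed without adjustment. A p that misses the threshold with 3 hearts per genotype does not show equal expression: the 95% interval of the log2 difference from WT for Adcy5 in TRPC6(-/-) hearts ran from -0.10 to 0.55. From the mRNA levels of its Supplementary Fig. 3a, b, in TRPC6-silenced rat cardiomyocytes and in hearts, and from contraction and Ca2+ transients in mouse cardiomyocytes and cAMP in rat cardiomyocytes, the paper proposes that TRPC6 directly potentiates βAR-stimulated cAMP production and Ca2+ handling. The cardiomyocyte measurements were not analysed here.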

### The α_1_AR-TRPC6-Zn^2+^ axis enhances βAR-G_s_ signaling

Compared with the TRPC3 channel, the TRPC6 channel has a unique characteristic of Zn^2+^ permeability^32,33^. We next investigated whether TRPC6-mediated Zn^2+^ influx participates in βAR-stimulated cardiac positive inotropy. Treatment with 2,2ʹ-dithiodipyridine (DTDP) oxidizes Zn^2+^-binding proteins and induces Zn^2+^ release from the intracellular Zn^2+^ pool^34^. The pooled Zn^2+^ amount in DTDP-treated TRPC6^(−/−)^ cells was smaller than those in DTDP-treated WT and TRPC3^(−/−)^ cells (Fig. 4a–e). This supports the previous reports showing that TRPC6 expression per se is important to maintain basal intracellular Zn^2+^ homeostasis^19,20^. 

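Of 27 Zn2+ transporter and metallothionein genes measured in WT, TRPC3(-/-) and TRPC6(-/-) hearts, none passed the test for a difference among the 3 genotypes, and in the comparison of TRPC3(-/-) with WT hearts 1, Slc39a14, passed over the list. The 14 ZIP genes belong to a family of importers into the cytosol and the 10 ZnT genes to a family of exporters from it. Single members can depart from this, and their transport was not measured here. Slc30a9 (ZnT9), the brightest transporter, had a signal of 807 ± 15.4 in WT, 781 ± 113 in TRPC6(-/-) and 843 ± 42.2 in TRPC3(-/-) hearts (SD, n = 3 each). Slc39a7 (ZIP7) was 1.02-fold WT in TRPC6(-/-) hearts and 1.09-fold in TRPC3(-/-) hearts, and Slc30a1 (ZnT1) was 0.890-fold and 0.860-fold. A fainter probe set of Slc30a1 gave 1.12-fold and 1.17-fold. The ER stress markers Ddit3 (CHOP), Eif2ak3 (PERK) and Atf6 were 1.05-fold, 1.13-fold and 0.969-fold WT in TRPC6(-/-) hearts and 1.08-fold, 0.996-fold and 1.02-fold in TRPC3(-/-) hearts. Fainter probe sets gave 1.37-fold for Ddit3 and 0.900-fold and 0.950-fold for Atf6 in TRPC3(-/-) hearts.

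Slc39a14 (ZIP14), an importer that also carries iron, had the lowest p of the panel. Its signal was 97.7 ± 7.35 in WT, 137 ± 7.90 in TRPC6(-/-) and 145 ± 22.9 in TRPC3(-/-) hearts (SD, n = 3 each), 1.41-fold and 1.49-fold WT, and each knockout heart lay above each WT heart. The moderated F test in limma gave p = 0.0939 when adjusted over the list alone, and the exact permutation test gave p = 0.0250 before adjustment. In the comparison of TRPC3(-/-) with WT hearts, its log2 difference of 0.55 (standard error 0.14) passed when adjusted over the list alone, both for the 14 ZIP genes (adjusted p = 0.0256 from limma) and for all 27 genes (adjusted p = 0.0493), and not over all probe sets (adjusted p = 0.321). Over the 14 ZIP genes this call was lost without the first (adjusted p = 0.0599 from limma) or the second WT replicate (0.127), without the second (0.157) or the third TRPC3(-/-) replicate (0.128). It was also lost without an intensity trend (0.149), in a fit of the 2 groups alone (0.0641), as the mean over the gene's probe sets (0.409) and by the paper's own test (0.235). The log2 difference was 0.46 to 0.57 in these. Its other 3 probe sets were fainter, and 1 of them was 0.678-fold WT in TRPC6(-/-) hearts. Without the first TRPC3(-/-) replicate the F test of Slc39a14 passed over the list (adjusted p = 0.0204 from limma).

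Slc39a1 (ZIP1) was 0.796-fold WT in TRPC6(-/-) hearts (F test in limma, adjusted p = 0.507 when adjusted over the list alone). Among the metallothioneins, which bind Zn2+ in the cytosol, Mt1 was 0.904-fold and 1.19-fold WT in TRPC6(-/-) and TRPC3(-/-) hearts at its chosen probe set, a faint one with a WT signal of 23.7 ± 18.4 (SD, n = 3). A brighter probe set of Mt1, with a WT signal of 2251, gave 1.28-fold and 1.59-fold. Mt2 was 1.56-fold and 2.53-fold, with signals of 402 ± 125 in WT, 629 ± 222 in TRPC6(-/-) and 1018 ± 975 in TRPC3(-/-) hearts (SD, n = 3 each). The TRPC3(-/-) value rested on 1 heart at 2137 beside 356 and 561, so the means differ by less than the spread. Slc39a2, Slc39a4, Slc39a5, Slc39a12, Slc30a2, Slc30a8 and Mt3 were too dim to compare. At the chosen probe sets of the other 20 genes the ratio to WT ranged from 0.699 to 1.67 in TRPC6(-/-) and from 0.732 to 2.53 in TRPC3(-/-) hearts.

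By limma's moderated F test, 0 of 27 zinc genes and 0 of 3 ER stress genes changed when adjusted over the list alone, and 0 when adjusted over all probe sets. At an unadjusted p under 0.05 the counts were 2 and 0. The paper's own test gave the same counts of 0 and 0 when adjusted over the list. Without that adjustment, which the paper does not state, it gave 2 zinc genes and 0 ER stress genes. In a wider list of 22 unfolded protein response genes, 1 was higher and 2 lower in TRPC3(-/-) hearts over the list alone. They were Ern1, Hsp90b1 and Herpud1, with 0 of their probe sets past the test over all probe sets. In TRPC6(-/-) hearts 0 passed. That list did not pass limma's camera in TRPC6(-/-) or TRPC3(-/-) hearts (adjusted p = 0.732 and 0.908). As a group, the 14 ZIP genes had a median log2 difference from WT of -0.08 in TRPC6(-/-) and 0.03 in TRPC3(-/-) hearts (limma's camera, adjusted p = 0.966 and 0.769), and the 10 ZnT genes -0.00 and 0.09 (adjusted p = 0.909 and 0.695); in TRPC6(-/-) hearts the sign of the test was positive for both groups. With 3 hearts per genotype the intervals are wide, and that of Mt2 in TRPC3(-/-) hearts ran from -0.10 to 1.99 on the log2 scale.

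**Figure D2:**
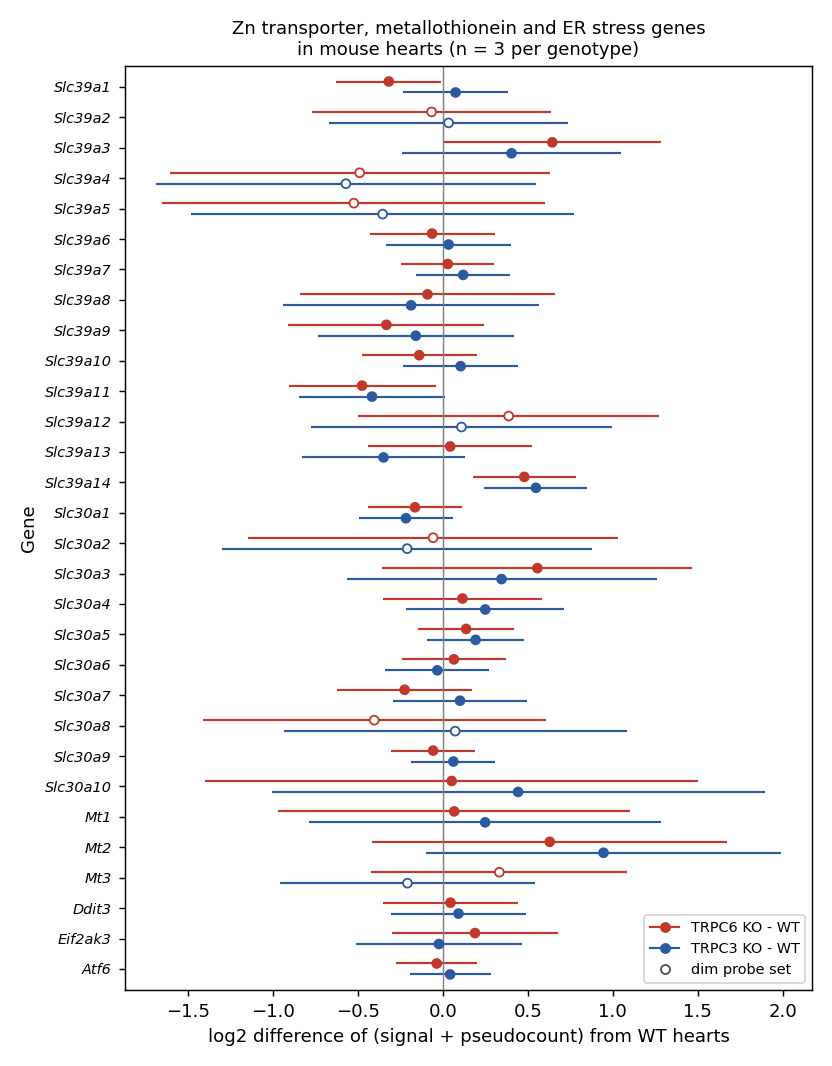
Fitted log2 difference of (signal + pseudocount) from WT hearts for 27 Zn2+ transporter and metallothionein genes and 3 ER stress genes, in TRPC6(-/-) (red) and TRPC3(-/-) (blue) hearts, n = 3 each; lines are 95% intervals from the limma fit without adjustment for the number of genes, and open points are dim probe sets. Slc39a14 lies at 0.48 and 0.55, with both intervals above 0. In TRPC6(-/-) hearts only, the intervals of Slc39a1 (-0.627 to -0.0099), Slc39a11 (-0.909 to -0.0437) and Slc39a3 (0.0006 to 1.29) also leave out 0.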

The mRNA expression levels of Zn^2+^ transporters, ZIPs and ZnTs, metallothioneins and endoplasmic reticulum stress markers were similar among WT, TRPC3^(−/−)^ and TRPC6^(−/−)^ mouse hearts (Supplementary Figs. 3d, e and 4a).

**Fig. 4:**
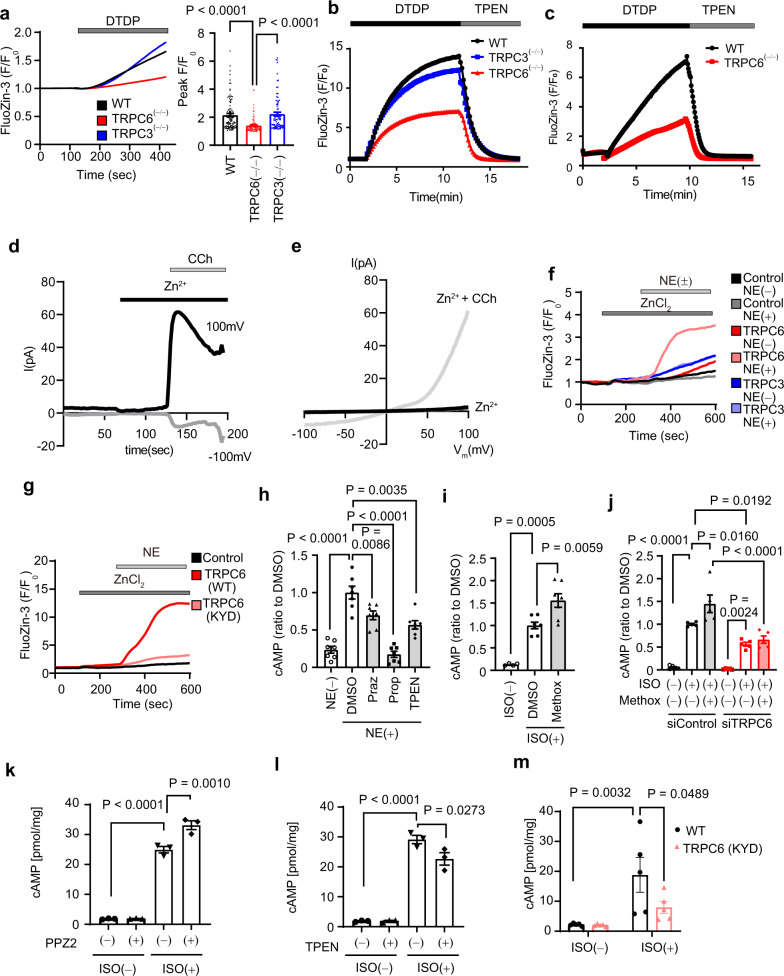
The α_1_AR-TRPC6-Zn^2+^ axis enhances βAR-G_s_ signaling. **a** Time courses and peak intensities of FluoZin-3 fluorescence in adult mouse (129/Sv) cardiomyocytes. Cardiomyocytes were treated with DTDP (100 μM). WT, *n* = 98 cells; TRPC6^(−/−)^, *n* = 86 cells; TRPC3^(−/−)^, *n* = 84 cells. **b** Increase of intracellular FluoZin-3 fluorescence evoked by DTDP in mouse (129/Sv) splenocytes. TPEN chelates intracellular free Zn^2+^. WT, *n* = 300 cells; TRPC6^(−/−)^, *n* = 240 cells; TRPC3^(−/−)^, *n* = 170 cells. **c** Increase of FluoZin-3 fluorescence evoked by DTDP in mouse (129/Sv) smooth muscle cells. WT, *n* = 67 cells; TRPC6^(−/−)^, n = 67 cells. Representative time courses (**d**) and leak-subtracted I–V relationships (**e**) of carbachol (CCh, 100 μM)-induced TRPC6 currents in TRPC6-EGFP-expressing HEK293 cells with ZnCl_2_ (10 mM). **f** Time courses of changes in intracellular Zn^2+^ concentrations in response to NE stimulation in TRPC- and α_1_AR-expressing HEK293 cells. **g** Time courses of changes in intracellular Zn^2+^ concentrations in response to NE stimulation in TRPC6 (WT or KYD)- and α_1_AR-expressing HEK293 cells. **h** Changes in intracellular cAMP concentrations after treatment with prazosin (Praz; 10 μM), propranolol (Prop; 10 μM) or TPEN (25 μM) in NRCMs. NRCMs were treated with prazosin or propranolol for 25 h or with TPEN for 1 h before NE stimulation (1 μM, 30 min). ZnCl_2_ (50 μM) was added to the culture medium. *n* = 7 each group. **i** Intracellular cAMP changes in response to α_1_AR stimulation in NRCMs. NRCMs were treated with methoxamine (Methox, 1 μM) for 24 h before ISO stimulation (1 μM, 30 min). ZnCl_2_ (50 μM) was added in the culture medium. *n* = 7 each group. **j** Requirement of TRPC6 for α_1_AR-induced enhancement of βAR-stimulated cAMP production in NRCMs. *n* = 5 each group. **k** Effect of PPZ2 (30 μM) on ISO (10 nM)-stimulated cAMP production in adult mouse (C57BL/6J) cardiomyocytes (*n* = 3 each group). **l** Effect of TPEN on ISO-stimulated cAMP production in adult mouse (C57BL/6J) cardiomyocytes (*n* = 3 each group). **m** ISO-stimulated cAMP production in WT and TRPC6^(KYD/KYD)^ adult mouse (C57BL/6J) cardiomyocytes (*n* = 5 each group). Data are shown as mean ± SEM. *P < 0.05; **P < 0.01 using one-way ANOVA followed by Tukey’s post-hoc test (**a**, **h**–**l**) or two-way ANOVA followed by Sidak’s post-hoc test (m).

Because NE released from sympathetic nerve endings preferentially stimulates αAR in cardiomyocytes^35^ and G_q_-coupled αAR stimulation increases TRPC6 channel activity^36,37^, we hypothesized that αAR-stimulated TRPC6 enhances the βAR-dependent positive inotropic response through Zn^2+^ influx. TRPC6 interacts with α_1A_AR in cardiomyocytes^38^. Stimulation of α_1A_AR with NE induced a marked increase of the intracellular Zn^2+^ concentration in TRPC6- and α_1A_AR-expressing HEK293 cells compared with that in cells expressing TRPC3 and α_1A_AR (Fig. 4f and Supplementary Fig. 4b). The NE-induced TRPC6-dependent increase in the intracellular Ca^2+^ concentration was observed in α_1A_AR-expressing cells, but not in β_1_AR-expressing cells (Supplementary Fig. 4c, d), which indicated that α_1A_AR predominantly mediates NE-induced TRPC6 channel activation.

We compared the amino acid sequences of Zn^2+^-permeable TRPC6 and Zn^2+^-impermeable TRPC3 and found TRPC6-specific sequences (N^615^YN^617^) close to the pore region (Supplementary Fig. 4e). Mutation of NYN to KYD, the same sequence as TRPC3 and TRPC7, abolished the NE-induced TRPC6-dependent Zn^2+^ influx (Fig. 4g and Supplementary Fig. 4f). Conversely, the muscarinic receptor-stimulated Ca^2+^ influx in TRPC6(KYD)-expressing cells was equivalent to that in TRPC6(WT)-expressing cells (Supplementary Fig. 4g–i), which suggested that the NYN sequence is critical for Zn^2+^ permeability of TRPC6.

In NRCMs, the NE-induced increase in cAMP production was partially but significantly suppressed by prazosin (α_1_AR inhibitor) and N,N,Nʹ,Nʹ-tetrakis(2-pyridylmethyl)ethylenediamine (TPEN, Zn^2+^ chelator) and completely suppressed by propranolol (β_1/2_AR inhibitor) (Fig. 4h). Conversely, treatment with an αAR agonist (methoxamine) for 24 h significantly enhanced ISO-induced cAMP production (Fig. 4i), which was canceled by TRPC6 knockdown (Fig. 4j). TRPC6 channel activators, 2-[4-(2,3-dimethylphenyl)-piperazin-1-yl]-N-(2-ethoxyphenyl)acetamide (PPZ2)^39^ and GSK1702934A, significantly increased the amount of intracellular Zn^2+^ through TRPC6 channels (Supplementary Fig. 4j–m). Treatment of adult cardiomyocytes with PPZ2 increased the ISO-stimulated cAMP production (Fig. 4k). Conversely, treatment with TPEN decreased the ISO-stimulated cAMP production (Fig. 4l). The increase in cAMP production by ISO stimulation was significantly reduced in TRPC6^(KYD/KYD)^ cardiomyocytes compared with WT cells (Fig. 4m and Supplementary Fig. 5). Treatment of HEK293 cells with Zn^2+^ enhanced the NE-induced interaction between β_1_AR and Gα_s_ (Supplementary Fig. 6a). These results suggest that αAR-mediated TRPC6 activation potentiates NE-induced cAMP production in cardiomyocytes in a Zn^2+^-dependent manner.

### TRPC6-mediated Zn^2+^ influx negatively regulates β-arrestin-dependent βAR internalization

After βAR stimulation by NE release, βAR is phosphorylated by G protein-coupled receptor kinases, which leads to βAR internalization through a β-arrestin (βArr)-dependent pathway^40^. ISO-stimulated internalization of GFP-fused β_1_AR was significantly suppressed in TRPC6-expressing HEK293 cells, but not in control cells or cells expressing TRPC3 or the pore-dead dominant negative mutant of TRPC6 (TRPC6-DN; in which the LFW motif conserved in the putative pore region of all TRPCs was substituted with AAA) (Fig. 5a, b). ISO-induced plasma membrane translocation of YFP-tagged βArr2 was also suppressed in TRPC6-expressed cells, but not in TRPC6-DN- or TRPC3-expressing cells (Fig. 5c–e). The number of PLA puncta for the interaction between β_1_AR and βArr2 was significantly reduced in TRPC6^(−/−)^ cardiomyocytes compared with that in WT cells (Fig. 5f, g). These results indicate that TRPC6 negatively regulates βArr-dependent βAR internalization upon ISO stimulation. Furthermore, TRPC6-mediated inhibition of βArr recruitment to βAR was attenuated by a Zn^2+^ chelator (TPEN) but not a Ca^2+^ chelator (EGTA) (Supplementary Fig. 6b). TRPC6 does not regulate βArr-dependent angiotensin II type 1 receptor internalization upon angiotensin II stimulation (Supplementary Fig. 6c), suggesting a specific functional coupling of TRPC6 with βARs. ISO-induced βArr2 translocation was suppressed in TRPC6 (WT)-expressing cells but not in TRPC6 (KYD)-expressing cells (Fig. 5h). 

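Arrb2, which encodes β-arrestin 2, had a signal of 38.8 ± 5.82 in WT, 44.3 ± 11.3 in TRPC3(-/-) and 37.3 ± 18.6 in TRPC6(-/-) hearts on the arrays (SD, n = 3 each), 1.14-fold and 0.963-fold WT. A second probe set of Arrb2 gave 38.9 ± 4.33 in WT, 48.7 ± 16.7 in TRPC3(-/-) and 38.1 ± 9.48 in TRPC6(-/-) hearts (SD, n = 3 each). The log2 difference from WT at the first probe set was 0.16 in TRPC3(-/-) hearts (95% interval -0.50 to 0.82) and -0.13 in TRPC6(-/-) hearts (-0.79 to 0.52). The 3 genotypes did not differ by more than the spread between hearts (exact permutation test of the F ratio, p = 0.646; moderated F test in limma, adjusted p = 0.922 when adjusted over the list alone and 0.957 over all probe sets). The intervals leave room for a change of either sign.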

The mRNA expressions of βArr2 in WT, TRPC3^(−/−)^ and TRPC6^(−/−)^ mice and protein expressions of GRK5/6 in WT, TRPC3^(−/−)^, TRPC6^(−/−)^ and TRPC3/6^(−/−)^ mice were not significantly different (Supplementary Fig. 3b, c). These results strongly suggest that TRPC6-mediated Zn^2+^ influx negatively regulates βArr-dependent βAR internalization.

**Fig. 5:**
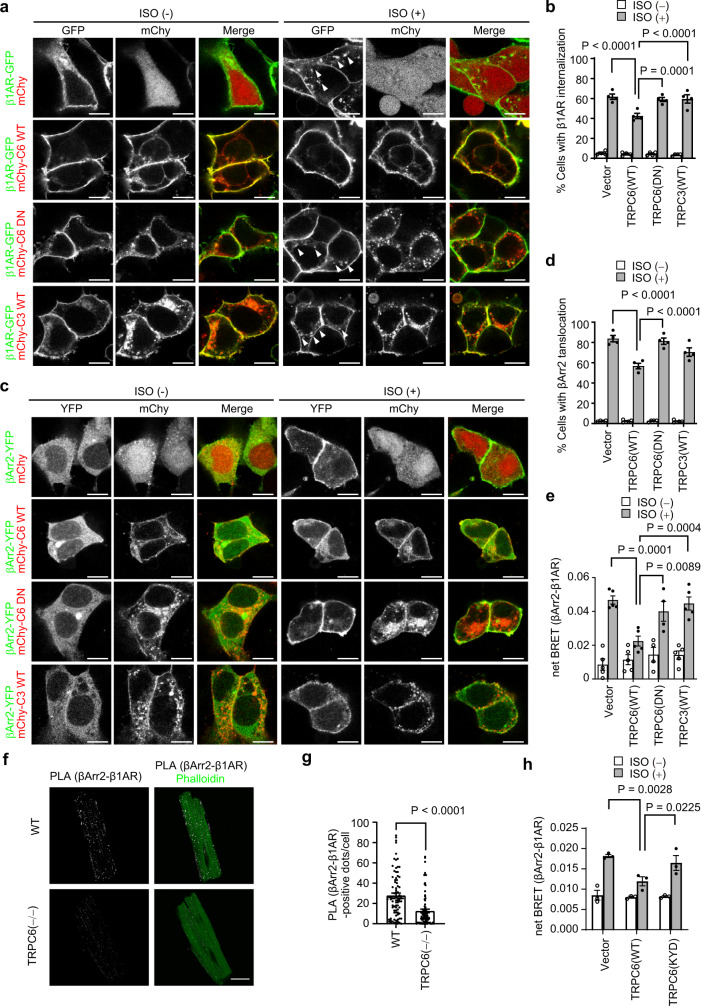
TRPC6 suppresses β_1_AR internalization after ISO stimulation. **a**, **b** Representative images of HEK293 cells co-expressing β_1_AR and TRPC6 or TRPC3 with or without ISO stimulation (**a**). HEK293 cells were transfected with β_1_AR-GFP plasmid along with mCherry-tagged TRPC6 (mChy-C6 WT), pore-dead TRPC6 (mChy-C6 DN) or TRPC3 (mChy-C3 WT) vectors. Cells were treated with ISO (10 μM) for 30 min (stimulation condition is the same in **a**–**e**). Arrowheads indicate internalized β_1_AR-GFP. Quantification of β_1_AR-internalizing activity was determined as the percentage of the number of β_1_AR-internalized cells to all cells (**b**). *n* = 4 each group. Scale bar, 10 μm. **c** and **d** Representative images of HEK293 cells co-expressing βArr2, β_1_AR and TRPC6/3 with or without ISO stimulation (**c**). HEK293 cells were transfected with mCherry-tagged TRPC6, pore-dead TRPC6 or TRPC3 vectors along with YFP-tagged βArr2 (βArr2) and HA-β_1_AR plasmids. Quantification of βArr2 translocation to the plasma membrane was determined as the ratio of the number of cells in which βArr2 was translocated after ISO stimulation to the number of all cells (**d**). *n* = 4 each group. Scale bar, 10 μm. **e** Effects of TRPC6/3 on βArr2 recruitment to β_1_AR. BRET signal between βArr2 and β_1_AR. HEK293 cells were transfected with TRPC6, pore-dead TRPC6 or TRPC3 vectors with β_1_AR-Rluc and βArr2-YFP plasmids. Cells were stimulated with ISO (10 μM) for 30 min. Vector, TRPC6 (WT), TRPC3 (WT), *n* = 5; TRPC6 (DN), *n* = 4. Representative images of PLA of βArr2 and β_1_AR in adult cardiomyocytes isolated from WT or TRPC6^(−/−)^ mice (129/sv). PLA signals were visualized as red spots counterstained with phalloidin (green) in merged images (**f**). Numbers of PLA signals were quantified in each cell (**g**). WT, *n* = 84 cells; TRPC6^(−/−)^, *n* = 82 cells. Scale bar, 20 μm. **h** Effects of TRPC6(WT or KYD) on βArr2 recruitment to β_1_AR. HEK293 cells expressing TRPC6(WT or KYD), β_1_AR-Rluc, and βArr2-YFP were stimulated with ISO (10 μM) for 30 min. *n* = 3 each group. Data are shown as mean ± SEM. *P < 0.05; **P < 0.01 using two-way ANOVA followed by Sidak’s post-hoc test (**b**, **d**, **e, h**) or the unpaired *t*-test (**g**, two-sided).

### Activation of TRPC6-mediated Zn^2+^ influx improves chronic heart failure

We finally examined whether activation of the α_1_AR-TRPC6-βAR axis improves positive inotropy and chronic heart failure through TRPC6-mediated Zn^2+^ influx. Treatment of NRCMs with TPEN decreased the NE-stimulated cardiomyocyte contraction force (Supplementary Fig. 7a). α_1_AR interacts with TRPC6 via a scaffolding protein, Snapin^37^, and βAR and TRPC6 proteins preferentially interact with postsynaptic density protein PSD-95 through its PDZ-binding motif^41^. We constructed a plasmid expressing a Snapin-PDZ-linker to induce α_1_AR-TRPC6-βAR triple complex formation. We found that expression of a Snapin-PDZ-linker significantly enhanced the NE-stimulated cardiomyocyte contraction in NRCMs (Supplementary Fig. 7b). Treatment of NRCMs with PPZ2 increased the NE-stimulated cardiomyocyte contraction force in a Zn^2+^-dependent manner (Supplementary Fig. 7c). Long-time treatment with PPZ2 had no effect on TRPC6 localization (Supplementary Fig. 7d). suggesting no inverse agonistic activity for TRPC6. Overexpression of the Snapin-PDZ-linker peptide significantly increased the number of PLA puncta of TRPC6 and β_1_AR in NRCMs (Supplementary Fig. 7e). Treatment with PPZ2 enhanced cardiomyocyte contraction under electrical stimulation where βARs are partially stimulated^42^ and hydralazine-induced positive inotropy in a TRPC6 inhibition–dependent manner (Supplementary Fig. 7 f–h, Fig. 6a).

**Fig. 6:**
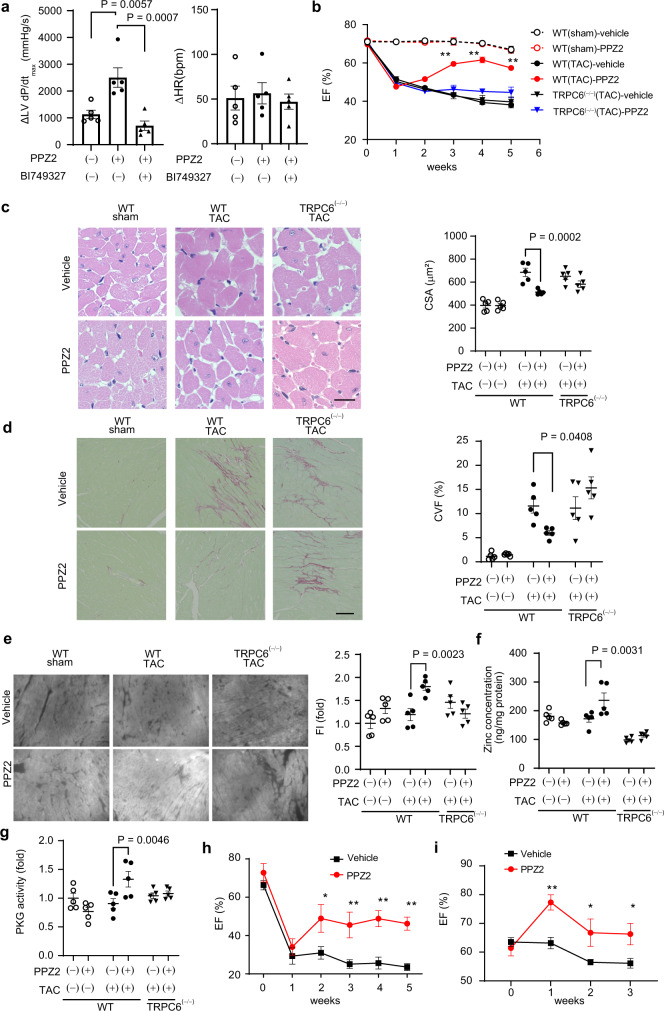
Activation of the α1AR-TRPC6-βAR axis increases cardiomyocyte contraction. **a** Effects of PPZ2 (2.5 mg/kg) and the TRPC6-selective inhibitor BI749327 (30 mg/kg). *n* = 5 each group. **b** Effect of PPZ2 (2.5 mg/kg/day) on the ejection fraction (EF) in TAC-operated WT and TRPC6^(−/−)^ mice (129/sv). *n* = 5 each group; *P* < 0.0001 (3–5 weeks). **c** LV sections stained with hematoxylin and eosin. Scale bar, 25 μm. Average cross-sectional areas (CSAs) of cardiomyocytes. *n* = 5 each group. **d** LV sections stained with Sirius red (bars = 100 μm). Results of collagen volume fraction (CVF). *n* = 5 each. **e** Zn^2+^ imaging of LV sections. Scale bar, 50 μm. *n* = 5 each group. **f** Zn^2+^ concentration of heart tissue. *n* = 5 each group. **g** PKG activity. Effect of PPZ2 on EF in mice (C57BL/6J) after MI (**h**) and MLP-KO mice (129/sv) (**i**) (*n* = 5 each); *P* = 0.0284 (2 weeks), 0.0091 (3 weeks), 0.0023 (4 weeks), 0.0030 (5 weeks) in (**h**). *P* = 0.0040 (3 weeks), 0.0386 (4 weeks), 0.0386 (5 weeks) in (**i**). Data are shown as mean ± SEM. Significance was determined using one-way ANOVA with Tukey’s comparison test (**a**) or two-way ANOVA followed by Sidak’s comparison test (**b-h**) or Holm–Sidak’s multiple comparisons post hoc test (**i**). *P < 0.05; **P < 0.01.

We investigated the in vivo cardioprotective effect of PPZ2 against chronic heart failure using three different mouse models: the transverse aortic constriction (TAC), myocardial infraction (MI) and muscle LIM protein–deficient (MLP-KO) dilated cardiomyopathic mice. Treatment of TAC-operated mice with PPZ2 significantly improved LV dysfunctions and structural remodeling, such as myocardial hypertrophy and interstitial fibrosis, in a TRPC6-dependent manner (Fig. 6b–d, Supplementary Fig. 8a and Supplementary Tables 3 and 4). TRPC6 is upregulated in mouse hearts with pathological hypertrophy^14^, and protein kinase G (PKG) is an anti-hypertrophic factor that is activated by βAR stimulation through a nitric oxide synthase 3-dependent pathway^43,44^. PPZ2 treatment significantly increased intracellular Zn^2+^ amounts and PKG activity in TAC-operated WT hearts, and these increases were not observed in TAC-operated TRPC6^(−/−)^ hearts (Fig. 6e–g). PPZ2 treatment also improved LV dysfunction, cardiomyocyte hypertrophy and fibrosis in mice after MI and in MLP-KO mice (Fig. 6h, i, Supplementary Fig. 8b–g and Supplementary Tables 5–8). These results strongly suggest that pharmacological activation of TRPC6 improves chronic heart failure in mice.

## Discussion

Various lines of evidence have suggested that TRPC3 and TRPC6 channels are therapeutic targets of pathological cardiac remodeling^15,16,18,45^. Several small compounds that inhibit TRPC3/6 channel activities directly or indirectly prevent pressure overload-induced heart failure in mice^13,46,47^. Conversely, TRPC6 expressed in cardiac fibroblasts is physiologically necessary for ischemic scar formation after MI^48^. Because TRPC6-deficient mice show no apparent cardiac phenotype, the physiological role of TRPC6 in cardiomyocytes has been unclear. Here, we revealed the physiological significance of TRPC6 in myocardial Zn^2+^ homeostasis required for beneficial cardiac positive inotropy (Fig. 7). How Zn^2+^ enhances βAR-G_s_ signaling can be explained in part by a previous report showing that Zn^2+^ interacts with βAR directly and enhances ligand affinity and accumulation of intracellular cAMP^26^. Zn^2+^ binds to the 269^th^ histidine among all the histidines in human β_2_AR, and 225^th^ glutamate and 265^th^ cysteine in the cytoplasmic region supports the allosteric Zn^2+^ binding to β_2_AR, which increases ligand affinity^27^, but these three amino acids are not conserved in human β_1_AR. Another Zn^2+^-binding candidate is G protein-coupled receptor kinase (GRK)-interacting protein 1, which negatively regulates GRK/β-arrestin-mediated βAR internalization^49^. Thus, several Zn^2+^-binding proteins may cooperatively contribute to potentiation of βAR/G_s_-dependent signaling.

**Fig. 7:**
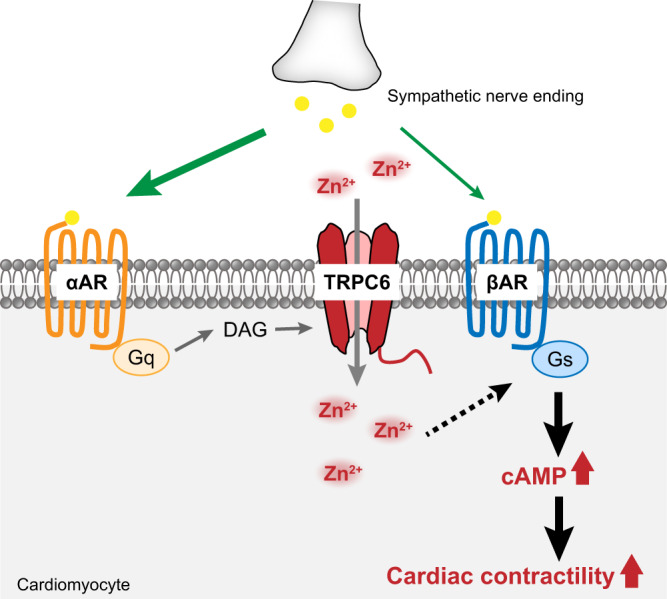
Schema of the role of TRPC6-mediated Zn^2+^ influx in adrenergic receptor-stimulated cardiac inotropy. Cardiac inotropy through the sympathetic nervous system has been considered to be predominantly mediated by βAR activation, although the chemical binding affinity of NE to βAR is much lower than that to αAR. This study demonstrates that αAR-mediated Zn^2+^ influx via TRPC6 promotes NE-induced cardiac inotropy by local Zn^2+^-dependent enhancement of βAR-G_s_ signaling. Downregulation of the αAR-TRPC6-Zn^2+^ axis may reduce sympathetic nerve–mediated cardiac inotropy.

Heterologous regulation of G protein-coupled receptor signaling is mediated through post-translational modifications^50^ and direct protein–protein interactions^51,52^. We revealed a positive link between βAR and α_1_AR through TRPC6-mediated Zn^2+^ influx. TRPC channels are thought to play a fundamental role in the amplification of G_q_PCR signaling pathways^53^. We suggest that TRPC6 enhances G_s_ protein-coupled βAR signaling in rodent hearts through Zn^2+^ influx. This concept will provide a new therapeutic strategy for chronic heart failure by focusing on potentiation of baroreflex-induced βAR-dependent positive inotropy. However, β-blockers are given to most heart failure patients, and we demonstrated that propranolol antagonizes the α_1_AR-TRPC6-Zn^2+^ axis (Fig. 4). This implies that the beneficial positive inotropic effect by TRPC6 activator is not expected in heart failure patients treated with β-blockers, but TRPC6-mediated Zn^2+^ influx may help reduce the load on the heart. A recent report showing that Zn^2+^ drives vasorelaxation by acting in sensory nerves, endothelium and smooth muscle^54^ also supports the physiological significance of intracellular Zn^2+^ as a new therapeutic target. We have previously reported that TRPC6-mediated local Ca^2+^ signaling protects the heart against oxidative stress in cardiac cells^55^. Our results do not completely rule out the effect of TRPC6-mediated Ca^2+^ influx, but strongly suggest that α_1_AR-mediated Zn^2+^ mobilization through TRPC6 channels potentiates NE-induced cardiac positive inotropy, which may lead to improvement of chronic heart failure.

In addition to TRPC6, other TRPs permeate Zn^2+^, such as TRPM3/6/7, TRPA1, TRPV6 and TRPML1^33^. These Zn^2+^-permeable TRP channels possess metal ion–sensitive charged amino acids in their pore region, whereas diacylglycerol-responsive TRPC3/6/7 channels do not have these conserved amino acids. We found that TRPC6 lacks charged amino acids (K and D) near the pore region that contains the LFW motif, which are conserved in Zn^2+^ impermeable TRPC3 and TRPC7 (Supplementary Fig. 4e). Mutation of these amino acids (NYN to KYD) caused loss of Zn^2+^ permeability of the TRPC6 channel. We therefore speculate that removing the charged amino acids close to the pore region may be important for TRPC6 to permeate metal ions that include Zn^2+^. Because the expression levels of these metal ion–permeable TRP channels are lower than that of TRPC6 and the TRPC subfamily proteins are the putative entities of receptor-operated cation channels, they likely have no contribution to NE-induced Zn^2+^ influx. Notably, we demonstrated that increased TRPC6 channel activity or enhanced αAR-TRPC6-βAR coupling improves βAR-dependent cardiac positive inotropy and chronic heart failure in mice, which suggests a novel pathophysiological role of TRPC6 in the heart. A more interesting finding is that the activation of TRPC6-mediated Zn^2+^ influx increases anti-hypertrophic PKG signaling specifically in the pathologically hypertrophied hearts (Fig. 6). Although the molecular details are unclear, we hypothesize that the PPZ2-induced PKG activation is a compensative negative feedback mechanism to attenuate excess stress-stimulated contractility and arrhythmia through TRPC6 in dystrophic hearts^44^.

In conclusion, we first revealed the physiological role of the TRPC6 channel in βAR-dependent positive inotropy in mouse hearts. Although TRPC6 has been thought to be a mediator of pathological cardiac remodeling, we demonstrated that the α_1_AR-stimulated Zn^2+^ influx through the TRPC6 channel induced beneficial positive inotropy. The enhancement of TRPC6-specific Zn^2+^ influx will be a new therapeutic target of chronic heart failure.

## Methods

### Reagents and antibodies

We obtained (−)-isoproterenol hydrochloride (ISO, I6504), (±)-norepinephrine (+)-bitartrate salt (NE, A0937), 2,2′-dithiodipyridine (DTDP, D5767), prazosin hydrochloride (P7791), (±)-propranolol hydrochloride (P0884), methoxamine hydrochloride (M6524) and streptozotocin (STZ, S0130) from Sigma Aldrich (Darmstadt, Germany). Fluo4-AM (F311) and N,N,N’,N’-tetrakis(2-pyridylmethyl)ethylenediamine (TPEN, 343-05401) were purchased from Dojindo (Kumamoto, Japan). FluoZin™−3 AM (F24195) was from Thermo Fisher (Hampton, New Hampshire, USA). We purchased 1-hydrazinophthalazine hydrochloride (hydralazine hydrochloride, H0409) from Tokyo Chemical Industry (Tokyo, Japan). The antibodies used in this study are listed in Supplementary Table 9.

### Animals

All protocols using mice and rats were reviewed and approved by the ethics committees at the National Institutes of Natural Sciences and Kyushu University and carried out in accordance with the committee guidelines (approval no. A22-171, A20-040, A21-072, 22A026). We obtained 129/Sv mice with homozygous deletion of genes encoding TRPC6 and TRPC3 from the Comparative Medicine Branch, National Institute of Environmental Health Sciences (Research Triangle Park, NC, USA). Genotyping was performed as previously described^56,57^. Sprague–Dawley rats were purchased from Japan SLC, Inc (Shizuoka, Japan). TRPC6^(KYD/KYD)^ C57BL/6J mice were generated using the CRISPR/cas9 system (Supplementary Figure 5). Genotyping of TRPC6^(KYD/KYD)^ mice was conducted by PCR and DNA product sequencing. All mice and rats were housed in individually ventilated cages, with aspen wood chip bedding, in groups of three animals per cage and kept under controlled environmental conditions (specific-pathogen-free area, 12-hr light/12-hr dark cycle, room temperature 21–23 °C, and humidity 50–60%) with free access to standard laboratory food pellets (CLEA Rodent Diet CE-2, CLEA Japan, Tokyo, Japan) and water.

### STZ and MLP-KO models

For induction of hyperglycemia, male 129/Sv mice (8–9 weeks old) were injected intraperitoneally with STZ at a dose of 50 mg/kg body weight (dissolved in 0.1 M citrate buffer, pH 4.5) for 5 consecutive days. Control mice were injected with an equal volume of 0.1 M citrate buffer.

The basal cardiomyopathic phenotype of MLP-KO mice (129/Sv) was described previously^58,59^. A mini osmotic pump (Alzet) filled with PPZ2, a selective activator of TRPC6, or 50% (v/v) dimethyl sulfoxide (DMSO)/50% (v/v) polyethylene glycol 300 (vehicle) was implanted intraperitoneally into mice (8–9 weeks old). PPZ2 (2.5 mg/kg/day) or vehicle was continuously administered for 3 weeks.

### TAC and MI operations

To induce cardiac pressure overload, TAC surgery was performed as described previously^15^. Briefly, WT and TRPC6^(−/−)^ mice (8–12 weeks old) were anesthetized with isoflurane (FUJIFILM, Tokyo, Japan) and then intubated and ventilated. The chest cavity was opened at the intercostal area. The aorta was transversely constricted with a 7-0 nylon suture between the brachiocephalic artery and the left carotid artery to the width of a 27-gauge needle. After closing the chest cavity, buprenorphine was administrated intraperitoneally as an analgesic. A mini-osmotic pump (Alzet) filled with vehicle (50% (v/v) dimethyl sulfoxide (DMSO)/50% (v/v) polyethylene glycol 300) or PPZ2 was implanted intraperitoneally into mice at 7 days after TAC. PPZ2 (2.5 mg/kg/day) or vehicle was continuously administered for 4 weeks.

Surgery to induce MI was performed on 8-9-week-old male C57BL/6J mice as previously described^60^. All surgical procedures were performed in mice anesthetized with isoflurane. A mini-osmotic pump was implanted intraperitoneally into male C57BL/6J mice at 7 days after MI.

### Measurement of cardiac function

Hemodynamic parameters were measured using a micronanometer catheter (Millar 1.4F, SPR 671, Millar Instruments). Mice were anesthetized with isoflurane (Pfizer) at a concentration of 2.0–2.3% for induction. After insertion of the catheter to the left ventricular (LV) chamber, the isoflurane concentration was lowered to 1.5%–1.7% for maintenance. To maintain hemodynamic parameters constant before agonist infusion, measurements were started at least 10 min after the change to maintenance concentration. For analyzing responses to receptor stimulation in the autonomic nervous system, ISO (10 pg/g/min, 0.05 mL/h, intravenously (i.v.)) and ACh (0.5 mg/kg, 1.8 mL/h, i.v.) were injected to mice and LV parameters were measured. To measure hemodynamic parameters in blood vessels, a catheter was inserted to the aorta and mice were injected with NE (0.05 mg/kg, 1.8 mL/h, i.v.). For analyzing reflex responses, hydralazine (0.5 mg/kg, 1.2 mL/h, i.v.) was injected to mice. Compounds were injected to mice from the jugular vein using a cannula made of a polyethylene tube (internal diameter 0.28 mm) and syringe infusion pump (KDS100, KD Scientific). The average values of each parameter before injection were subtracted from values of each time point after injection; these calculated values are shown as Δ. The non-invasive echocardiographic measurement was performed using Nemio XG echocardiography (Toshiba) with a 14-MHz transducer for MLP-KO mice, Prospect T1 (Scintica) for TAC-operated mice and VEVO3100 (FUJIFILM) for MI-operated mice; measurements were performed under anesthesia with isoflurane (2.0–2.5% for induction).

### Isolation of adult mouse ventricular cardiomyocytes

Isolation of adult mouse ventricular cardiomyocytes was performed as described previously^61^. Briefly, a male mouse was heparinized (>100 units per mice, i.p.) and anesthetized (pentobarbital sodium, >300 mg/kg). The heart was quickly excised and the aorta was clamped with a small vascular clamp. The heart was antegradely perfused with isolation buffer (containing (in mM) 130 NaCl, 5.4 KCl, 0.5 MgCl_2_, 0.33 NaH_2_PO_4_, 25 HEPES, 22 glucose and 50 μU/mL bovine insulin (Sigma) (pH 7.4, adjusted with NaOH)) supplemented with 0.4 mM EGTA, followed by the perfusion of enzyme solution (isolation buffer containing 1 mg/mL collagenase type 2 (Worthington), 0.06 mg/mL trypsin (Sigma), 0.06 mg/mL protease (Sigma) and 0.3 mM CaCl_2_). Thereafter, the LV chamber was removed and cut into small pieces in enzyme solution containing 0.2% bovine serum albumin (BSA) and 0.7 mM CaCl_2_. The tissue-cell suspension was filtered through a cell strainer (100 μm, Falcon) and centrifuged for 3 min at 50 × *g*. After the supernatant was removed, the cell pellet was resuspended in isolation buffer supplemented with 0.2% BSA and 1.2 mM CaCl_2_ and incubated for 10 min at 37 °C. After centrifugation (50 × *g*, 3 min), the cells were resuspended in Tyrode’s solution A (containing (in mM) 140 NaCl, 5.4 KCl, 1.8 CaCl_2_, 0.5 MgCl_2_, 0.33 NaH_2_PO_4_, 5.0 HEPES and 5.5 glucose (pH 7.4)) supplemented with 0.2% BSA. Cells were seeded to Matrigel (Corning)-coated 35 mm glass base dishes (glass 12Φ, IWAKI) or glass slides and incubated at 37 °C for 1 h. Cells were used within 1–6 h after isolation. For detubulation, ventricular cardiomyocytes were treated with 1.5 M formamide for 30 min^62^.

### Isolation, culture and transfection of neonatal rat cardiomyocytes (NRCMs)

NRCMs were isolated from Sprague–Dawley rat pups on postnatal day 1–2. First, pups were sacrificed and ventricles were dissected and minced. The minced tissue was pre-digested in 0.05% trypsin-EDTA (Gibco) overnight at 4 °C and then digested in 1 mg/mL collagenase type 2 (Worthington) in PBS for 30 min at 37 °C with shaking (125 rpm). The dissociated cells were filtered through a cell strainer (70 μm, Falcon) and centrifuged for 2 min at 180 × *g*. After the removing supernatant, cell pellets were resuspended in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS and 1% penicillin and streptomycin and plated in a 10-cm culture dish. Cells were incubated at 37 °C in a humidified atmosphere (5% CO_2_, 95% air) for 90 min to separate non-cardiomyocytes. Floating NRCMs were collected and plated to Matrigel-coated culture dishes. After 24 h, the culture medium was changed to serum-free DMEM, and cells were incubated for more than 2 days before experiments.

For gene knockdown, the cells were transfected with siRNAs (20 nM) using Lipofectamine RNAiMAX (Invitrogen) and then incubated for 72 h. Stealth siRNAs for rat TRPC6 (#1, RSS331768; #2, RSS331769) and Stealth RNAi™ siRNA negative control (med GC) for siControl were obtained from Invitrogen. Cells were transfected with plasmid DNA using Lipofectamine 3000 (Invitrogen) and then incubated for 48 h.

### In vivo siRNA injection

Male C57BL/6 J mice (8 weeks old) were injected with Stealth siRNA for mouse β_1_AR (40 μg; MSS247004) or siControl (both from Invitrogen) encapsulated in HVJ-E (Ishihara Sangyo, LTD, Japan) via the orbital vein.

### HEK293 cell culture and transfection

HEK293 cells (ATCC Cat# TIB-71) were cultured in DMEM supplemented with 10% FBS and 1% penicillin and streptomycin. Cells were seeded at a density of 5 × 10^5^ cells/dish in a 35 mm dish. On the following day, cells were transfected with plasmid DNAs using X-tremeGENE9 (Roche) and then incubated for 48 h. For imaging experiments, cells were replated on poly-L-lysine (Sigma)-coated glass coverslips or 35 mm glass base dishes (glass 12Φ) 1 day before experiments.

### Measurement of cardiomyocyte sarcomere length (SL) and calcium transient

The detailed method for SL measurement was described previously^63–65^. Briefly, isolated cells were stored in solution A containing (in mM) 128 NaCl, 2.6 KCl, 1.18 MgSO_4_, 1.18 KH_2_PO_4_, 1.8 CaCl_2_, 10 HEPES, 20 taurine and 11 glucose (pH 7.4). The myocytes were monitored through an inverted microscope (IX-70; Olympus) using a 40× long working distance objective lens (LUCPLN40×; Olympus). The cells were placed on a poly-HEMA (2-hydroxyethyl methacrylate; P3932, Sigma)-coated coverslip to prevent cell attachment to the bottom of the chamber. One of the cell ends was held by a short carbon fiber mounted in a glass capillary manipulated using a three-axis hydraulic manipulator (EDMS14-135a; Narishige) to prevent cells from being swept out of the field of view by the perfusate during the measurement. The cell was then perfused in Tyrode’s solution B containing (in mM) 140 NaCl, 5.4 KCl, 1.8 CaCl_2_, 1.0 MgCl_2_, 5.0 HEPES and 11 glucose (pH 7.4) at 37 °C using an MPRE8 in-line heater (Cell Microcontrols) and electrically stimulated at 4 Hz using a MyoPacer cell stimulator (IonOptix Corporation). The myocyte SL changes were recorded at 240 Hz using IonOptix hardware and software (IonOptix Corporation). After recording stable SL traces in Tyrode’s solution B without any drugs (control), the perfusion solution was changed to Tyrode’s solution B containing ISO (10 nM) using a valve-controlled gravity perfusion system (VC3-4PG; ALA Scientific Instruments). The SL recording was conducted until steady myocyte contraction was obtained in the presence of ISO.

For Ca^2+^ transient measurements, cardiomyocytes were loaded with Fluo4-AM (2 μM) for 30 min at 37 °C after washing with Tyrode’s solution A. Measurement of Ca^2+^ transient was performed at 1 Hz pacing frequency with a pulse of 50 V, 10 ms duration using a pair of platinum wires placed on opposite sides of the chamber, which is connected to an electrical stimulator (SEN-3301, Nihon Kohden). Cells were stimulated with ISO (10 nM). Images were acquired at a rate of 5 Hz and analyzed using a video image analysis system (Metafluor, Molecular Devices).

### Zn^2+^ imaging

Adult cardiomyocytes isolated from WT, TRPC6^(−/−)^ and TRPC3^(−/−)^ mice were seeded onto Matrigel-coated glass bottom dishes. Cells were loaded with the fluorescent Zn^2+^ indicator FluoZin-3 (2 μM) for 30 min at 37 °C. Cells were treated with DTDP (100 μM) 2 min after starting the experiment. Images were acquired every 10 sec and analyzed using Metafluor.

For measurement of Zn^2+^ influx, HEK293 cell were transfected with plasmid encoding α_1A_AR and mCherry vector or TRPC6/3-mCherry. Cells were washed with HEPES-buffered saline solution (HBSS) containing (in mM) 140 NaCl, 5.6 KCl, 10 glucose, 10 HEPES 1 MgCl_2_ and 1.8 CaCl_2_ (at pH 7.4) and loaded with FluoZin-3 (2 μM) for 30 min at room temperature. After loading, the dye solution was replaced with HBSS. ZnCl_2_ (50 μM) was applied 2 min after starting measurement. The α_1A_AR agonist NE (10 μM) was added 3 min after ZnCl_2_ application. Fluorescence images were acquired every 10 sec using a confocal microscope (TCS SP8 MP, Leica). For analysis, mCherry-positive cells were selected.

Splenocytes were isolated from the spleen in WT, TRPC3^(−/−)^ and TRPC6^(−/−)^ mice as described previously^66^. Primary vascular smooth muscle cells were isolated from mouse aorta in WT and TRPC6^(−/−)^ mice at 5 week of age as previously described^67^. Cells were loaded with FluoZin-3 (2 μM) for 30 min at 37 °C. Cells were treated with DTDP (50 μM) 2 min after starting the experiment. Images were acquired every 10 sec and analyzed using Metafluor.

For measurement of Zn^2+^ influx, TRPC6 (WT) and TRPC6 (KYD) stable rat aortic smooth muscle cells (RAOSMCs) were washed with HBSS and loaded with FluoZin-3 (2 μM) for 30 min at room temperature. After loading, the dye solution was replaced with HBSS. DTDP (50 μM) was applied 2 min after starting measurement. PPZ2 (30 μM) was applied 1 min after adding ZnCl_2_ (50 μM). Fluorescence images were recorded and analyzed using Metafluor or a video image analysis system (Aquacosmos, Hamamatsu Photonics, Japan).

Cardiac tissue Zn^2+^ imaging was performed as described in a previous study^68^. Briefly, a 1 mM stock solution of Zinpyr-1 (ZP-1) (Abcam, ab145349) was prepared in DMSO, and a 17 μM working solution was made using 0.9% saline. Heart slices (20-µm-thick) were covered in working ZP-1 solution for 2.5 min in a dark room and then washed with PBS to remove the ZP-1 solution. Images were obtained using a BZ-X800 fluorescence microscope (KEYENCE) and an 20× objective with consistent exposure time. Images were analyzed with ImageJ (NIH).

The Zn^2+^ concentration in mouse hearts was measured using the Metallo Assay kit Zinc LS (Metallogenics Co., Chiba, Japan) following the manufacturer’s protocol as described in a previous study^69^.

### cAMP measurements

For fluorescence resonance energy transfer (FRET) imaging, NRCMs were seeded to Matrigel-coated glass base dishes on the day before siRNA transfection. Cells were transfected with siControl, siTRPC6-1 or siTRPC6-2 using Lipofectamine RNAimax. One day later, the cells were transfected with the Epac-based FRET sensor (Epac-S^H187^; high-affinity version) using Lipofectamine 3000 and cultured for an additional 2 days before imaging. The biosensor was a gift from Prof. Kees Jalink^31^. Cells were washed by HBSS and stimulated with ISO (1 μM) 2 min after starting the experiment. Images were captured every 10 s using a confocal microscope (TCS SP8 MP). FRET was expressed as a ratio of CFP to YFP signals.

Intracellular cAMP levels were also measured using the cAMP EIA Kit (Cayman Chemical) following the manufacturer’s instruction. NRCMs were seeded onto Matrigel-coated 12 or 24-well plates. After incubation in serum-free DMEM for 24–48 h or transfection of siRNA, cells were treated with prazosin (10 μM), propranolol (10 μM) and methoxamine (1 μM) for 24 h with extracellular ZnCl_2_ (50 μM). Thereafter, cells were treated with 3-isobutyl-1-methylxanthine (IBMX; 500 μM, Sigma) for 1 h in the presence of each compound, following either NE (1 μM) or ISO (1 μM) stimulation for 30 min. In the TPEN-treated group, TPEN (25 μM) was added with IBMX. The control group was treated with DMSO. After stimulation of either NE or ISO, culture medium was aspirated and cells were lysed by adding 0.1 M HCl (200 μL for 12-well plate; 100 μL for 24-well plate) and incubated for 20 min at room temperature. The cell suspension was collected and centrifuged for 10 min at 1000 × *g*.

### Immunostaining and proximity ligation assay

Mouse heart tissues were embedded in optimal cutting temperature (OCT) compound (Sakura Finetek) and snap-frozen in a 2-methylbutane cooled by dry ice. Sections (12-µm-thick) were cut on a cryostat. Isolated adult mouse cardiomyocytes were plated on Matrigel-coated glass slides. Immunostaining was performed as follows: glass-mounted cryosection were fixed in 4% paraformaldehyde (PFA, dissolved in 1% PBS) for 7 min at room temperature. After rinsing with PBS, sections were blocked in PBS with 1% BSA, 0.3% Triton X-100 at room temperature for 1 h and then incubated with primary antibody against HCN4 overnight at 4 °C, following labeling by Alexa Fluor™ dye-conjugated secondary antibody and Alexa Fluor™ 488-conjugated wheat germ agglutinin (WGA; Thermo Fisher). Samples were mounted with ProLong™ Diamond Antifade Mountant with DAPI (Thermo Fisher).

To examine the TRPC6-β_1_AR interaction and β_1_AR-β-Arrestin 2 (βArr2) interaction, proximity ligation assay was conducted using Duolink PLA Fluorescence (Sigma) following the manufacturer’s instruction. After fixation and blocking, heart sections and cardiomyocytes were incubated with rabbit anti-β_1_AR and either mouse anti-TRPC6 or anti-βArr2 (Supplementary Table 9) for two nights at 4 °C, followed by incubation with probes for 1 h. The ligation (30 min) and amplification (150 min) steps were performed at 37 °C and samples were counterstained with Alexa Fluor™ 488–conjugated WGA (for heart sections) or Alexa Fluor™ 488-conjugated phalloidin (Thermo Fisher, for adult mouse cardiomyocytes). Nuclei were stained with DAPI. Images were captured using a confocal microscope (A1Rsi, Nikon) or BZ-X700 fluorescence microscope (Keyence). The number of PLA signal–positive puncta were quantified and analyzed using ImageJ (NIH) software.

### Visualization of βAR internalization and βArr2 translocation

For visualization of βAR, HEK293 cells were transiently transfected with β_1_AR-GFP plasmid along with mCherry, TRPC6(WT)-mCherry, pore-dead TRPC6 (TRPC6 DN)-mCherry or TRPC3-mCherry vectors. For visualization of βArr2 translocation, HEK293 cells were transfected with hemagglutinin-tagged β_1_AR (β_1_AR-HA) and βArr2-YFP plasmids along with mCherry, TRPC6(WT)-mCherry, TRPC6(DN)-mCherry or TRPC3-mCherry vectors. Two days after transfection, cells were treated with ISO (10 µM) for 30 min. Images were captured using confocal microscopy (A1Rsi).

### Bioluminescence resonance energy transfer (BRET)

HEK293 cells were transfected with β_1_AR-Rluc, βArr2-YFP or Gα_s_-YFP plasmid Readings along with pCI-neo, TRPC6(WT), TRPC3(WT) or TRPC6(DN) vectors. At 48 h after transfection, cells were detached with PBS/EDTA (2 mM) and centrifuged for 5 min (1000 × *g*) at room temperature. After centrifugation, cell pellets were resuspended in BRET buffer (1.8 mM CaCl_2_, 1 mM MgCl_2_, 0.1% glucose in PBS) and moved to 96-well white microplates. Cells were stimulated with ISO (10 μM) for 30 min and incubated with coelenterazine h (5 μM, Wako) for 10 min. The BRET signal was determined as the ratio of the light emitted by YFP and the light emitted by Luc using a fluorescent microplate reader (SpectraMax® i3, Molecular Devices). The values were corrected by subtracting the background BRET signals.

### Plasmid construction

The PDZ3 domain of mouse PSD-95 and the full-length mouse Snapin were linked through a 116 amino acid flexible EV linker^70^. Flag-tag was fused to the N-terminus of the protein, and the t2a-mCherry sequence was fused to the C-terminus of the protein. This construct was cloned into the pCDNA3 vector and verified by sequencing.

Detailed information of pEGFP-N1 vector encoding β_1_AR, β_1_AR-Rluc or AT1R-Rluc, pcDNA3.1 vector encoding βArr2-YFP or α_1A_AR, pCI-neo vector encoding FLAG-TRPC6, TRPC6, TRPC6(DN) or TRPC3, and pmCherry-N1 vector encoding TRPC6, TRPC6(DN) or TRPC3 was described in the previous study^11,51^. Point mutations of plasmids were generated by site-directed polymerase chain reaction (PCR) mutagenesis. Gαs-YFP plasmid was a gift from Catherine Berlot (Addgene plasmid #55781; http://n2t.net/addgene:55781; RRID: Addgene_55781)^71^.

### Analysis of contractility

NRCMs (2 × 10^4^ cells/well) were seeded into 96-well plates. Microscopy images of NRCMs were recorded for 10 seconds; imaging was performed at 14.5 frames per second on a BZ-X800 microscope (Keyence). Each video was analyzed using ImageJ (NIH), as previously described^72^.

### Histological analysis of mouse hearts

The paraffin-embedded heart sections (5 μm in thickness) were stained with hematoxylin and eosin (H&E) or Sirius red, and the cell-sectional area (CSA) of cardiomyocytes and collagen volume fraction (CVF) of heart sections were analyzed using the BZ-X800 analyzer (Keyence) and Image J^59^.

### PKG activity

PKG activity was assessed by EIA colorimetric assay (CycLex) as described previously^44^. Briefly, kinase reaction buffer containing 2.5 mM ATP and 500 µM cGMP was prepared following the manufacturer’s instructions and added to protein lysates prepared from myocardial tissue in a 96-well reaction plate; samples were incubated at 30 °C for 20 min. After washing, HRP-conjugated anti-phospho-specific antibody was added to the wells for 60 min at 22 °C. Samples were washed and then substrate reagent was added to the wells for 5–15 min; the reaction was halted using stop solution, and absorbance at 450/550 nm was measured using the Nivo microplate reader (PerkinElmer, Waltham, MA, USA). The cGK positive control was obtained from CycLex and used following the manufacturer’s instructions.

### Radioligand binding assay

Mouse heart tissues were homogenized in homogenate buffer (25 mM Tris-HCl (at pH 7.4) and 2 mM EDTA) using a Physcotron homogenizer. The homogenate was centrifuged at 800 × *g* for 10 min at 4 °C. The supernatant was ultracentrifuged at 125,000 × *g* for 30 min at 4 °C. The pellet was resuspended in assay buffer (75 mM Tris-HCl (at pH 7.4), 2 mM EDTA and 12.5 mM MgCl_2_) using a Dounce homogenizer. For the receptor binding assay, 50 μg protein in a total volume of 200 μL of assay buffer with or without 20 μM propranolol were added to tubes. Samples were incubated with the radiolabeled antagonist [^125^I]CYP (final concentration 12.5–400 pM) for 90 min at 30 °C. The reactions were stopped by the addition of an ice-cold assay buffer and filtered through Whatman GF/C glass microfiber filters presoaked in 0.1% polyethylenimine. The filters were washed three times with ice-cold assay buffer and air-dried. The radioactivity was measured using a liquid scintillation counter.

### RNA isolation and real-time polymerase chain reaction (RT-PCR)

Total RNA was isolated from frozen mouse hearts using the RNeasy Fibrous Tissue Mini Kit (Qiagen) following the manufacturer’s instruction. Complementary DNA was synthesized with ReverTra Ace® qPCR RT Master Mix (TOYOBO). RT-PCR was performed using Lightcycler® 96 (Roche) with the KAPA SYBR® FAST qPCR kit (KAPA BIOSYSTEMS) following the manufacturer’s instructions. The primer sequences used for RT-PCR are listed in Supplementary Table 10.

### Measurement of biochemical parameters

In the STZ model, non-fasted blood glucose levels were determined by Glucose Pilot (Technicon) 4 weeks after STZ injection.

### Microarray analysis

Microarray analysis was performed as described previously^73^. Briefly, RNA samples were converted into biotinylated cRNA using Two-Cycle Target Labeling and Control Reagents (Thermo Fisher Scientific). Labeled RNA was processed for microarray hybridization to a GeneChip Mouse Genome 430 2.0 array (Thermo Fisher). An Affymetrix GeneChip Fluidics Station was used to perform streptavidin/phycoerythrin staining. The hybridization signals were scanned using a GeneChip Scanner 3000 (Thermo Fisher) and analysis of array data was performed with Expression console software 1.2 (Thermo Fisher). Normalization was performed with MAS5 algorithm using a set of mouse maintenance genes (Thermo Fisher). These data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE189494.

### Western blot

Frozen heart samples were lysed in lysis buffer containing (in mM) 120 NaCl, 20 Tris-HCl, 1%(v/v) TritonX-100, 0.1% SDS, 0.5% sodium deoxycholate, 10% glycerol, 1 EDTA (pH 7.4) and protease inhibitor cocktail (Nacalai). Cell lysates were sonicated and clarified by centrifugation for 10 min at 10,000 × *g* at 4 °C. Protein concentrations were determined (DC Protein Assay, Biorad) and equal amounts of proteins were suspended in SDS sample buffer containing 0.1 M DTT and incubated for 1 h at room temperature. Protein samples were separated by SDS-PAGE and transferred onto PVDF membranes (Millipore). The membranes were incubated with the indicated primary antibodies overnight at 4 °C, followed by incubation with secondary antibodies. Immunoreactive bands were detected using Western Lightning Plus ECL (PerkinElmer) and images were captured with an ImageQuant LAS 4000 (GE Healthcare Life Science).

### Immunoprecipitation assay

HEK293 cells expressing FLAG-tagged TRPC6 and EGFP-fused β_1_AR (β_1_AR-EGFP) were lysed in lysis buffer containing 1% Triton X-100, 140 mM NaCl, 1 mM EDTA, 20 mM Tris-HCl (pH 7.4) and protease inhibitor cocktail (Nacalai, Japan). Cell lysates were incubated with FLAG M2 agarose (Sigma, USA) for 12 h to immunoprecipitate FLAG-TRPC6. Immune complexes were washed three times with lysis buffer and eluted with 0.1 mg/ml FLAG peptide (Sigma, USA) in lysis buffer. The immunoprecipitated proteins were assayed by western blotting using antibodies (Supplementary Table 9).

### Whole cell patch clamp

TRPC6 channel currents were measured using the whole-cell patch-clamp technique with an EPC-10 patch-clamp amplifier (Heka Elektronik). Patch electrodes with a resistance of 3–4 MΩ (when filled with internal solution) were made from 1.5-mm borosilicate glass capillaries (Sutter Instrument). Voltage ramps (−100 to +100 mV) of 250 ms were recorded every 2 s from a holding potential of −60 mV, and the currents were normalized on the basis of cell capacitance. Cells were allowed to settle in the perfusion chamber in the external solution containing (in mM) 140 NaCl, 5.6 KCl, 0.8 MgCl_2_, 1.8 CaCl_2_, 10 HEPES and 10 glucose (pH 7.4). For the analysis of TRPC6 channel activity in the presence of Zn^2+^, CaCl_2_ was replaced with 10 mM ZnCl_2_. The pipette solution contained (in mM) 120 CsOH, 120 aspartate, 20 CsCl, 2 MgCl_2_, 5 EGTA, 1.5 CaCl_2_, 10 HEPES and 10 glucose (pH 7.2, adjusted with Tris base). Cells were superfused with standard external solution in the presence or absence of carbachol focally using a Y-tube perfusion system.

### Selection of specific cell/animal models

Considering the statistical power for multiple comparisons of in vivo experiments, we used mice that can breed in large numbers at the same time and that are easy to genetically modify. To exclude the possibility of artifacts from strain differences, the pharmacological effect of PPZ2 was evaluated using C57BL6J background mice (for MI) in addition to 129/Sv mice. Acutely isolated mouse cardiomyocytes are difficult to maintain in long-term culture, and therefore culture experiments were mainly performed using high-isolation-yield rat cardiomyocytes. HEK293 and RAOSMC cells are easy-to-use cell lines for transient expression of multiple proteins simultaneously and stable expression of TRPC6, respectively. The TRPC6-mediated Zn^2+^ influx activity was measured using subculture-able cells isolated from TRPC6^(−/−)^ mice, such as splenocytes and vascular smooth muscle cells, to confirm the universality of the Zn^2+^ pool controlled by TRPC6.

### Statistical analysis

G*Power3.1.9.2 software was used to calculate the sample size for each group (RRID:SCR_013726). All results are presented as the mean ± SEM from at least three independent experiments. Statistical comparisons were carried out by unpaired t tests for two-group comparisons, one-way analysis of variance (ANOVA) followed by Tukey’s *post hoc* test or two-way ANOVA followed by Sidak’s comparison test for multiple groups. *P* < 0.05 was considered statistically significant. Statistical analysis was performed using GraphPad Prism 9.0 (GraphPad Software, LaJolla, CA).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary Information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data supporting the findings from this study are available within the article and its Supplementary information. The analyzed microarray data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO accession number GSE189494. Any remaining raw data will be available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Myocardial TRPC6-mediated Zn2+ influx induces beneficial positive inotropy through β-adrenoceptors
**Source:** Nat Commun. 2022 Oct 26;13:6374. doi: 10.1038/s41467-022-34194-9
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for**

**Myocardial TRPC6-mediated Zn2+ influx induces beneficial positive inotropy through -adrenoceptors**

**Supplementary Figures**

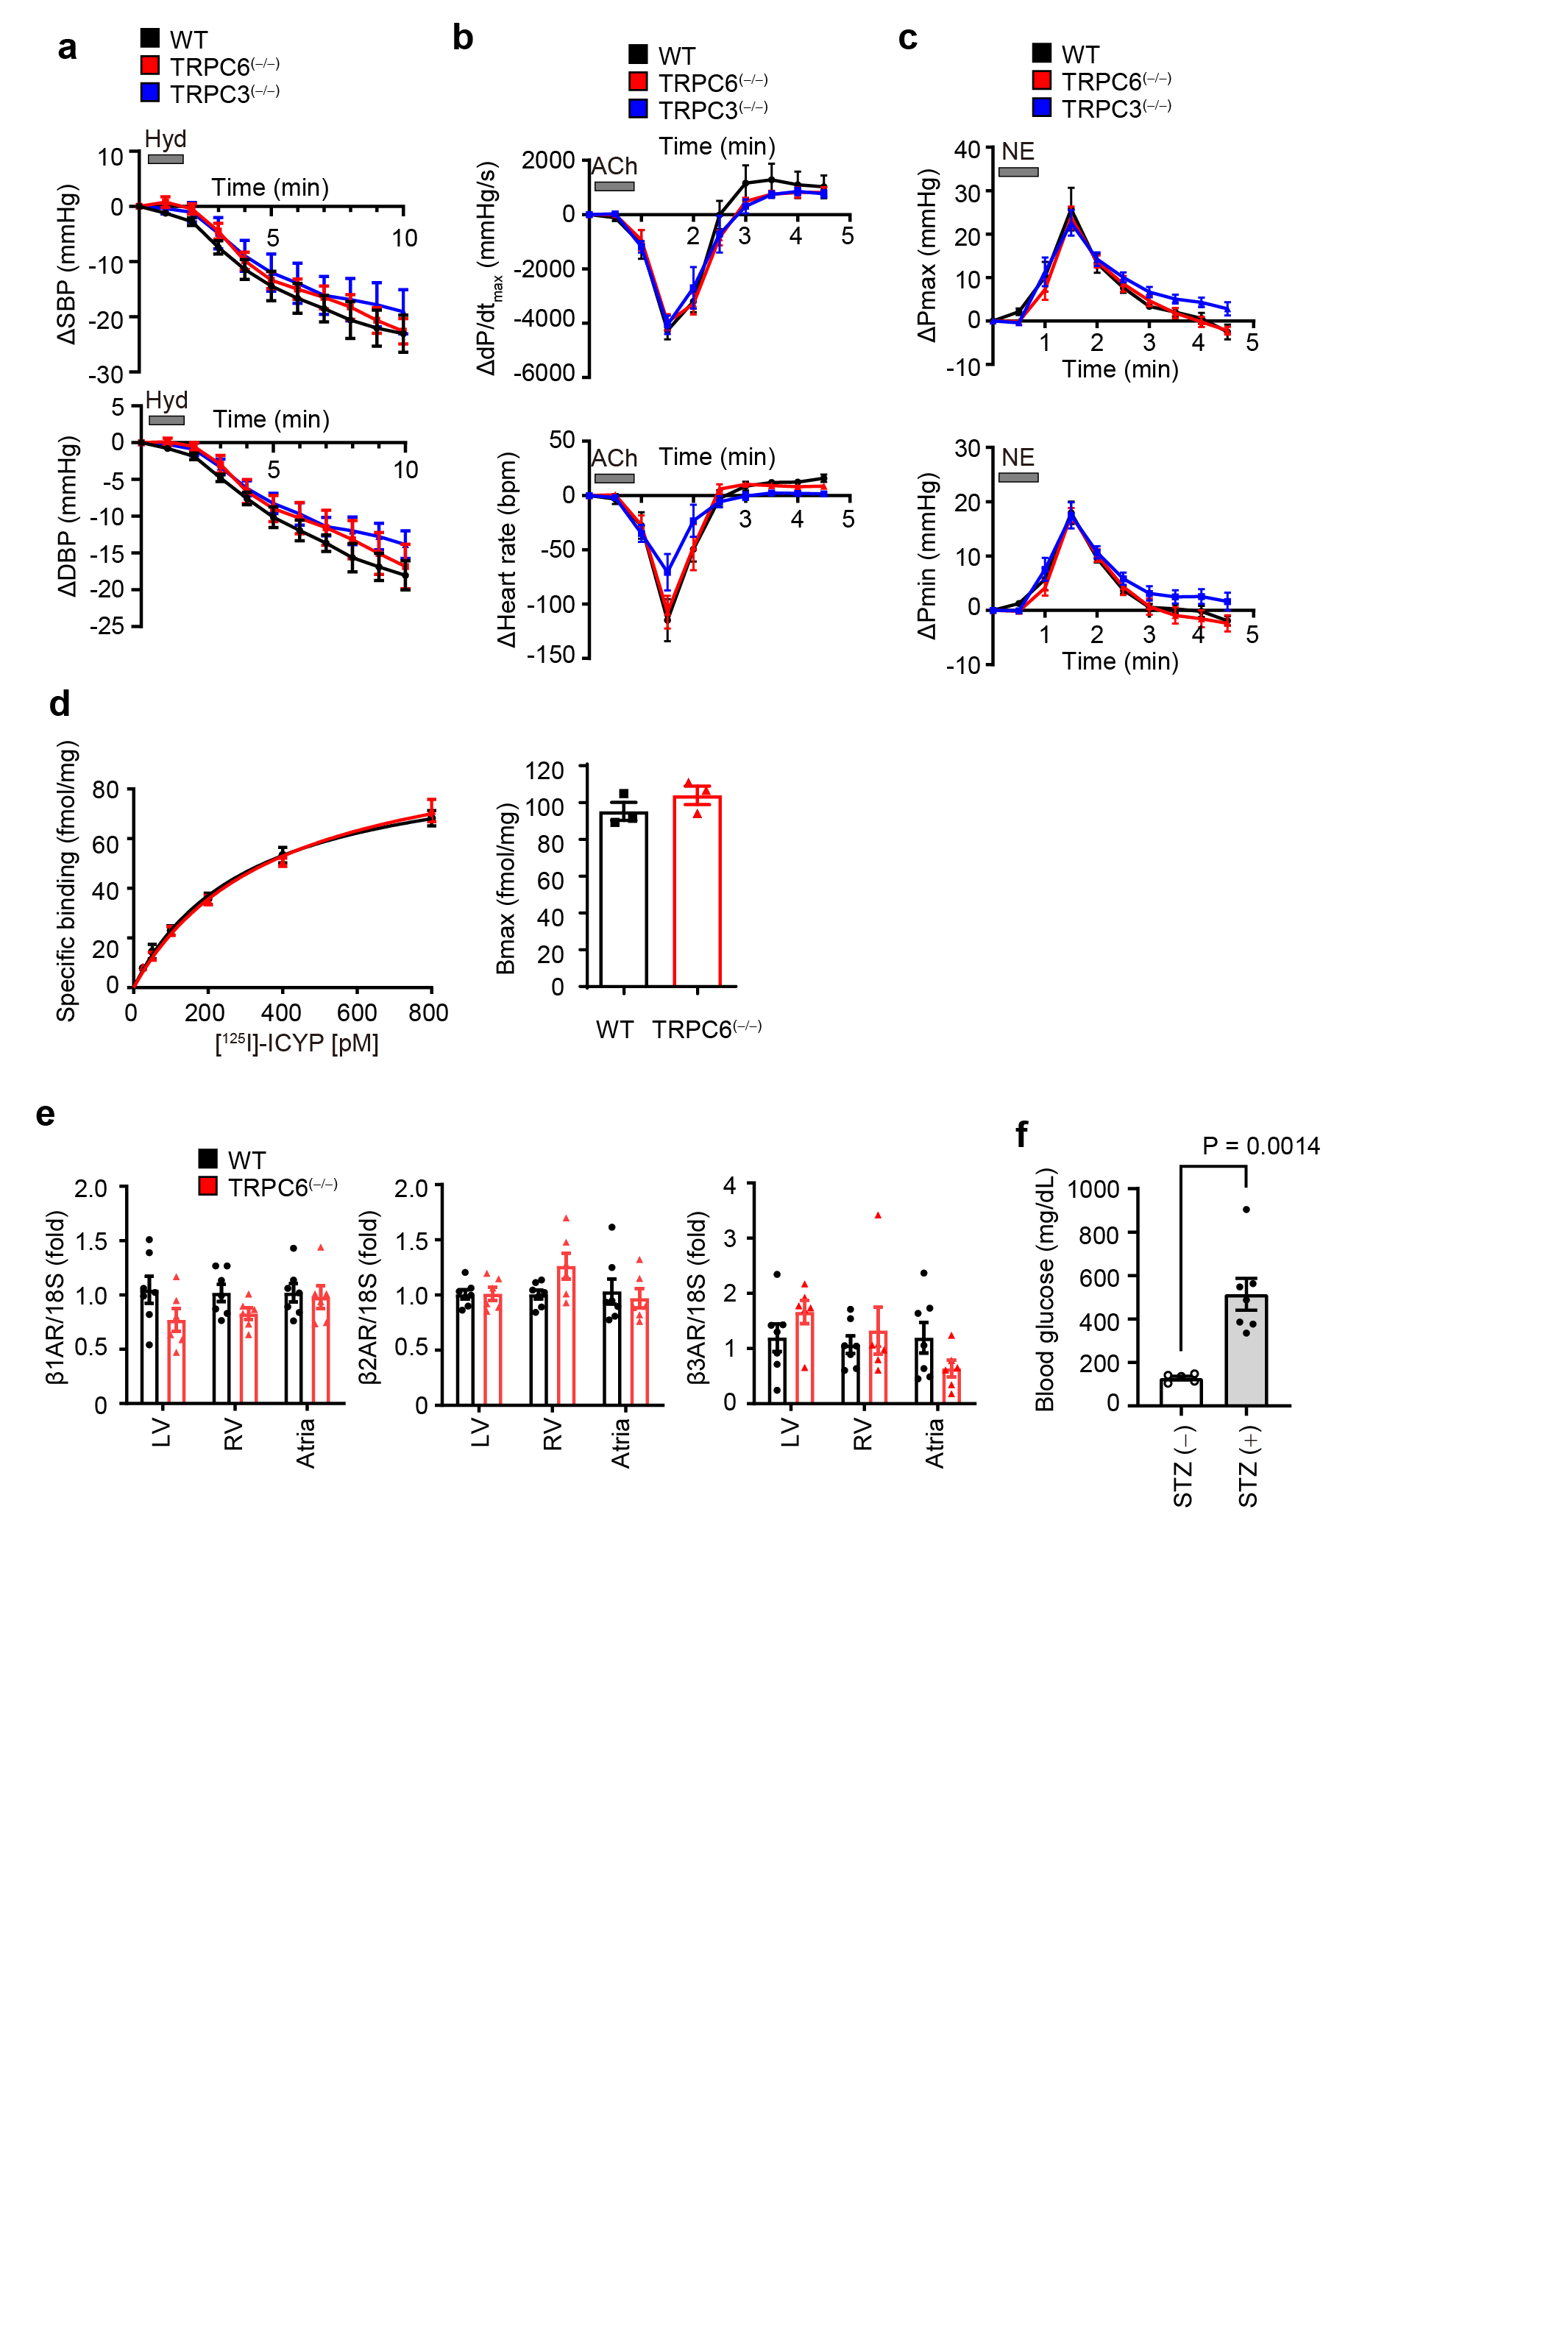

**Supplementary Figure 1.** **Expression of βAR is not altered in TRPC6-deficient mouse hearts.**

(**a**) Time courses of decreases in systolic aortic pressure (ΔPmax; left) and diastolic aortic pressure (ΔPmin; right) induced by hydralazine in mice (129/sv). WT, n=5; TRPC6(-/-), n=5; TRPC3(-/-), n=5. (**b**) Time courses of ΔdP/dt max (top) and Δheart rate (bottom) following *i.v.* administration of acetylcholine (ACh; 0.5 mg/kg, 1.8 mL/h) in mice (WT, n=6; TRPC6(-/-), n=6; TRPC3(-/-), n=5). (**c**) Time courses of increases in systolic aortic pressure (ΔPmax; top) and diastolic aortic pressure (ΔPmin; bottom) following *i.v.* administration of norepinephrine (NE; 0.05 mg/kg, 1.8 mL/h) in mice (129/sv). WT, n=6; TRPC6(-/-), n=6; TRPC3(-/-), n=6. (**d**) Expression levels and binding affinities of βARs in WT and TRPC6(-/-) hearts. WT, n=3; TRPC6(-/-), n=3. (**e**) mRNA expression levels of βAR subtypes in LV, RV and atria. mRNA levels were measured by RT-PCR. WT, n=7; TRPC6(-/-), n=6. (**f**) Blood glucose levels at 4 weeks after streptozotocin (STZ) administration. Mice (129/Sv) were injected with STZ (50 mg/kg) intraperitoneally for 5 successive days. STZ(-), n=5; STZ(+), n=7. Data are shown as mean±SEM. **P<0.01 by the unpaired t-test (two-sided).

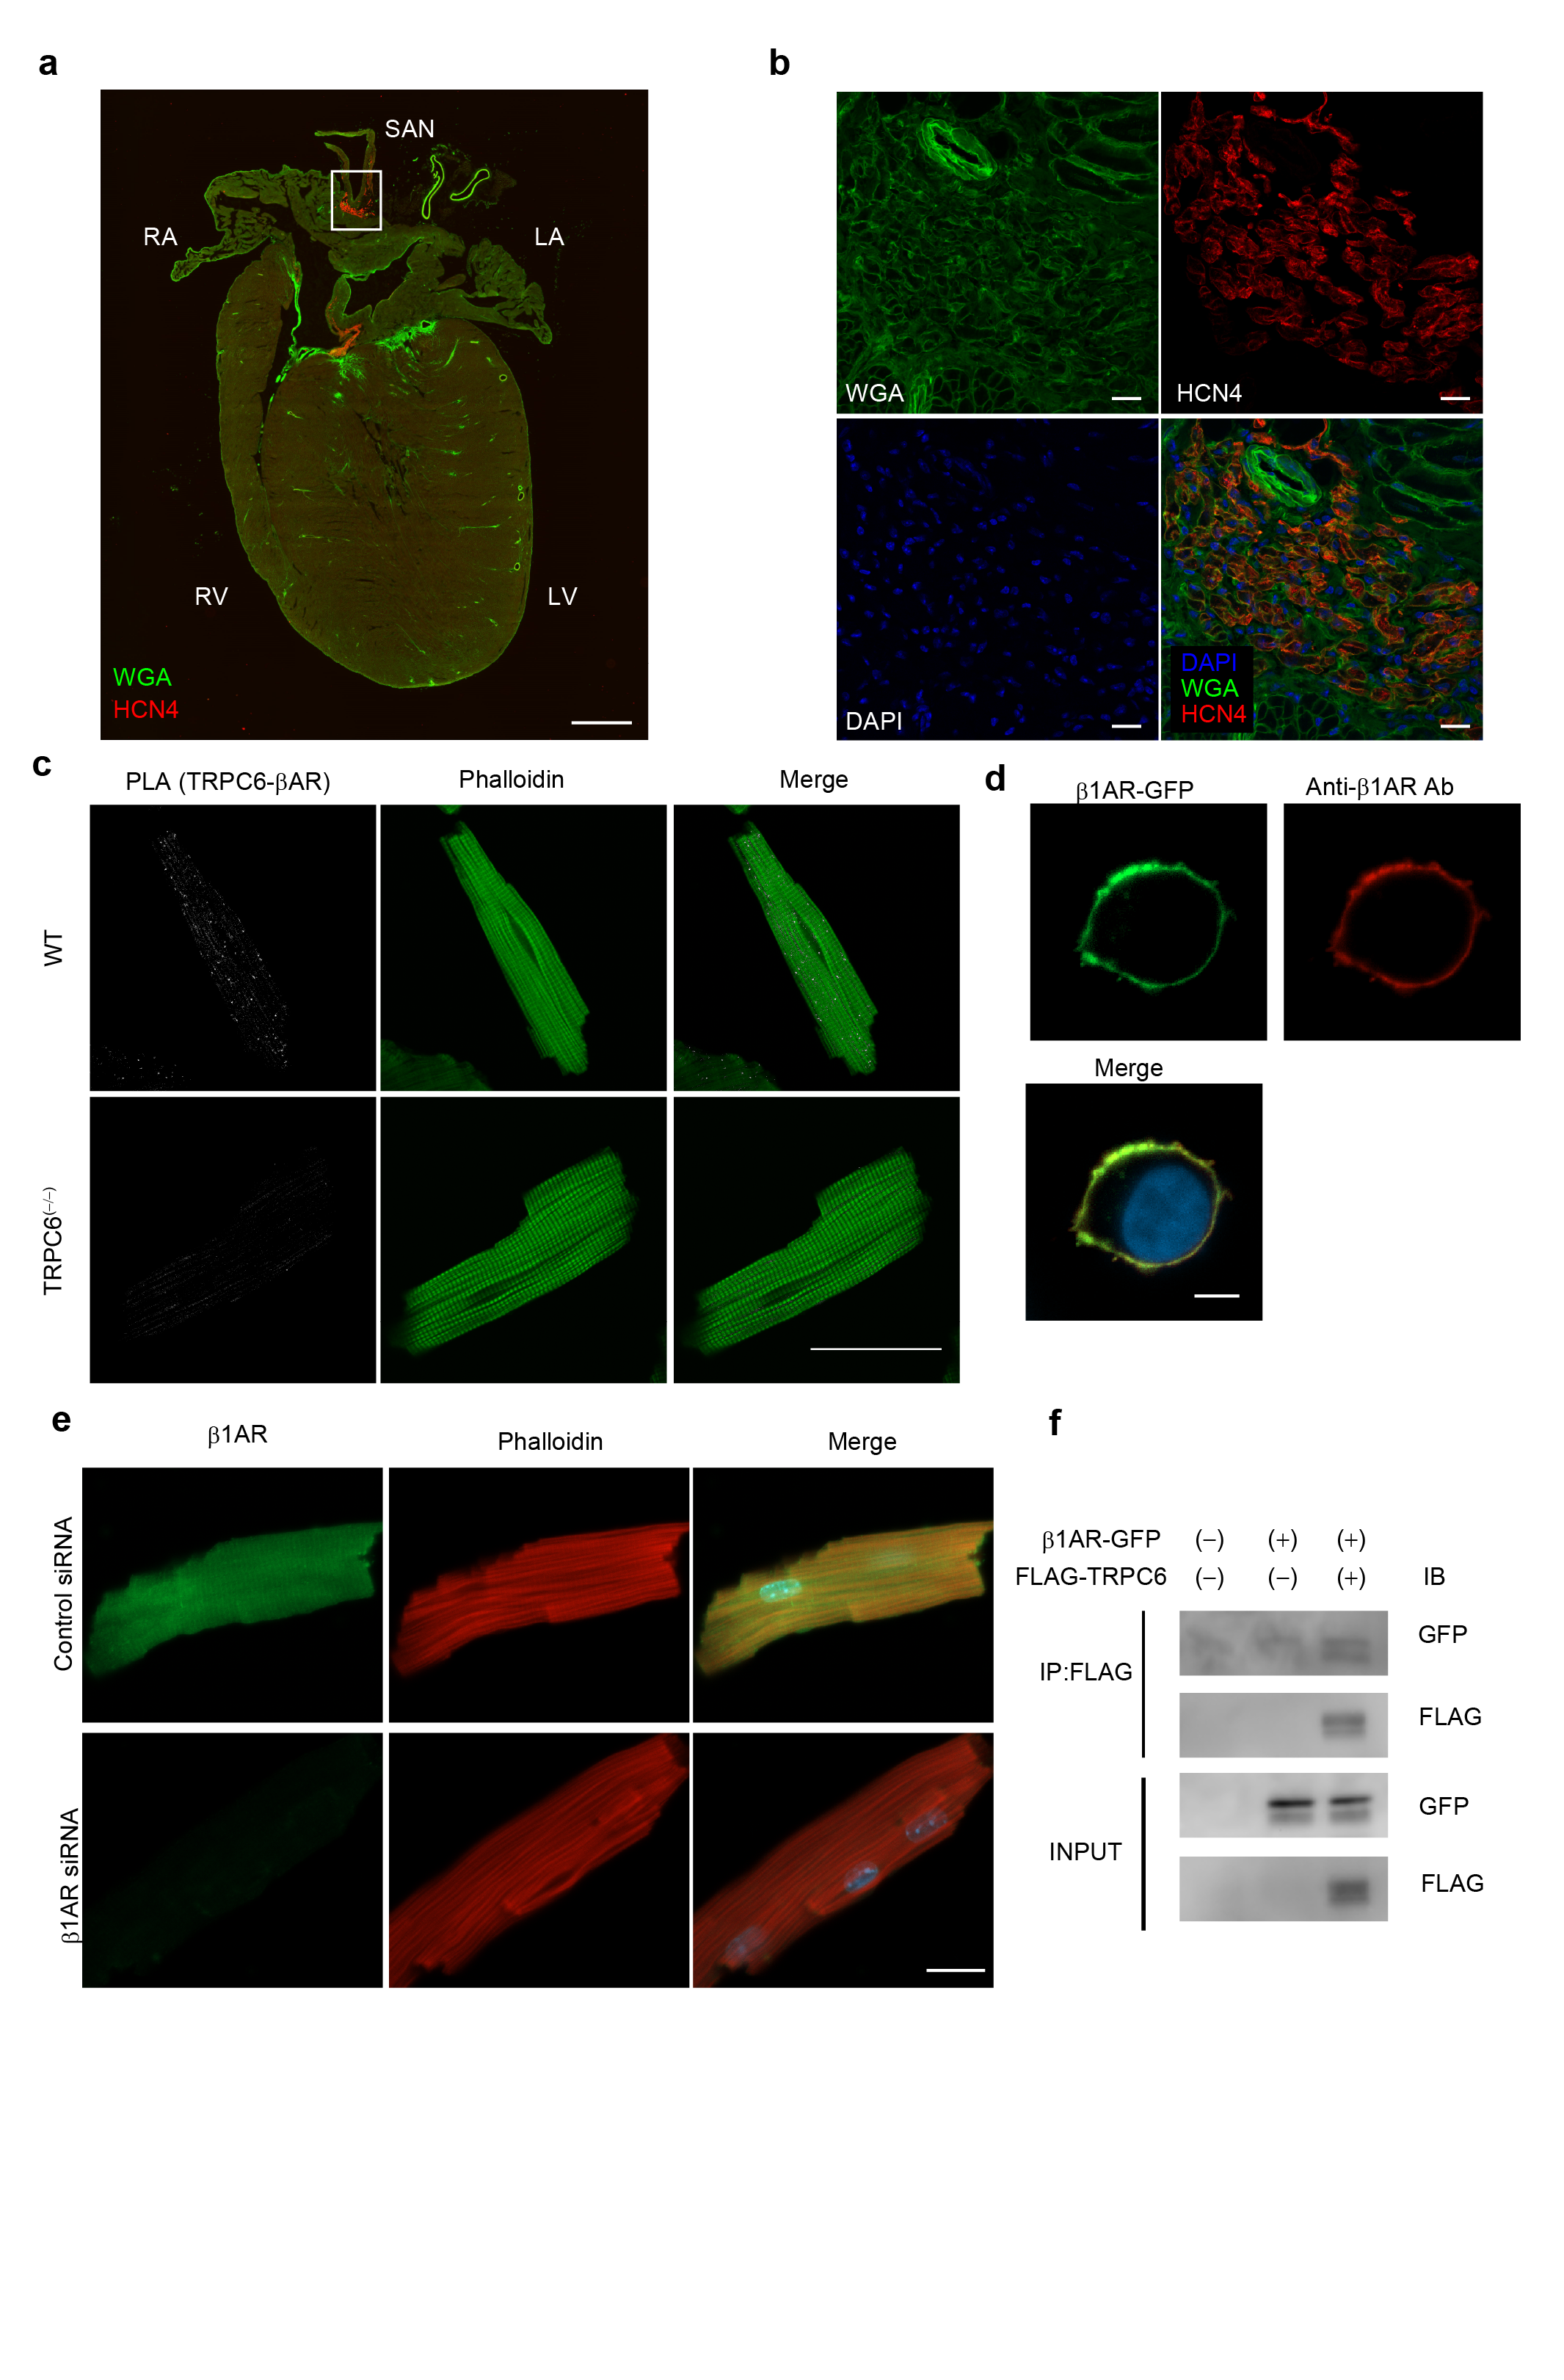

**Supplementary Figure 2. TRPC6 co-localizes and physically interacts with 1AR.**

(**a**) Fluorescence image of a whole heart section stained with Alexa Fluor 488–conjugated wheat germ agglutinin (WGA; green) and hyperpolarization-activated cyclic nucleotide-gated channel 4 (HCN4; red). Boxed area is magnified in (**b**). Scale bar, 1 mm. SAN, sinoatrial node; RA, right atrium; RV, right ventricle; LA, left atrium; LV, left ventricle. (**b**) Magnified images of the SAN region in (**a**). Green, WGA; red, HCN4; blue, DAPI. Scale bars, 20 m. (**c**) Representative PLA images of TRPC6 and β1AR in adult cardiomyocytes isolated from WT or TRPC6(-/-) mice (129/sv). PLA signals are visualized by white spots. Cells were counterstained with phalloidin (green). Scale bar, 20 m. (**d**) Fluorescence and immunostaining images of HEK293 cells expressing β1AR-GFP. Scale bars, 20 m (**e**) Fluorescence image of 1AR-silenced cardiomyocytes stained with β1AR (green) and phalloidin (red). Scale bar, 20 m. (**f**) Immunoprecipitation assay using HEK293 cells expressing FLAG-TRPC6 and 1AR-EGFP. Images are representative of three independent experiments (a-f).

.

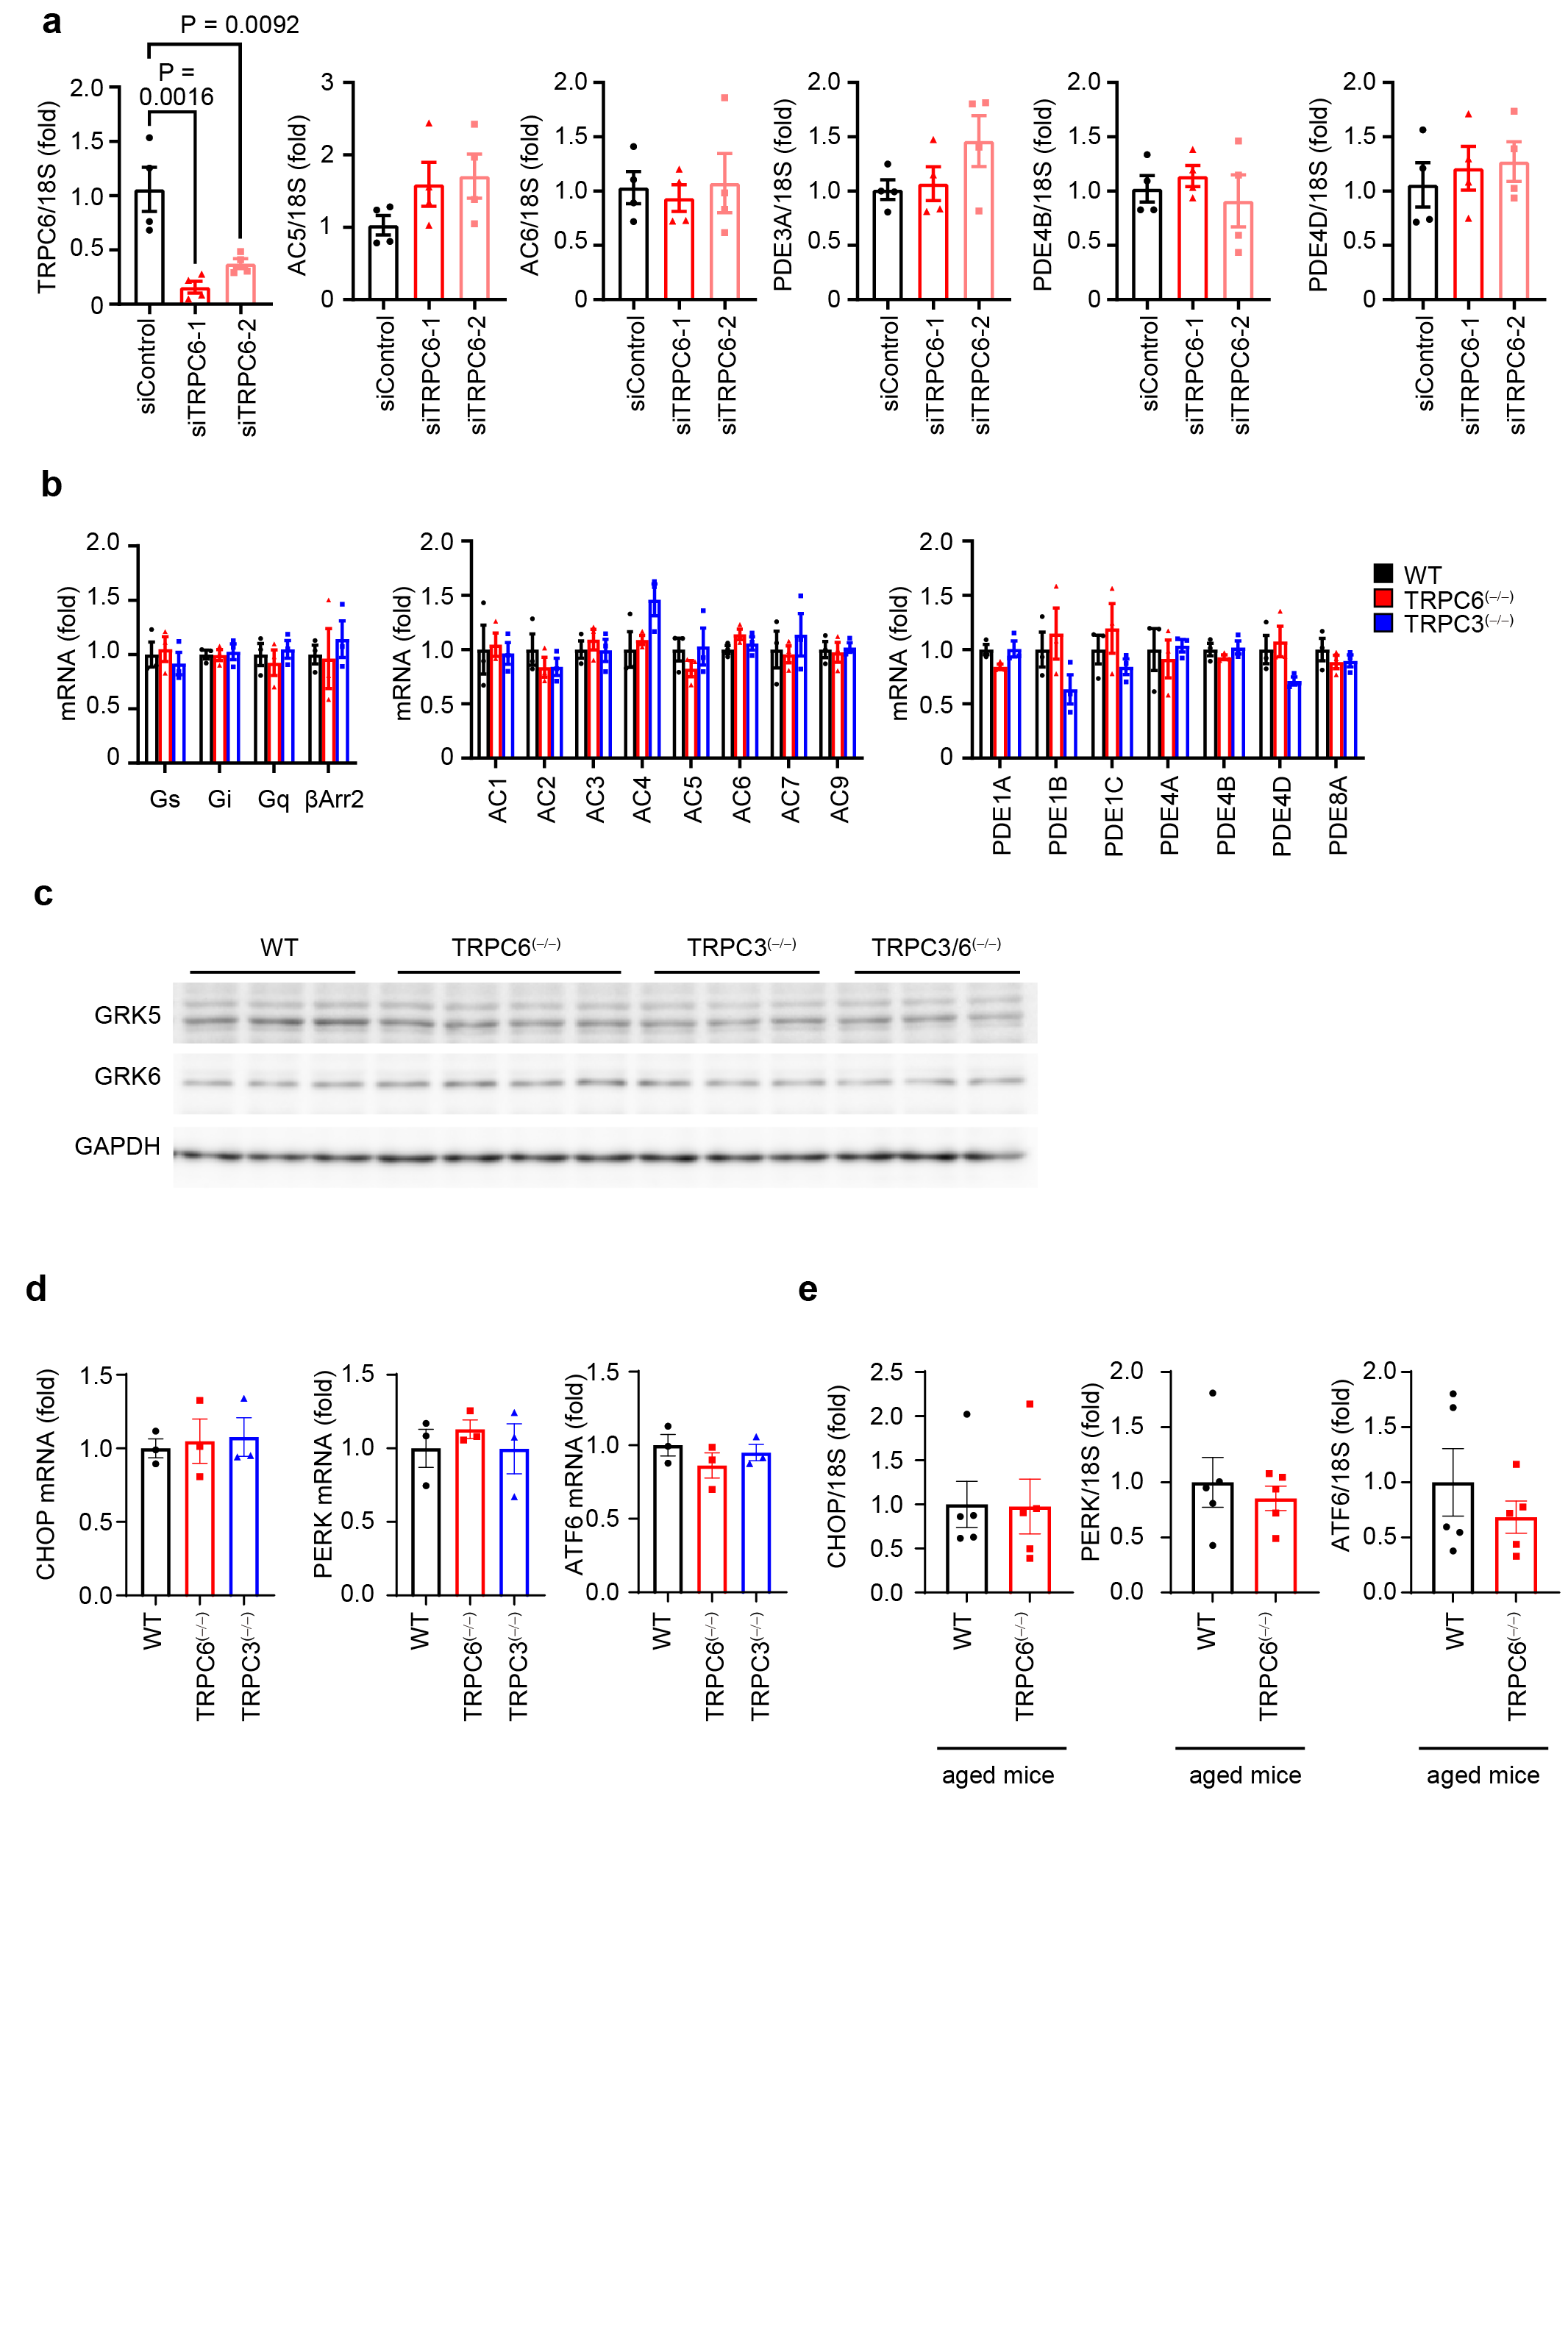

**Supplementary Figure 3. TRPC6 deletion does not affect the expression levels of cAMP-related factors and endoplasmic reticulum stress markers in mouse hearts and neonatal rat cardiomyocytes (NRCMs).**

(**a**) mRNA expression levels of TRPC6, adenylate cyclase (AC) and phosphodiesterase (PDE) isoforms in siRNA-treated NRCMs. n=4 each group. (**b**) mRNA expression levels of heterotrimeric G proteins, β-arrestin 2 (βArr2) and AC and PDE isoforms in adult mouse (129/sv) hearts. n=3 each group. (**c**) Protein expression levels of G protein–coupled receptor kinase (GRK) subtypes in mouse (129/sv) hearts. WT, n=3; TRPC6(-/-), n=4; TRPC3(-/-), n=3; TRPC3/6(-/-), n=3. (**d**) mRNA expression levels of CCAAT-enhancer-binding protein homologous protein (CHOP), protein kinase R-like ER kinase (PERK) and activating transcription factor 6 (ATF6) in adult mouse (129/sv) hearts analyzed by microarray. n=3 each. (**e**) mRNA expression levels of CHOP, PERK and ATF6 in hearts from old mice (129/sv) (90-weeks old). n=5 each. Data are shown as mean±SEM. **P<0.01 using one-way ANOVA followed by Tukey’s post-hoc test.

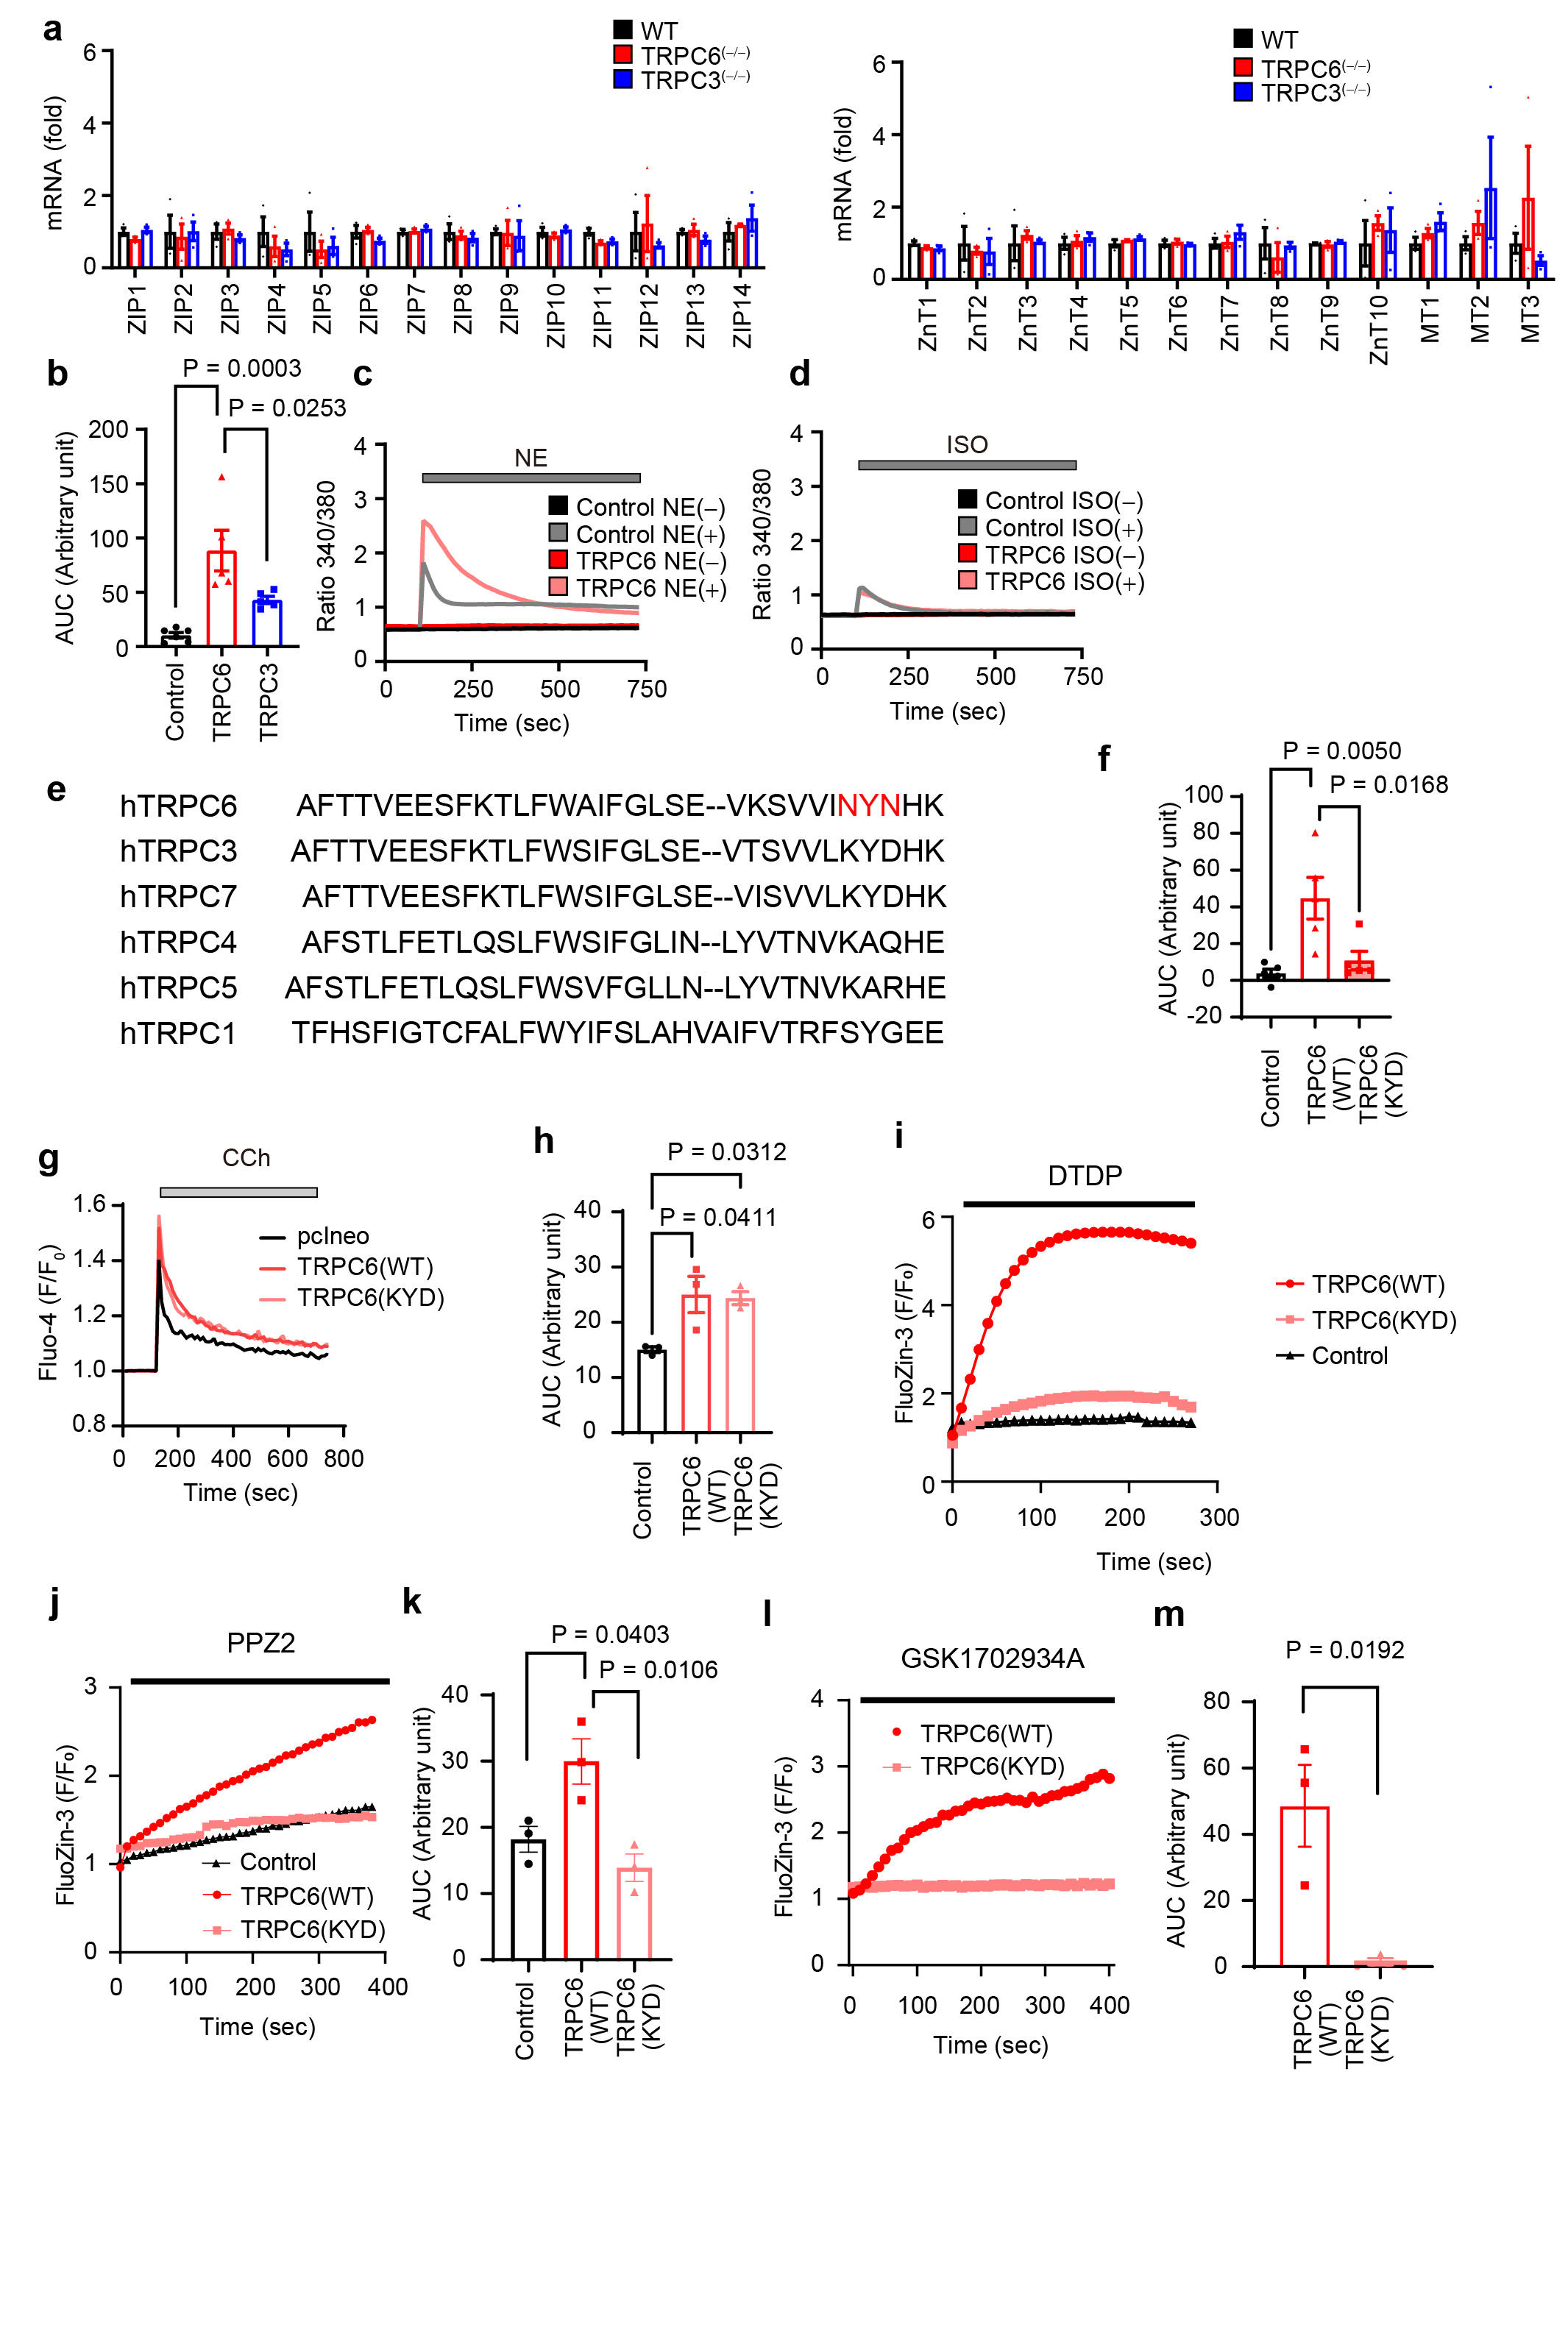

**Supplementary Figure 4. Requirement of two TRPC6-specific amino acids in Zn2+-selective permeability of TRPC6**

(**a**) mRNA expression levels of zinc transporters (ZIPs and ZnTs) and metallothioneins (MTs) in mouse (129/sv) hearts analyzed by microarray. n=3 each group. (**b**) Changes in intracellular Zn2+ concentrations in response to NE stimulation in TRPC-expressing HEK293 cells. ZnCl2 (50 M) was applied to cells for 3 min before NE stimulation (10 M). Cumulative increases in FluoZin-3 fluorescence are shown as AUC. n=5 each. (**c**) Average traces of the intracellular Ca2+ concentration in HEK293 cells expressing α1AAR and TRPC6. Cells were stimulated with NE (10 M). n=3 each. (**d**) Average traces of the intracellular Ca2+ concentration in HEK293 cells expressing β1AR and TRPC6. Cells were stimulated with ISO (10 M). n=4 each. (**e**) Sequence alignment of human TRPCs. Red shows TRPC6-specific sequence. (**f**) Changes in intracellular Zn2+ concentrations in response to NE stimulation in TRPC6 (WT or KYD)-expressing HEK293 cells. ZnCl2 (50 M) was applied to cells for 3 min before NE stimulation (10 M). Cumulative increases in FluoZin-3 fluorescence are shown as AUC. n=5 each. (**g**, **h**) Time courses of changes in intracellular Ca2+ concentrations in response to carbachol (CCh, 100 M) stimulation in TRPC6 (WT or KYD)-expressing HEK293 cells (**g**). Cumulative increases in Fluo4 fluorescence are shown as AUC (**h**). n=3 each. (**i**) Increase of FluoZin-3 fluorescence (F/F0) in response to the application of DTDP in TRPC6 (WT or KYD)-expressing rat aortic smooth muscle cells (RAOSMCs). The horizontal bar indicates when DTDP was added. (**j**) Increase of FluoZin-3 fluorescence (F/F0) in response to the application of PPZ2 in TRPC6 (WT or KYD)-expressing RAOSMCs. (**k**) Cumulative increases are shown as AUC. n=3 each. (**l**) Increase of FluoZin-3 fluorescence (F/F0) induced by GSK1702934A in TRPC6 (WT or KYD)-expressing RAOSMCs. (**m**) Cumulative increases are shown as AUC. n=3 each. Data are shown as mean±SEM. *P<0.05; **P<0.01 using one-way ANOVA followed by Tukey’s post-hoc test (**b, h, k**) or the unpaired t-test (**m**, two-sided).

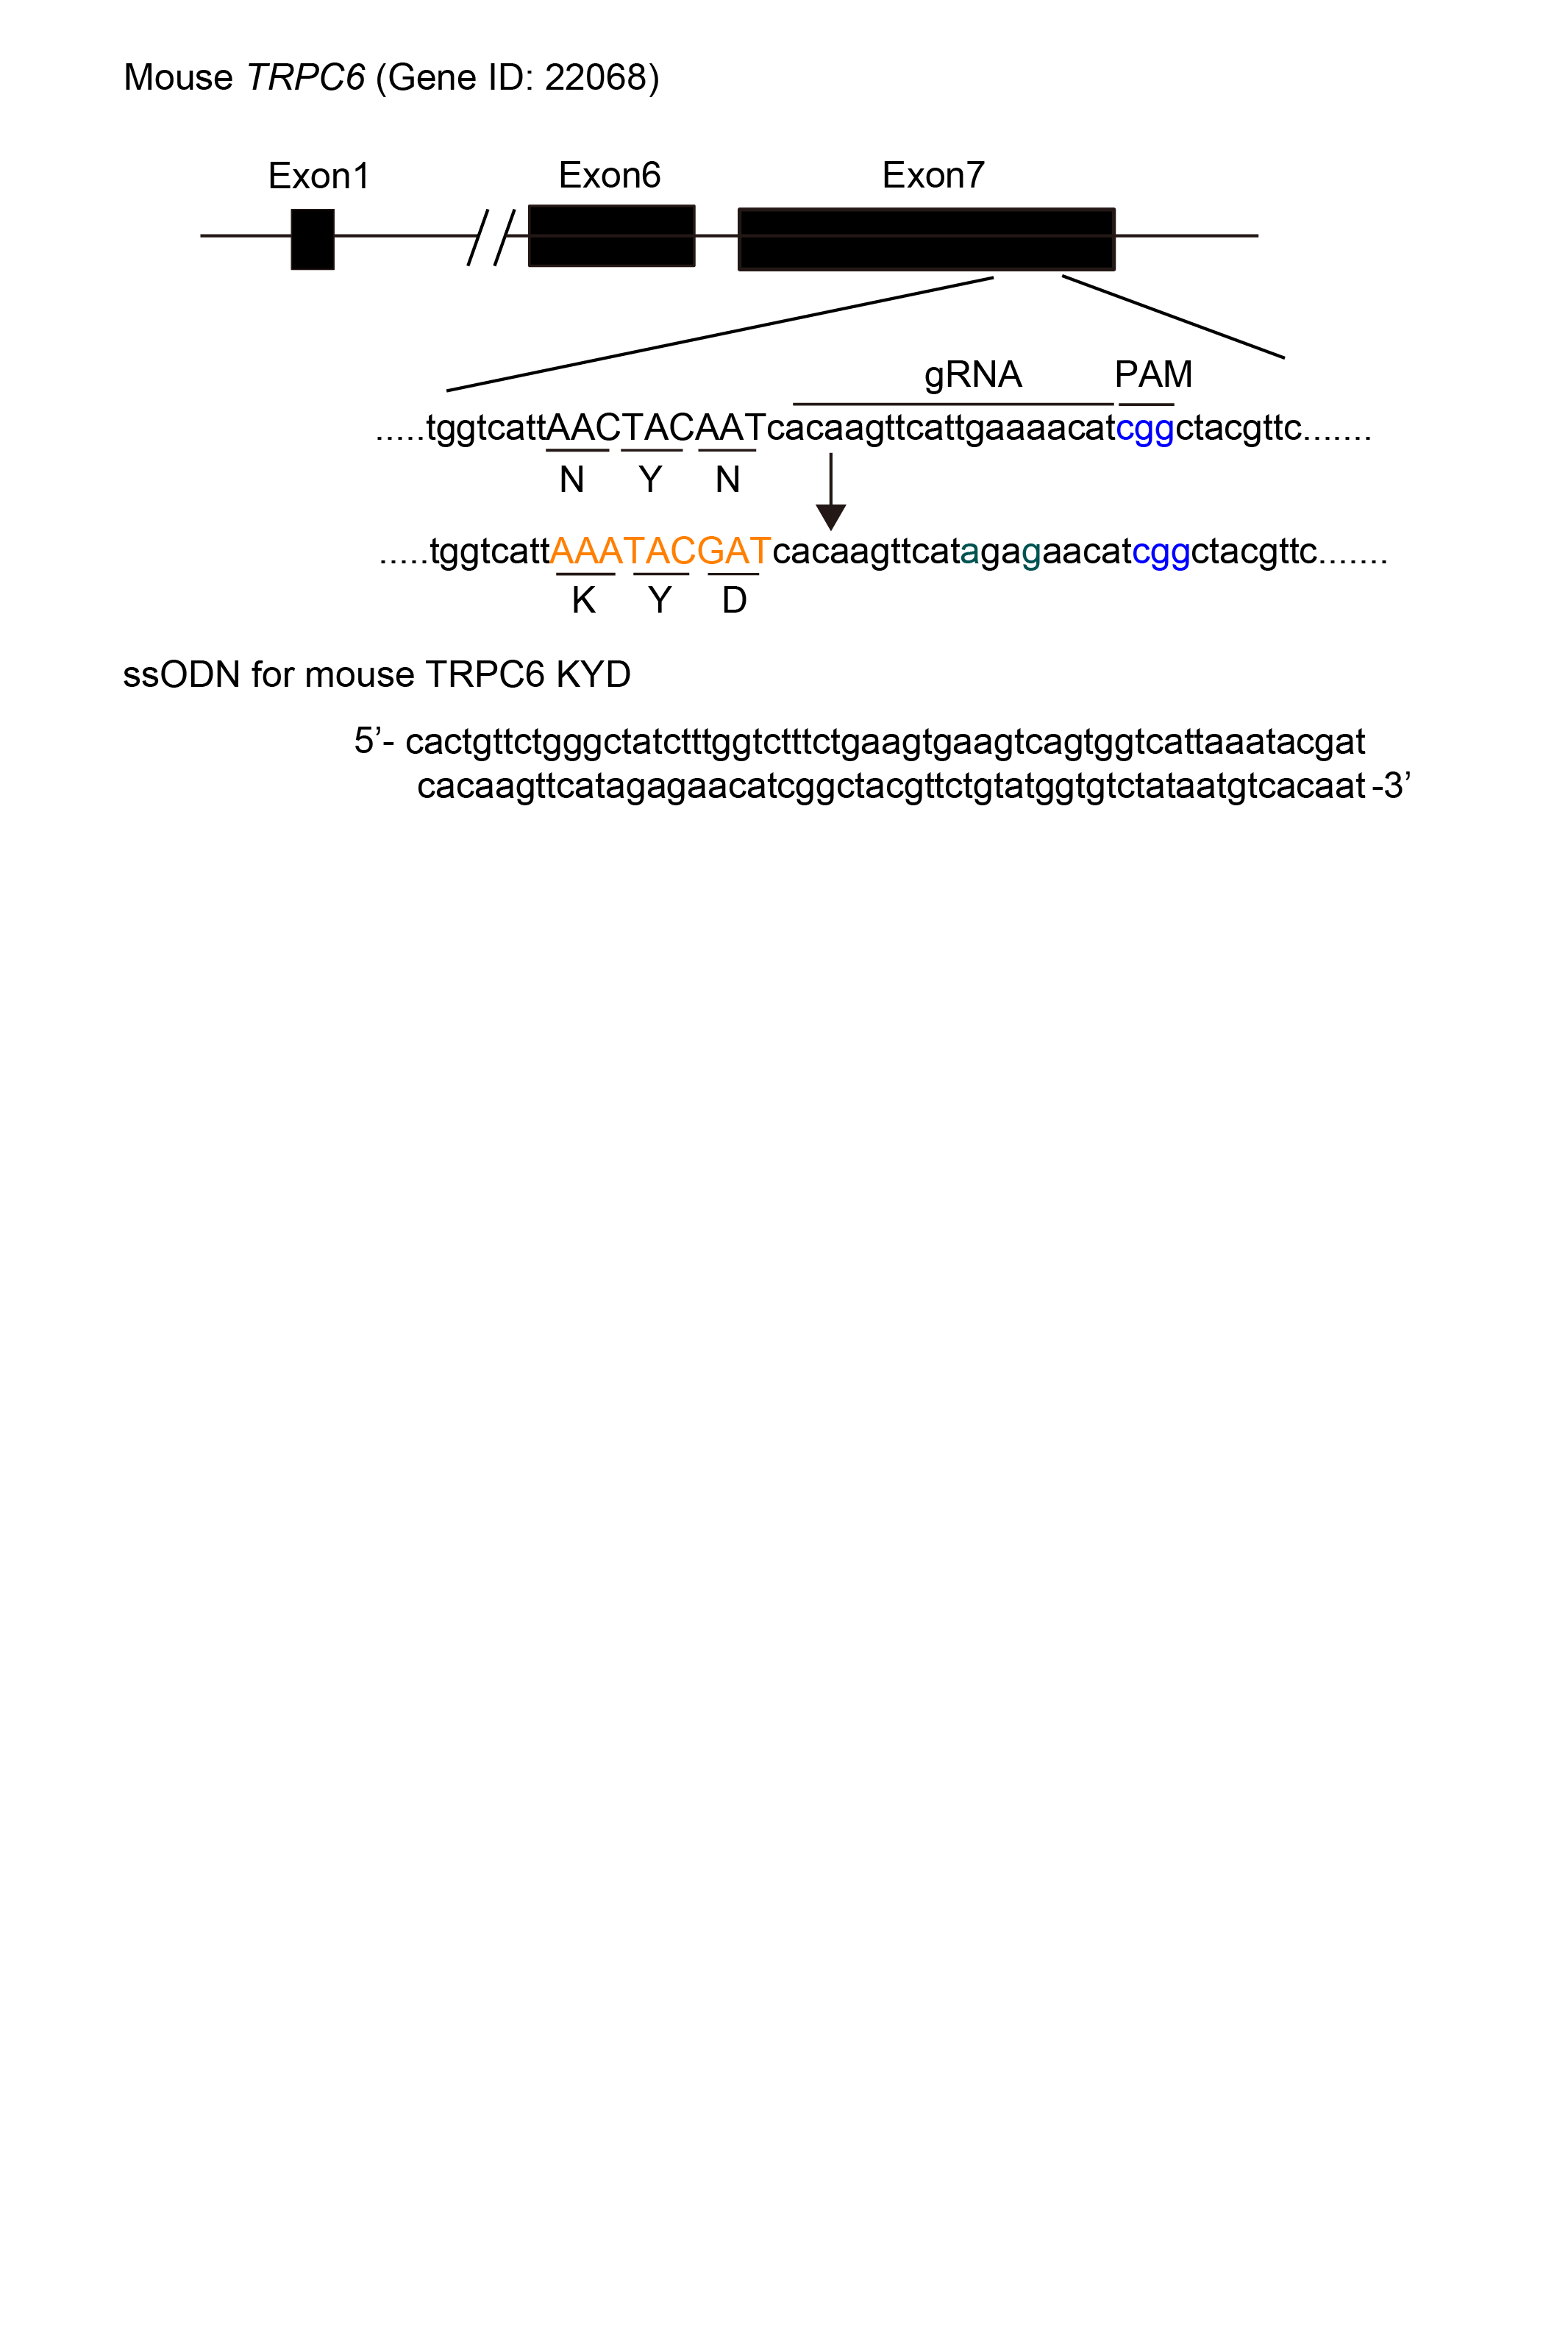

**Supplementary Figure 5. Strategy of generating TRPC6 KYD mutant mice.**

TRPC6 KYD knock-in mice (C57BL/6J) were generated by mutating the asparagine residue at position 615 to lysine (AAC to AAA) and the asparagine at position 617 to aspartic acid (AAT to GAT) using the CRISPR/Cas9 system. The single-guide RNA and template DNA were injected into oviduct. The sequence of sgRNA was 5′- cacaagttcattgaaaacat -3′ and template DNA was 5′- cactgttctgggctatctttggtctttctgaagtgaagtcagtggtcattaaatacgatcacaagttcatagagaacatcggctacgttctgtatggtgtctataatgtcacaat -3′. The single-guide RNA, template DNA and Cas9 protein were co-injected into fertilized oocytes, collected from superovulated C57BL/6J female mice mated with male mice. The next day, live zygotes were transferred into the oviduct of pseudopregnant recipient mice. To determine the genotype of pups, genomic DNA was analyzed by PCR using the following primers: F1, 5ʹ‐TTCAGGCAATTTTGATTTCTCA‐3ʹ; R1, 5ʹ‐AAGTCTTCAGCATTCCTTGACC‐3ʹ.

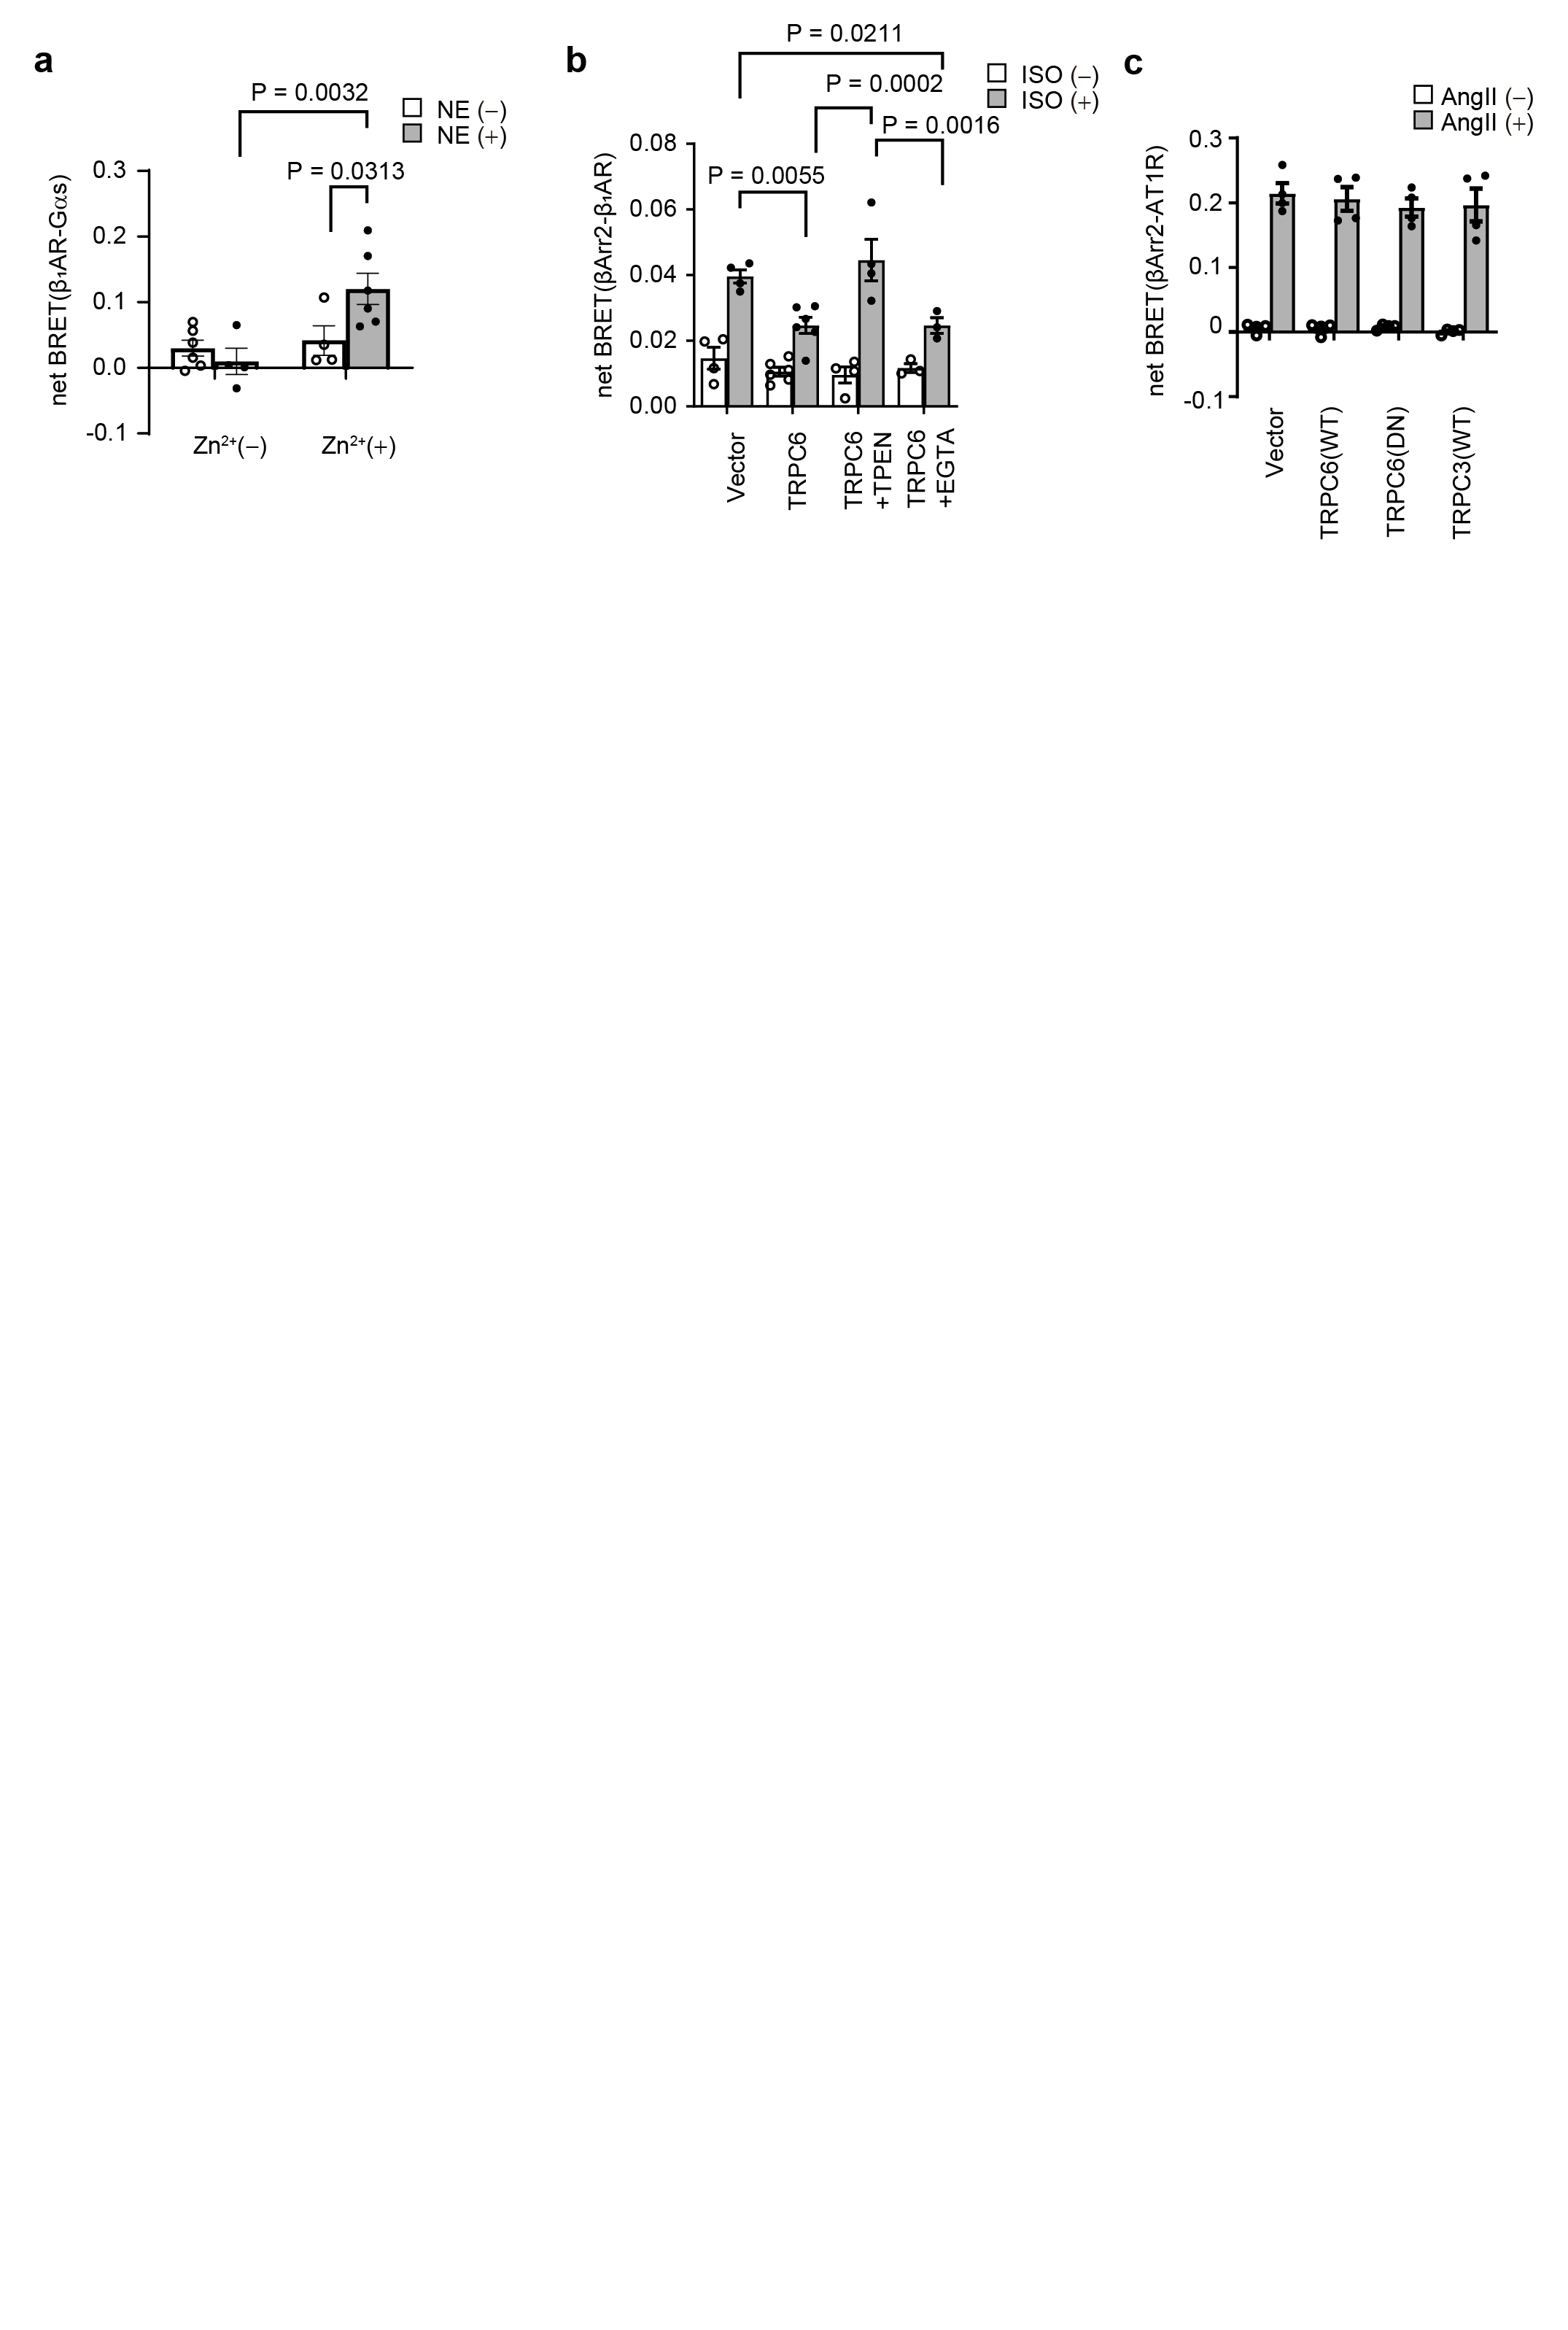

**Supplementary Figure 6. TRPC6 negatively regulates -arrestin-dependent AR internalization upon ISO stimulation.**

(**a**) BRET changes reflecting the association of Gs with partially activated AR in HEK293 cells expressing TRPC6, AR-Rluc and Gs-YFP, with or without extracellular ZnCl2 (5 M). Cells were stimulated with NE (1 M). Zn2+(-) + NE (-), n=6, Zn2+(+) + NE (-), n=4, Zn2+(-) + NE (+), n=4, Zn2+(+) + NE (+), n=6. (**b**) BRET changes reflecting βArr2 recruitment to maximally activated AR in HEK293 cells expressing TRPC6, β1AR-Rluc and βArr2-YFP. Cells were pretreated with TPEN or EGTA 30 min before addition of ISO (10 M). Vector (pCI-neo), n=3, TRPC6, n=6, TRPC6+TPEN, n=4, TRPC6+EGTA, n=3. (**c**) BRET changes reflecting βArr2 recruitment to activated AT1R in HEK293 cells expressing TRPC6 (WT or DN) or TRPC3 with AT1R-Rluc and βArr2-YFP. Cells were stimulated with Ang II (100 nM). n=4 each group. Data are shown as the mean±SEM. *P<0.05; **P<0.01 using two-way ANOVA followed by Sidak’s comparison test.

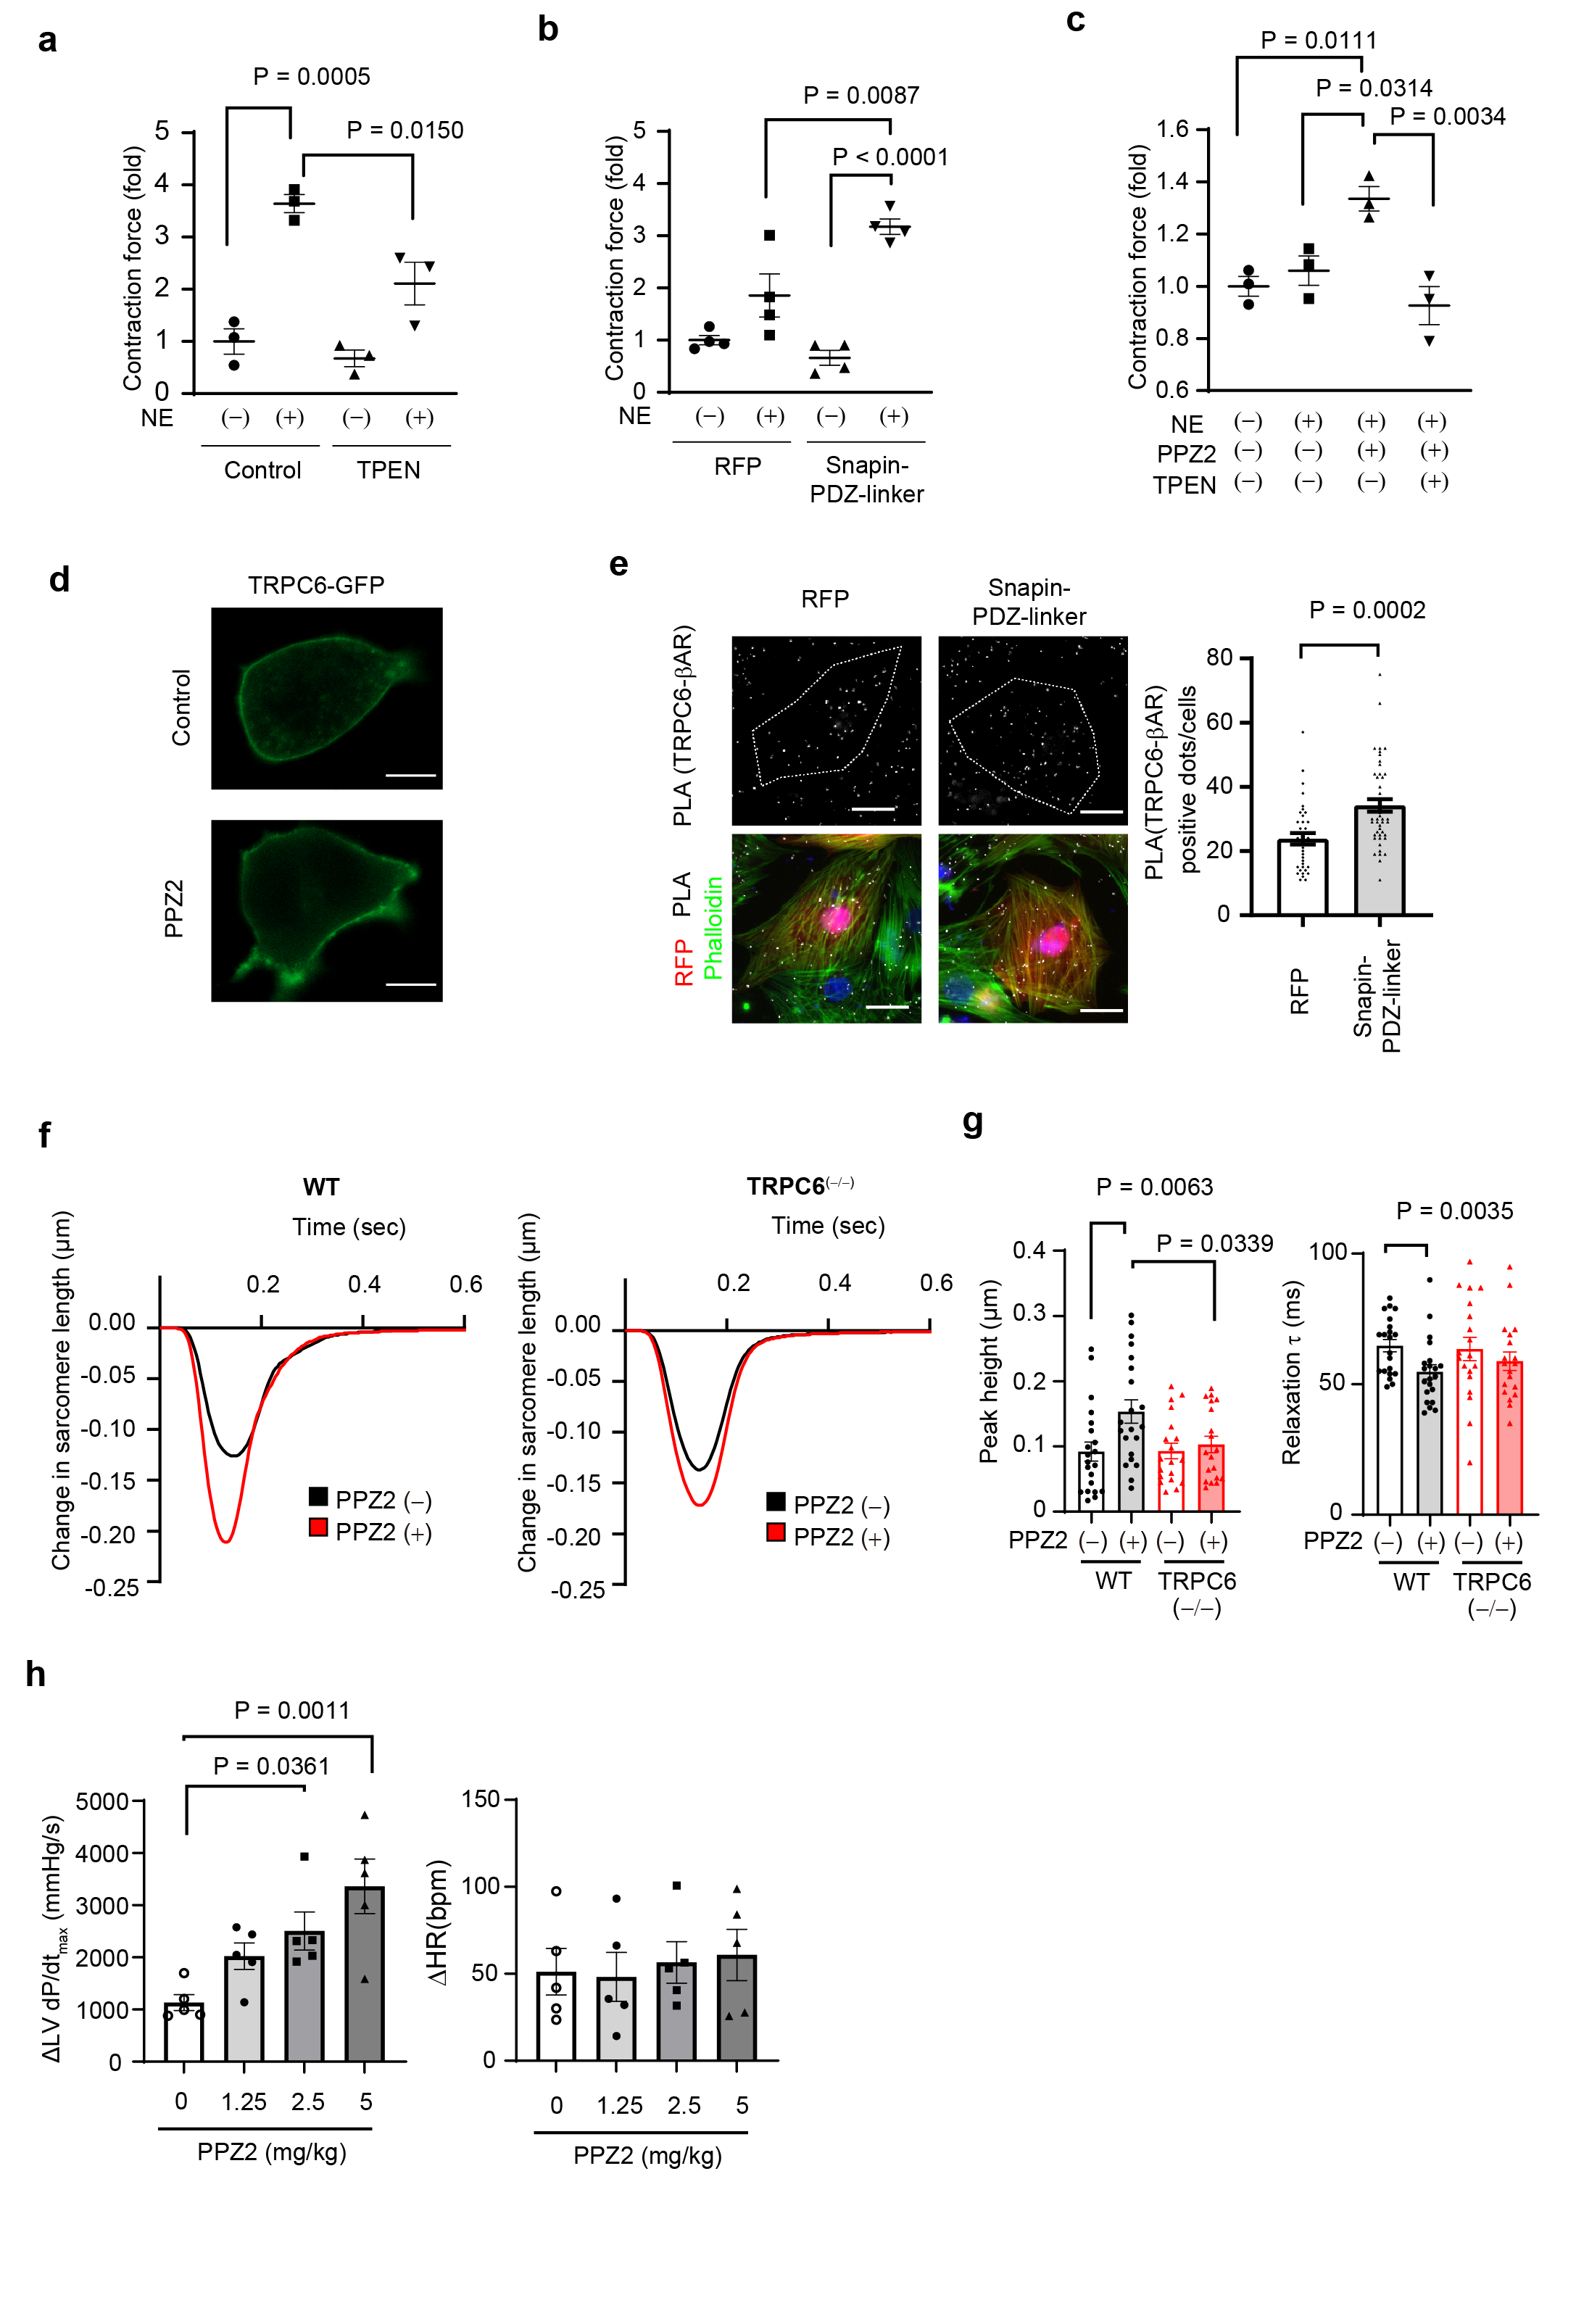

**Supplementary Figure 7. TRPC6 activator PPZ2 enhances AR-dependent cardiomyocyte positive inotropy.**

(**a**) NE-stimulated enhancement of contractility in NRCMs pretreated with or without TPEN (25 M) for 60 min before NE (1 M) treatment. n=3 each group. (**b**) NE-stimulated enhancement of contractility in NRCMs expressing RFP or RFP-tagged Snapin-PDZ-linker. n=4 each. (**c**) Low-dose NE-induced contraction of NRCMs pretreated with PPZ2 (30 M) for 30 min or TPEN (25 M) for 60 min before stimulation with NE (0.1 M). n=3 each. (**d**) TRPC6 localization in TRPC6-GFP-expressing HEK293 cells with or without PPZ2 (30 M). Scale bar, 10 m. Images are representative of three independent experiments. (**e**) Representative images of PLA of TRPC6 and β1AR in NRCMs expressing RFP or RFP-tagged Snapin-PDZ-linker. Scale bar, 20 m. RFP, n=36 cells; Snapin-PDZ-linker, n=46 cells. (**f, g**) Electrical stimulation–induced contraction of adult cardiomyocytes. Representative traces of sarcomere length (**f**) and summarized results of peak heights and relaxation  (**g**). WT, n=21 cells; TRPC6(-/-), n=19 cells. (**h**) PPZ2-induced enhancement of LV ΔdP/dt max and Δheart rate following administration of hydralazine (Hyd; 0.5 mg/kg, 1.2 mL/h, *i.v.*) to mice (129/sv). n=5 each group. Data are shown as the mean±SEM. *P<0.05; **P<0.01 using the unpaired t-test (**e**, two-sided), one-way ANOVA followed by Tukey’s post-hoc test (**a, b, c**) or Dunnett's post hoc test (**h**) or two-way ANOVA followed by Sidak’s comparison test (**g**).

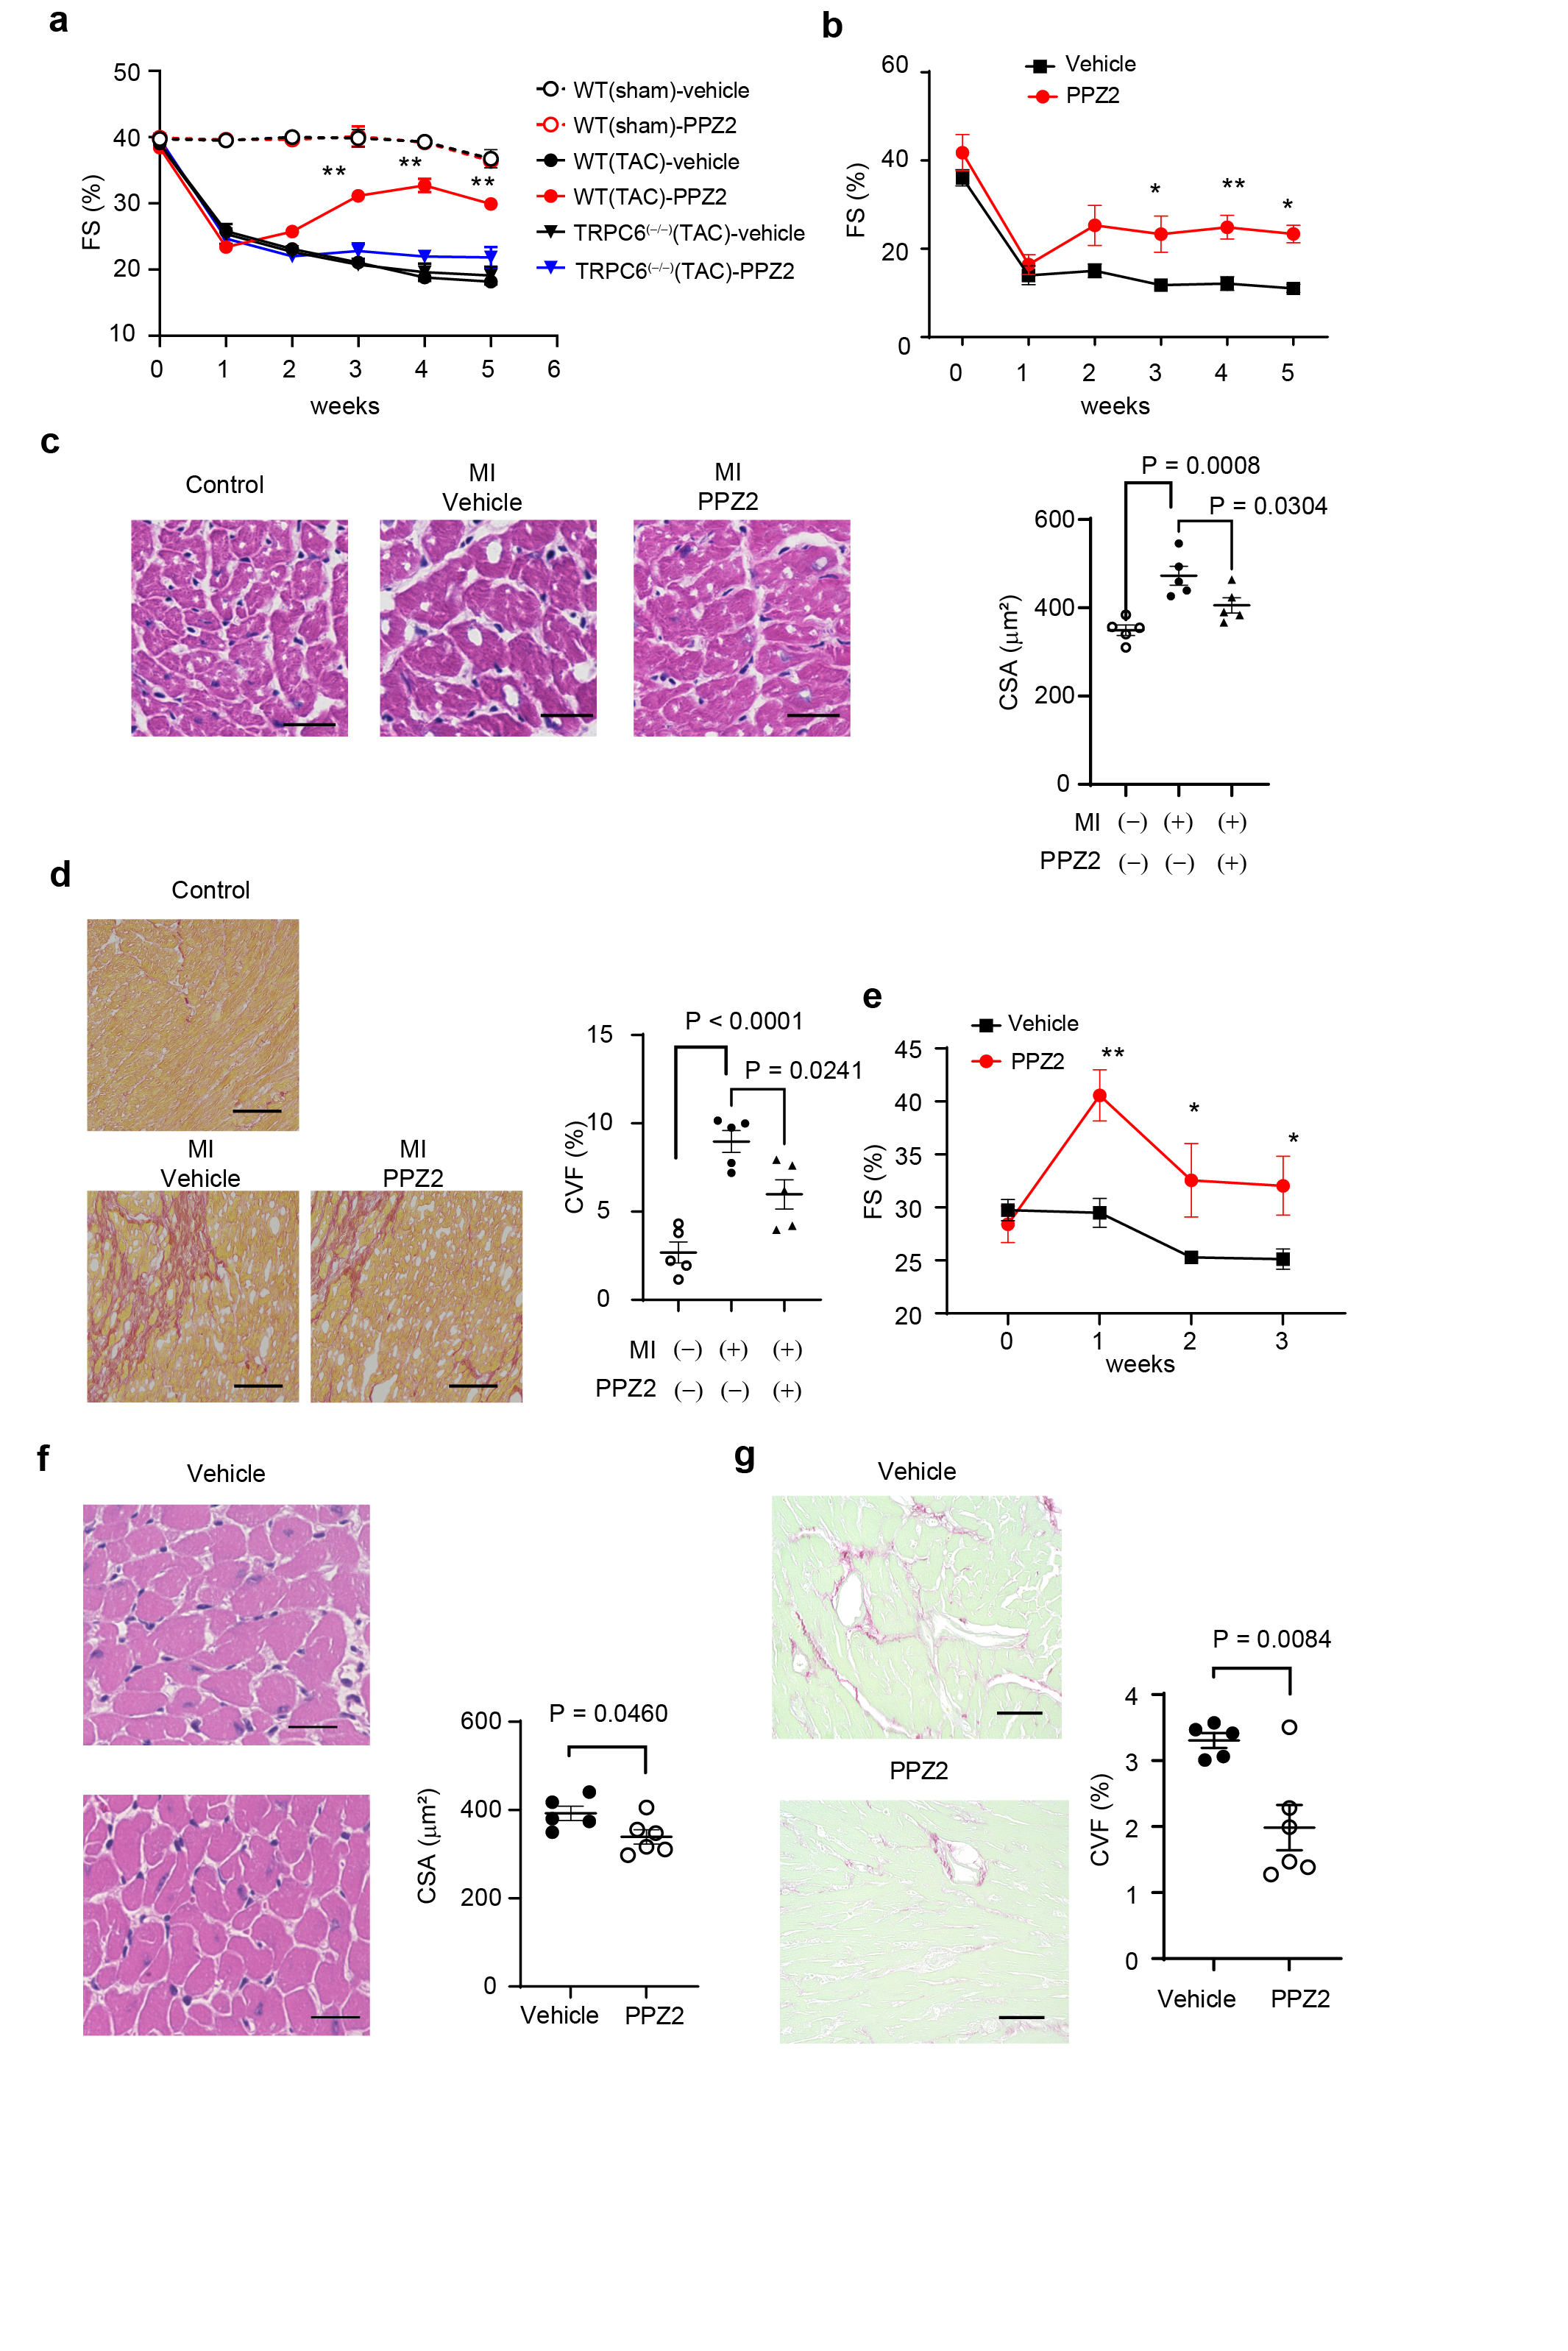

**Supplementary Figure 8. TRPC6 activator PPZ2 improves heart failure in mice.**

(**a**) Effect of PPZ2 (2.5 mg/kg/day) on the fractional shortening (FS) in TAC-operated WT and TRPC6(-/-) mice (129/sv). n=5 each group; P < 0.0001 (3-5 weeks). (**b**) LV contractility of mouse (C57BL/6J) hearts after MI. n=5 each group; P = 0.0217 (3 weeks), 0.0085 (4 weeks), 0.0121 (5 weeks). (**c**) LV sections stained with hematoxylin and eosin and the quantitative results of CSA of cardiomyocytes. Scale bar, 25 m. n=5 each. (**d**) LV sections stained with Sirius red and quantitative results of CVF. Scale bar, 100 m. n=5 each. (**e**) LV contractility of MLP-KO mice (129/sv). n=5 each; P = 0.0020 (3 weeks), 0.0474 (4 weeks), 0.0474 (5 weeks). (**f**) LV sections stained with hematoxylin and eosin and the results of CSA. Scale bar, 25 m. Vehicle, n=5; PPZ2, n=6. (**g**) LV sections stained with Sirius red and the results of CVF. Scale bar, 100 m. Vehicle, n=5; PPZ2, n=6. Data are shown as mean±SEM. Significance was determined using the unpaired t-test (**f, g**), one-way ANOVA with Tukey's comparison test (**c, d**) or two-way ANOVA followed by Sidak’s comparison test (**a, b**) or Holm-Sidak’s multiple comparisons post hoc test (**e**). *P<0.05; **P<0.01.

**Supplementary Tables**

**Supplementary Table 1. Catheter left ventricular (LV)** **parameters of WT, TRPC6(-/-) and TRPC3(-/-) mice.**

| Genotype | Pmax (mmHg) | | | Pmin (mmHg) | | | Pmean (mmHg) | | | HR (bpm) | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| WT | 107.9 | ± | 1.75 | 4.89 | ± | 1.38 | 48.2 | ± | 2.48 | 465.4 | ± | 19.0 |
| TRPC6(-/-) | 123.7 | ± | 3.56 | 4.76 | ± | 0.71 | 58.0 | ± | 2.36 | 457.4 | ± | 7.1 |
| TRPC3(-/-) | 115.9 | ± | 3.08 | 10.10 | ± | 2.24 | 57.5 | ± | 3.55 | 439.2 | ± | 24.9 |

| Genotype | dP/dt max (mmHg/s) | | | dP/dt min (mmHg/s) | | | Tau (ms) | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| WT | 6646 | ± | 326 | -7592 | ± | 600 | 9.03 | ± | 0.66 |
| TRPC6(-/-) | 6690 | ± | 209 | -7147 | ± | 245 | 9.44 | ± | 0.34 |
| TRPC3(-/-) | 5998 | ± | 363 | -6005 | ± | 604 | 11.85 | ± | 1.34 |

Pmax, max pressure; Pmin, minimum pressure; Pmean, mean pressure; dP/dt max, maximal rate of pressure development; dP/dt min, maximal rate of decay of pressure; tau, monoexponential time constant of relaxation. Data are shown as mean±SEM.

**Supplementary Table 2. Catheter LV parameters of mice treated with STZ.**

| Treatment | Pmax (mmHg) | | | Pmin (mmHg) | | | Pmean (mmHg) | | | HR (bpm) | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Vehicle | 117.5 | ± | 2.68 | 0.89 | ± | 2.59 | 52.2 | ± | 2.48 | 401.8 | ± | 9.86 |
| STZ | 110.0 | ± | 4.26 | 0.92 | ± | 1.72 | 47.7 | ± | 2.77 | 399.4 | ± | 12.97 |

| Treatment | dP/dt max (mmHg/s) | | | dP/dt min (mmHg/s) | | | Tau (ms) | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Vehicle | 6596 | ± | 242 | -6530 | ± | 95.3 | 10.46 | ± | 1.03 |
| STZ | 6273 | ± | 356 | -6016 | ± | 345 | 10.30 | ± | 0.69 |

Pmax, max pressure; Pmin, minimum pressure; Pmean, mean pressure; dP/dt max, maximal rate of pressure development; dP/dt min, maximal rate of decay of pressure; tau, monoexponential time constant of relaxation. Data are shown as mean±SEM.

**Supplementary Table 3. Echocardiographic parameters of TAC-operated mice treated with or without PPZ2.**

A PPZ2-containing osmotic pump was implanted intraperitoneally 1 week after TAC (week 1) and continuous treatment was maintained for 4 weeks. HR, heart rate; IVSTd, interventricular septum diastolic thickness; LVIDd, LV internal diameter at end-diastole; LVIDs, left ventricular internal diameter at end-systole; LVPWd, left ventricular posterior wall diastolic thickness. Data are shown as mean±SEM.

**Supplementary Table 4. Body weight (BW) and heart weight (HW) of TAC-operated mice treated with or without PPZ2.**

|  | WT (sham)-vehicle | WT (sham)-PPZ2 | WT (TAC)-vehicle | WT (TAC)-PPZ2 | TRPC6(-/-) (TAC) - vehicle | TRPC6(-/-) (TAC) – PPZ2 |
| --- | --- | --- | --- | --- | --- | --- |
| organ weight | |  |  |  |  |  |
| n | 5 | 5 | 5 | 5 | 5 | 5 |
| BW (g) | 28.8±0.74 | 28.3±0.44 | 29.5±0.74 | 29.5±0.83 | 25.9±1.59 | 24.3±1.69 |
| HW/BW (mg/g) | 0.0038±0.000053 | 0.0041±0.00011 | 0.0050±0.00014 | 0.0050±0.00017 | 0.0056±0.00010 | 0.0059±0.00021 |

Data are shown as mean±SEM.

**Supplementary Table 5. Echocardiographic parameters of MI mice treated with or without PPZ2.**

|  | MI(+)/PPZ2(-) | MI(+)/PPZ2(+) |
| --- | --- | --- |
| Echocardiography | | |
| n | 5 | 5 |
| HR (bpm) |  |  |
| Week 0 | 510 ± 18 | 496 ± 20 |
| Week 1 | 547 ± 12 | 501 ± 13 |
| Week 2 | 531 ± 14 | 485 ± 21 |
| Week 3 | 487 ± 16 | 516 ± 19 |
| Week 4 | 526 ± 16 | 529 ± 12 |
| Week 5 | 496 ± 19 | 513 ± 19 |
| IVSd (mm) |  |  |
| Week 0 | 0.80 ± 0.02 | 0.79 ± 0.05 |
| Week 1 | 0.68 ± 0.08 | 0.70 ± 0.09 |
| Week 2 | 0.68 ± 0.06 | 0.90 ± 0.14 |
| Week 3 | 0.66 ± 0.05 | 0.65 ± 0.08 |
| Week 4 | 0.70 ± 0.11 | 0.74 ± 0.10 |
| Week 5 | 0.59 ± 0.03 | 0.84 ± 0.10 |
| LVPWd (mm) |  |  |
| Week 0 | 0.79 ± 0.03 | 0.95 ± 0.08 |
| Week 1 | 0.89 ± 0.14 | 0.82 ± 0.14 |
| Week 2 | 0.97 ± 0.12 | 0.85 ± 0.13 |
| Week 3 | 1.08 ± 0.04 | 0.82 ± 0.07 |
| Week 4 | 1.02 ± 0.09 | 0.92 ± 0.09 |
| Week 5 | 0.96 ± 0.07 | 0.75 ± 0.12 |
| LVIDd (mm) |  |  |
| Week 0 | 3.77 ± 0.12 | 3.47 ± 0.15 |
| Week 1 | 5.42 ± 0.16 | 5.07 ± 0.29 |
| Week 2 | 5.55 ± 0.20 | 4.63 ± 0.36 |
| Week 3 | 5.77 ± 0.24 | 5.08 ± 0.12 |
| Week 4 | 5.91 ± 0.16 | 4.78 ± 0.09∗∗ |
| Week 5 | 6.06 ± 0.14 | 5.24 ± 0.27 |
| LVIDs (mm) |  |  |
| Week 0 | 2.42 ± 0.14 | 2.04 ± 0.23 |
| Week 1 | 4.62 ± 0.17 | 4.25 ± 0.31 |
| Week 2 | 4.70 ± 0.18 | 3.52 ± 0.46 |
| Week 3 | 5.09 ± 0.24 | 3.91 ± 0.29 |
| Week 4 | 5.20 ± 0.21 | 3.59 ± 0.16∗∗ |
| Week 5 | 5.40 ± 0.17 | 4.03 ± 0.30∗ |

A PPZ2-containing osmotic pump was implanted intraperitoneally 1 week after MI (week 1) and continuous treatment was maintained for 4 weeks. HR, heart rate; IVSTd, interventricular septum diastolic thickness; LVIDd, LV internal diameter at end-diastole; LVIDs, LV internal diameter at end-systole; LVPWd, LV posterior wall diastolic thickness. Data are shown as mean±SEM. *P<0.05; **P<0.01 using the unpaired t-test.

**Supplementary Table 6. BW and HW of MI-operated** mice treated with PPZ2.

|  | MI(-)/PPZ2(-) | MI(+)/PPZ2(-) | MI(+)/PPZ2(+) |
| --- | --- | --- | --- |
| Organ weights | | |  |
| n | 5 | 5 | 5 |
| BW (g) | 22.7 ± 0.5 | 28.0 ± 0.3## | 26.6 ± 0.6## |
| HW (mg) | 115 ± 8 | 222 ± 13## | 156 ± 6#∗∗ |
| HW/BW (mg/g) | 5.05 ± 0.29 | 7.92 ± 0.42## | 5.87 ± 0.31∗∗ |
| HW/TL (g/cm) | 0.051 ± 0.003 | 0.094 ± 0.005## | 0.066 ± 0.003∗∗ |

TL, tibia length. Data are shown as mean±SEM. Significance was determined using one-way ANOVA with Tukey’s comparison test. #P<0.05, ##P<0.01: compared with MI(-)/PPZ2(-); ∗∗P<0.01: compared with MI(+)/PPZ2(-).

**Supplementary Table 7. Echocardiographic parameters of MLP-KO** mice treated with PPZ2 for 3 weeks.

|  | MLP-KO mice  Vehicle | MLP-KO mice  PPZ2 |
| --- | --- | --- |
| Echocardiography | | |
| n | 5 | 5 |
| HR (bpm) |  |  |
| Week 0 | 506 ± 3.5 | 516± 4.7 |
| Week 1 | 506 ± 8.0 | 513 ± 3.9 |
| Week 2 | 502 ± 1.7 | 523 ± 3.7 |
| Week 3 | 517± 4.9 | 511 ± 5.8 |
| IVSd (mm) |  |  |
| Week 0 | 0.68 ± 0.02 | 0.66 ± 0.02 |
| Week 1 | 0.73 ± 0.05 | 0.87 ± 0.09 |
| Week 2 | 0.71 ± 0.05 | 0.78 ± 0.06 |
| Week 3 | 0.72 ± 0.05 | 0.71 ± 0.05 |
| LVPWd (mm) |  |  |
| Week 0 | 0.77 ± 0.09 | 0.70 ± 0.04 |
| Week 1 | 0.86 ± 0.06 | 0.87 ± 0.08 |
| Week 2 | 0.78 ± 0.08 | 0.87 ± 0.09 |
| Week 3 | 0.75 ± 0.05 | 0.74 ± 0.06 |
| LVIDd (mm) |  |  |
| Week 0 | 4.19 ± 0.11 | 4.13 ± 0.18 |
| Week 1 | 4.12 ± 0.16 | 3.71 ± 0.33 |
| Week 2 | 4.59 ± 0.11 | 4.09 ± 0.08 |
| Week 3 | 4.42 ± 0.19 | 4.31 ± 0.15 |
| LVIDs (mm) |  |  |
| Week 0 | 3.00 ± 0.10 | 2.95 ± 0.15 |
| Week 1 | 2.99 ± 0.21 | 2.38 ± 0.33 |
| Week 2 | 3.51 ± 0.15 | 2.89 ± 0.22 |
| Week 3 | 3.31 ± 0.18 | 3.07 ± 0.14 |

HR, heart rate; IVSTd, interventricular septum diastolic thickness; LVIDd, LV internal diameter at end-diastole; LVIDs, LV internal diameter at end-systole; LVPWd, LV posterior wall diastolic thickness. Data are shown as mean±SEM.

**Supplementary Table 8. BW and HW of MLP-KO mice treated with PPZ2 for 3 weeks.**

|  | MLP-KO mice  Vehicle | MLP-KO mice  Vehicle |
| --- | --- | --- |
| Organ weights | | |
| n | 5 | 6 |
| BW (g) | 27.0 ± 1.5 | 28.3 ± 1.9 |
| HW (mg) | 190 ± 17 | 205 ± 17 |
| HW/BW (mg/g) | 6.99 ± 0.44 | 7.27 ± 0.39 |
| HW/TL (g/cm) | 0.094 ± 0.008 | 0.097 ± 0.008 |

TL, tibia length.Data are shown as mean±SEM.

**Supplementary Table 9. List of antibodies for immunostaining and western blot**

|  | Antigen | **Host** | **Supplier** | **Catalog no.** | **Dilution** | **Usage** |
| --- | --- | --- | --- | --- | --- | --- |
| **1st** | HCN4 | Rabbit | Alomone | APC-052 | 1:100 | IF |
| TRPC6 | Mouse | Santa Cruz | sc-515837 | 1:50 | PLA |
| β1AR | Rabbit | abcam | ab3442 | 1:150 | PLA |
| βArr2 | Mouse | Santa Cruz | sc-365445 | 1:50 | PLA |
| GRK5 | Rabbit | Bosterbio | PB9708 | 1:2000 | WB |
| GRK6 | Rabbit | Cell signaling Technology | 5878S | 1:2000 | WB |
| DYKDDDDK tag | Mouse | FUJIFILM | 019-22394 | 1:4000 | WB |
| GFP | Rabbit | Cell signaling Technology | 2037S | 1:2000 | WB |
| GAPDH | Rabbit | Cell signaling Technology | 2118S | 1:3000 | WB |
| **2nd** | anti-Rabbit IgG, Alexa Fluor 594 |  | Invitrogen™ | A-11037 | 1:200 | IF |
| anti-rabbit IgG, HRP-linked Antibody |  | Cell signaling Technology | 7074 | 1:8000 | WB |

IF, immunofluorescence; PLA, proximity ligation assay; WB, western blotting

**Supplementary Table 10. List of primer pairs for RT-PCR**

| **Primers for SYBR green** | **Sequence** |  |
| --- | --- | --- |
| Mouse β1AR | Forward | ATCTCTGTTTACTCAAGACCGAAAGCA |
|  | Reverse | CATACTAAGCCACACTCTCCCAACTC |
| Mouse β2AR | Forward | AAGTTTACATCCTCCTTAACTGGTTGG |
|  | Reverse | TAGAGTAGCCGTTCCCATAGGTTTT |
| Mouse β3AR | Forward | GTTGTCCTGGTGTGGATCGTGT |
|  | Reverse | ATAGGGCATGTTGGAGGCAAAG |
| Rat Adenylyl cyclase 5 (AC5) | Forward | ACCATTGTGCCCCACTCCCTGTT |
|  | Reverse | TCGTCGCCCAGGCTGTAGTTGAA |
| Rat Adenylyl cyclase 6 (AC6) | Forward | CTGCTTGTGTTCATCTCTG |
|  | Reverse | GACGCTAAGCAGTAGATCA |
| Rat Phosphodiesterase 3A (PDE3A) | Forward | TCACAGGGCCTTAACTTACAC |
|  | Reverse | GGAGCAAGAATTGGTTTGTCC |
| Rat Phosphodiesterase 4B (PDE4B) | Forward | CAGCTCATGACCCAGATAAGTGG |
|  | Reverse | GTCTGCACAATGTACCATGTTGCG |
| Rat Phosphodiesterase 4D (PDE4D) | Forward | CCTCTGACTGTTATCATGCACACC |
|  | Reverse | GATCCACATCATGTATTGCACTGGC |
| Rat TRPC6 | Forward | TCACTTGGAAGAACAGTGAAAGA |
|  | Reverse | CATCCTCAATTTCCTGGAATGAAC |
| Mouse ATF6 | Forward | TCGCCTTTTAGTCCGGTTCTT |
|  | Reverse | GGCTCCATAGGTCTGACTCC |
| Mouse CHOP | Forward | CTGGAAGCCTGGTATGAGGAT |
|  | Reverse | CAGGGTCAAGAGTAGTGAAGGT |
| Mouse PERK | Forward | AGTCCCTGCTCGAATCTTCCT |
|  | Reverse | TCCCAAGGCAGAACAGATATACC |

# Supplementary material for: Myocardial TRPC6-mediated Zn2+ influx induces beneficial positive inotropy through β-adrenoceptors
**Source:** Nat Commun. 2022 Oct 26;13:6374. doi: 10.1038/s41467-022-34194-9
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis Micro array data analysis was performed with Expression console software 1.2 (Thermo Fisher). Normalization was performed with MAS5 algorithm using a set of mouse maintenance genes (Thermo Fisher). G*Power3.1.9.2 software was used to calculate the sample size for each group. Statistical analysis was performed using GraphPad Prism 9.0 (GraphPad Software, LaJolla, CA). Imaging data were analyzed using ImageJ (National Institutes of Health) software. The myocyte SL changes were recorded using IonOptix software (IonOptix Corporation)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Micro array data have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE189494.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	G*Power3.1.9.2 software was used to calculate the sample size for each group.
Data exclusions	No data were excluded from the manuscript.
Replication	As reported in the figure legends, the findings were reliably reproduced.
Randomization	Laboratory animals were randomly assigned to experimental groups. The order of treatment administration was also randomized. All cell samples were randomly selected for experiments.
Blinding	All animal samples were studied, and analysis was carried out in a blinded manner. Other Investigations were not blinded during data acquisition. Measurements and data reported did not require subjective judgment or interpretation from the investigators.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	HCN4 (APC-052, Alomone), TRPC6 (sc-515837, Santa Cruz), β 1AR (ab3442, abcam), β Arr2 (sc-365445, Santa Cruz), GRK5 (PB9708, Bosterbio), GRK6 (5878S, Cell signaling Technology), GAPDH (2118S, Cell signaling Technology), DYKDDDDK tag (019-22394, FUJIFILM), GFP (2037S, Cell signaling Technology), anti-Rabbit IgG, Alexa Fluor 594 (A-11037, Invitrogen™), anti-rabbit IgG, HRP-linked Antibody(7074, Cell signaling Technology)
Validation	All antibodies were welch-recognised clones in the field and validated by the manufactures. These antibodies are further validated and routinely used in our lab. Abbreviation for species reactivity: H-human, M-mouse, R-rat, Mk-monkey, B-Bovine, Pg-Pig Abbreviation for application: WB- western blotting, IP-Immunoprecipitation, IF- Immunofluorescence, IHC- Immunohistochemistry, HCN4 (APC-052, Alomone),<br>species reactivity:H, M, R<br>Application:ICC, IF, IHC, IP, WB<br>Web:https://www.alomone.com/p/anti-hcn4-2/APC-052 TRPC6 (sc-515837, Santa Cruz),<br>species reactivity:H, M, R<br>Application:WB, IHC<br>Web:https://www.scbt.com/ja/p/trpc6-antibody-b-10 β1AR (ab3442, abcam),<br>species reactivity:H, M, R

Application:WB、 IF
 Web:https://www.abcam.co.jp/beta-1-adrenergic-receptor-antibody-ab3442.html

β Arr2 (sc-365445, Santa Cruz),
 species reactivity:H, M, R
 Application:WB、 IHC、 IF
 Web:https://www.scbt.com/ja/p/beta-arrestin-2-antibody-b-4

GRK5 (PB9708,Bosterbio),
 species reactivity:H, M, R
 Application:IHC, WB
 Web:https://www.bosterbio.com/anti-grk5-picoband-trade-antibody-pb9708-boster.html

GRK6 (5878S, Cell signaling Technology),
 species reactivity:H, M, R
 Application: WB
 Web:https://en.cellsignal.jp/products/primary-antibodies/grk6-d1a4-rabbit-mab/5878?Ns=product.currentLot.numberOfApplications%7C1&N=354558885+4294967218+4294956287&Nrpp=1000&No=%7Boffset%7D&fromPage=plp

GAPDH (2118S, Cell signaling Technology),
 species reactivity:H, M, R, Mk,B, Pg
 Application:WB、 IHC、 IF
 Web:https://www.cellsignal.jp/products/primary-antibodies/gapdh-14c10-rabbit-mab/2118

DYKDDDDK tag (019-22394, FUJIFILM),
 species reactivity:All
 Application: WB
 Web:https://labchem-wako.fujifilm.com/jp/product/detail/W01W0101-2239.html

GFP (2037S, Cell signaling Technology)
 species reactivity:All
 Application: WB
 Web:https://www.cellsignal.jp/products/antibody-conjugates/gfp-d5-1-rabbit-mab-hrp-conjugate/2037

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s) HEK293 (ATCC Cat# CRL-1573, RRID:CVCL_0045) was obtained from the American Type Culture Collection (ATCC).

Authentication Cell lines were not authenticated.

Mycoplasma contamination All cell lines were tested negatively for mycoplasma contamination.

Commonly misidentified lines
 (See [ICLAC](#) register) No commonly misidentified line were used in this study.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals TRPC6(-/-),TRPC3(-/-), MLP KO mice have been backcrossing for at least 10 generations and its genetic background is considered as similar to that of WT (129 /Sv). Because TRPC6(KYD/KYD) knockin mice were made of C57BL/6J mice, the genetic background was C57BL/6J, and to reduce the off-target effect, we backcrossed the mice at least 4 generations before use in the experiment. Male mice (8-12 weeks old) were use in this study. Sprague-Dawley rat pups (male and female) on postnatal day 1-2 were purchased from Japan SLC, Inc.

Wild animals This study didn't involve wild animals.

Field-collected samples This study didn't involve sample collected from field.

Ethics oversight All protocols using mice and rats were reviewed and approved by the ethics committees at the National Institutes of Natural Sciences and Kyushu University and carried out in accordance with their guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

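RNA from hearts of WT, TRPC3(-/-) and TRPC6(-/-) mice was measured on 9 arrays, 3 per genotype. The authors converted the probe intensity values of each array into 1 signal per probe set with MAS5 in Expression Console 1.2, scaled on mouse maintenance genes, and deposited the linear signal values; the submitters' processing notes name the same software, and MAS5 with no version. Background subtraction, summarization and scaling are therefore already in the values. They hold no scan dates, so array batches could be looked for only in the signals themselves. After this scaling, each array's median signal lay between 16.0 and 21.0, and 18.5% to 21.4% of its probe sets lay below the pseudocount. Precision is limited by 3 arrays per genotype.

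Probe sets were named from the platform annotation. Of 45037 tested probe sets, 34945 had 1 gene symbol, 932 several and 9160 none; the 1-symbol probe sets cover 18193 genes, and 0 symbols changed when 34741 probe sets were looked up in the reference by their gene identifier. No gene was named from a probe set with several symbols or none. Each gene was represented by 1 probe set, preferring those without the _s_at or _x_at ending and then the highest mean signal. A probe set below the 40th percentile of mean signals (11.4) in all 3 genotypes is called dim.

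The comparisons were fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts and eBayes with an intensity trend) on log2(signal + 3.54), with all 9 hearts in 1 fit, no covariate, Benjamini-Hochberg adjustment and a threshold of 0.05. Gene panels were tested by the moderated F test adjusted over the list alone, and by an exact permutation test of the F ratio over 280 partitions of the hearts, all tests being two-sided. Exact tests of 3 hearts against 3 cannot give a p below 0.10. Gene lists, 59 in all and 837 genes, were written before the data were examined, as were the tests, the rule for named genes and most of the alternatives. The 53 lists with at least 5 measured genes were tested with camera at a preset inter-gene correlation of 0.01, and again with an estimated correlation.

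The rule for named genes took the deleted genes and the genes of the paper's panels. It also took up to 10 largest rises and 10 largest falls per knockout. These came from named probe sets that passed the threshold without overlap between the 3 knockout and 3 WT hearts. Last, it took up to 4 members of a list that passed when adjusted over the list alone. Not every list member that met the rule is described in the text. Those left out include Xist and Kcna5 in TRPC6(-/-) hearts, Nos3, Sgk1 and Bcl2l11 in TRPC3(-/-) hearts, and Gadd45a and Lyve1 in both. Of the 3 probe sets of Xist, an X-linked gene, 2 changed in the same direction and 0 passed over all probe sets. No conclusion on the sex of the mice was drawn from it. Enpp3, the 1 call between the knockouts, lies outside this rule and was named after its values had been seen. The same holds for Per1, the 1 glucocorticoid-responsive gene that was lower over the list alone in TRPC3(-/-) hearts. Certain readings of this plan were settled after results had been seen. The plan did not say whether camera uses the intensity trend, and it was used after a run without it had been seen; the closing section gives the counts without it. Where several probe sets of a gene passed, the gene's chosen probe set was preferred after both values had been seen, which gives Zbtb16 in TRPC3(-/-) hearts a log2 change of 1.49 in place of the 1.68 of another probe set.

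The fit was tested on data simulated with means and spread taken from the arrays. The simulated comparison was that of TRPC6(-/-) with WT hearts, over 45037 probe sets. The recovered counts describe the probe sets given a change there, and not all probe sets. The fit recovered 48 of 100 probe sets changed 2-fold and 86 of 100 changed 4-fold. It called 4 unchanged ones and made 0 calls in a comparison without change. Changes under 2-fold would thus often be missed. The paper's own test on linear signals recovered 24 of 100 changed 4-fold after adjustment.

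Alternatives were median centring of each array, quantile normalization, no pseudocount, the 40th percentile as pseudocount (11.9), dim probe sets left out, no intensity trend, a fit of the compared groups alone, the replicate number as a block, each array left out in turn, the paper's own test, the mean over a gene's probe sets, and an estimated correlation for the lists. After the first replicates had been seen to stand apart, a fit without them and a fit with first replicate against the rest as a batch term were added. The panel of G proteins, adenylate cyclases and phosphodiesterases was tied to these arrays because its bars match the signals; the paper's text does not say that this panel came from arrays. The bars were read by eye after the array ratios had been seen, and the closest probe set of each gene was taken, so the match was not blind. With a tolerance of 0.06 on both ratios, 18 of 18 genes of Supplementary Fig. 3b, 3 of 3 of Supplementary Fig. 3d and 26 of 27 of Supplementary Fig. 4a had a matching probe set, where 2.23, 0.353 and 1.03 would match by chance; 5, 1 and 8 of these matched only at a probe set other than the chosen one. Cultured rat cardiomyocytes, old mice and protein measurements were not analysed here.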

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

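Apart from the counts, the gene lists, the removal of Zbtb16 and the regroupings of hearts, the tests in this part were chosen after the results were seen: those of scaling, collection time, cell share and the third TRPC3(-/-) replicate, and the fits without the first replicates or with them as a batch term. The paper analyses only its panels, and the following values come from genes outside them.

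In TRPC6(-/-) hearts, 2 probe sets changed against WT hearts by limma and both were higher, 1 of Zbtb16, a transcription factor induced by glucocorticoids, and 1 without a name. Zbtb16 rose by 1.40 on the log2 scale (standard error 0.12, adjusted p = 0.00106 from limma), from a signal of 328 ± 31.1 to 876 ± 97.5 (SD, n = 3 each), with each knockout heart above each WT heart. Without the first WT, the first or second TRPC3(-/-) or the first or second TRPC6(-/-) replicate 1 probe set changed, and without all first replicates 0 did (2797 at an unadjusted p under 0.05 in limma); with them as a batch term 9 did. The calls of both knockouts, Zbtb16 included, were lost without an intensity trend, where 0 probe sets changed in TRPC6(-/-) and 0 in TRPC3(-/-) hearts (2429 and 2945 at an unadjusted p under 0.05 in limma), and by the paper's test, which also gave 0 and 0 (1046 and 1529 unadjusted). In TRPC3(-/-) hearts 27 probe sets changed, 16 higher and 11 lower. After median centring the split was 15 higher and 4 lower, and after quantile normalization 9 and 3. Leaving out WT replicate 1, 2 or 3 gave 16, 5 and 7 changed probe sets, TRPC3(-/-) replicate 2 or 3 gave 14 and 9, and TRPC6(-/-) replicate 1 or 2 gave 14 and 12. Without all first replicates 15 changed, and with them as a batch term 68.

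Of the rises in TRPC3(-/-) hearts, Fam107a (1.55 on the log2 scale), Zbtb16 (1.49), the clock genes Nfil3 (1.27) and Cry1 (1.12), Chd6 (1.19), smooth muscle actin Acta2 (0.96), Ankrd9 (0.87), Slc43a3 (0.82), Fmo2 (0.82) and Man2a1 (0.73) passed the threshold. The falls were Kap (-1.83), Bcl6b (-1.60), Bex1 (-1.41), Slc41a3 (-1.33), the actin-bundling gene Fscn1 (-1.14), Nrp2 (-1.07), the integrin Itga6 (-1.02), Ift122 (-0.98), Mapt (-0.75) and the VEGF receptor Kdr (-0.67). Acta2, Fmo2, Slc41a3, Nrp2, Itga6, Ift122 and Mapt passed only at a probe set other than the gene's chosen one, and other probe sets of Chd6, Acta2 and Fscn1 went the other way. Between the 2 knockouts 1 probe set differed, of Enpp3, higher in TRPC6(-/-) hearts by 2.06 on the log2 scale (adjusted p = 0.0151 from limma). It was not the chosen probe set of Enpp3, which gave 0.34 (adjusted p = 0.989 from limma). The call was lost without any single TRPC3(-/-) or TRPC6(-/-) replicate, without all first replicates (0 changed, 3317 at an unadjusted p under 0.05 in limma), after median centring (0 changed, 2314 unadjusted), without an intensity trend (0 changed, 2282 unadjusted) and by the paper's test (0 changed, 1021 unadjusted).

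Of the lists in TRPC6(-/-) hearts, genes of MHC and antigen presentation had a median log2 change of -0.37 (camera, adjusted p = 0.00643), led by the class II genes H2-Ab1 (-1.21), H2-Eb1 (-0.86) and H2-Aa (-0.82). The adjusted p = 0.985 with an estimated correlation, and without the second WT replicate it was 0.0601, without the third TRPC6(-/-) replicate 0.0554 and without the first replicates 0.0767; without an intensity trend it was 0.0618. Without the first WT replicate the median was -0.58. In TRPC3(-/-) hearts, heat shock proteins had a median of 0.11 (camera, adjusted p = 0.0284; adjusted p = 0.931 with an estimated correlation), with no member past the test over the list alone. This median was 0.22 without the second TRPC3(-/-) replicate, 0.17 without the first WT replicate and 0.20 after median centring. Fibroblast markers had a median of 0.29 (camera, adjusted p = 0.0284; adjusted p = 0.730 with an estimated correlation), which became 0.17 without the third WT, the first TRPC3(-/-) or the third TRPC3(-/-) replicate and 0.16 without all first replicates. Without the third WT replicate the adjusted p of these lists was 0.411 and 0.241, without the first TRPC3(-/-) replicate 0.114 for both, without the third TRPC3(-/-) replicate 0.0779 for both, and for heat shock proteins without the second WT replicate 0.0938; after quantile normalization it was 0.0761 and without an intensity trend 0.0777 for both, and for fibroblast markers without the first replicates 0.195 and with them as a batch term 0.0785.

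Regrouping the hearts asks whether such counts need the genotypes. With 3 hearts against 3 there are 10 splits, too few for a share under 0.05. In fits of the compared groups alone, the real split gave 1 changed probe set in TRPC6(-/-) hearts, 10 in TRPC3(-/-) hearts and 1 between the knockouts, the highest other split gave 0 in each, and 1 split was as large, the real one. For the gene lists the real splits gave 2 and 6, the highest others 8 and 10, and 7 and 6 of 10 splits were as large. Among the 3 genotypes 12 probe sets changed. Of 100 partitions drawn, 6 gave as many, the genotypes themselves and 5 that put the first replicates together, with 390 as the highest. All 10 partitions that put the first replicates together gave 164 to 390, so a structure of the samples sets these replicates apart. The other partitions drawn gave at most 6. The draw held 5 of those 10 partitions, so the share of 6 in 100 depends on which partitions were drawn. The share over all partitions was not counted, so this draw cannot decide whether chance is excluded. With that structure as a batch term 26 probe sets changed. For the zinc, ER stress and cAMP panels the real counts were 0, which 100 of 100 partitions must reach, so regrouping decides nothing there; the highest others were 1, 1 and 0.

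Glucocorticoid-responsive genes were higher in both knockouts, with a median log2 change of 0.37 in TRPC6(-/-) and 0.58 in TRPC3(-/-) hearts (camera, adjusted p = 6.08e-07 and 1.96e-08; adjusted p = 0.985 and 0.730 with an estimated correlation); without the third replicate of the knockout the medians were 0.16 and 0.36, and without all first replicates 0.69 and 0.95. Over the list alone 4 of 14 genes were higher and 0 lower in TRPC6(-/-) hearts, and 6 higher and 1, the clock gene Per1 (-0.48), lower in TRPC3(-/-) hearts; Fkbp5, which encodes a partner of the glucocorticoid receptor, rose by 0.84 and 0.93, and a dim probe set of it gave -0.40 and -0.040. The medians stayed positive under another scaling, at 0.45 and 0.67 after median centring and 0.41 and 0.58 after quantile normalization. The largest adjusted p of the list over these was 4.37e-06 (camera). Without Zbtb16 the larger p was 8.80e-06 (camera), so the call did not rest on that gene alone. Both p-values use the preset correlation of 0.01, at which other splits of the hearts gave list calls too. They do not show that the list departs from chance. Collection at another time of day cannot be told apart from genotype, since no time is recorded: limma's rotation test of 16 clock genes outside the list, which assumes normal errors, gave a p of 0.0130 in TRPC6(-/-) hearts. A stress or hormone difference between the mice, or an effect of the deleted channels, may also underlie it, neither was tested, and both comparisons share the 3 WT hearts.

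Single clock genes differed in TRPC3(-/-) hearts, with Nfil3 and Cry1 higher and Ciart at -1.05 (limma, adjusted p = 2.24e-04 when adjusted over the list alone and 0.0573 over all probe sets); over the list alone 4 clock genes were higher and 6 lower. As a list they did not pass camera, which tests for a shift in 1 direction (adjusted p = 0.840 in TRPC3(-/-) and 0.732 in TRPC6(-/-) hearts). The rotation test of the 16 clock genes, for changes in either direction, gave a p of 0.0001, the smallest that the rotations can give. Scaling of the arrays does not account for the whole, since with all 18 measured clock genes the rotation test also gave a p of 0.0001 after median centring and after quantile normalization, with 4 higher and 4 lower, and 4 higher and 6 lower, over the list alone. Collection at another time of day and an effect of genotype on the clock cannot be told apart without recorded times, and either may be the cause.

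Macrophage markers (median log2 change 0.34), extracellular matrix genes (0.30) and inflammatory cytokines and chemokines (0.32) were higher in TRPC3(-/-) hearts (camera, adjusted p = 4.79e-05, 7.26e-05 and 0.00102; adjusted p = 0.730, 0.937 and 0.730 with an estimated correlation), and the matrix median was 0.18 without the third WT replicate and the cytokine median 0.48 and 0.52 without the first and the second TRPC3(-/-) replicate. Over the lists alone, 4 of 13 macrophage genes passed, led by C1qb (0.58) and Cd163 (0.64), with 3 of 29 matrix genes, Lum (0.69), Col1a2 (0.49) and Timp1 (1.44), and of 29 cytokines and chemokines 3 were higher, Ccl6 (1.16), Ccl9 (1.21) and Lcn2 (1.38), which is also in the glucocorticoid list, and 1 lower, Cxcl9 (-1.57). A lower share of cardiomyocytes would raise other markers alike. Ventricular cardiomyocyte markers had a median log2 change of -0.07 in TRPC3(-/-) hearts (camera, adjusted p = 0.769). By heart they stood at 0.29, -0.24 and -0.31, against 0.38, -0.19 and -0.19 in WT hearts, an overlap that cannot decide on such a share. Macrophage minus endothelial markers lay above WT in each TRPC3(-/-) heart by at least 0.23 on the log2 scale, only just over the larger SD of 0.22. This bound was set after both values had been seen, and the gap does not cover the matrix genes. Part of this gap is endothelial: of 11 endothelial markers 3 were lower (Kdr, Cldn5 and Tek) and 1 higher (Flt1) over the list alone, the second TRPC3(-/-) replicate had macrophage markers at 0.0025 from the WT mean, below the WT hearts at 0.020 and 0.029, with endothelial markers at -0.28, and the gap was 0.13 to 0.16 in TRPC6(-/-) hearts, against at most 0.023 in WT hearts, while macrophage markers did not pass as a list in TRPC6(-/-) hearts (camera, adjusted p = 0.732). Whether the third TRPC3(-/-) replicate alone makes the pattern cannot be told apart from a difference of genotype, since without it the medians of the 3 lists were 0.12, 0.088 and 0.11 and their adjusted p 0.0779, 0.341 and 0.0779, and a difference in macrophages stays open as an untested hypothesis, which macrophage counts in sections or in more hearts would test.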

How the results depend on the processing

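The fits without the first replicates and with them as a batch term were chosen after seeing the data. Among single genes, each of the 21 calls among the largest rises and falls was lost in at least 1 alternative. Of 61 list members, 6 kept their call in all. Trpc6 and 49 of 51 panel genes, which had not passed, did not pass in any. The log2 changes of Trpc6, the calls and the list members did not reverse. Panel genes were followed by the F test among genotypes, which has no direction, so reversals were not looked for there. The causes were not tested. Stronger cases were Slc39a14 without the first TRPC3(-/-) replicate and Pde4d by the paper's test. Signals near the floor limit what dim genes can show. Changed probe sets in TRPC6(-/-) hearts numbered 2, in TRPC3(-/-) hearts 27, between the knockouts 1 and among the genotypes 12. Without an intensity trend the counts were 0, 0, 0 and 0 (2429, 2945, 2282 and 2622 at an unadjusted p under 0.05 in limma), and by the paper's test 0, 0, 0 and 0 (1046, 1529, 1021 and 2622 unadjusted). Fits of the compared groups alone gave 1 and 10 for TRPC6(-/-) and TRPC3(-/-) hearts. In TRPC3(-/-) hearts quantile normalization gave 12 and the 40th percentile pseudocount 11. Between the knockouts median centring gave 0 (2314 unadjusted in limma). Without the first replicates the counts were 0, 15, 0 and 2 (2797 and 3317 unadjusted for the counts of 0), and with them as a batch term 9 in TRPC6(-/-) hearts, 68 in TRPC3(-/-) hearts and 26 among the genotypes. Leaving out 1 array gave 1 to 2, 5 to 19, 0 to 1 and 2 to 14. Zinc genes numbered 0 to 1 when 1 array was left out, and cAMP genes 1 by the paper's test. Changed lists numbered 2 in TRPC6(-/-) and 6 in TRPC3(-/-) hearts, 0 and 0 with an estimated correlation, 1 and 4 without an intensity trend, and 1 to 5 and 1 to 8 when 1 array was left out. The replicate numbers did not pair the samples: 3 of 9 correlations between arrays of the same number were over 0.1, all of number 1 (0.133 to 0.181, against 0.0274 to 0.0902), and 4 of 9 arrays correlated best with their own number. With the number as a block, 19 probe sets changed among the genotypes, and 2, 33 and 1 in the pairwise comparisons, and fibroblast markers in TRPC3(-/-) hearts had an adjusted p = 0.0862.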

Differences from the paper's values

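The alternatives named in this part were set before the data were examined. Each paper value was read by eye from a bar after the array ratios had been seen. A ratio is listed where it departs from the bar by more than its SD between replicates and one is more than 1.5 times the other.

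For Gs (Gnas), the paper's bar in TRPC6(-/-) hearts stands at about 1.1 times WT in Supplementary Fig. 3b, read by eye, and the chosen probe set gave 0.676 ± 0.0535 (SD, n = 3). Without the first WT replicate the ratio was 0.846, within these limits; under the other alternatives it was not. A fainter probe set of Gnas, picked after its values had been seen, gave 1.05 in TRPC6(-/-) and 0.917 in TRPC3(-/-) hearts.

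For ZIP3 (Slc39a3), the paper's bars stand at about 1.1 in TRPC6(-/-) and about 0.8 in TRPC3(-/-) hearts in Supplementary Fig. 4a, read by eye, and the chosen probe set gave 1.67 ± 0.449 and 1.36 ± 0.208 (SD, n = 3 each). In TRPC6(-/-) hearts the ratio was within the limits without the first WT replicate (1.46), without the second TRPC6(-/-) replicate (1.45), without the third (1.66, where the SD is larger) and as the mean over the gene's probe sets (1.37). In TRPC3(-/-) hearts it was so without the first WT replicate (1.19) and as that mean (1.08). Under the other alternatives it was not. The second Slc39a3 probe set, picked after its values had been seen, gave 1.08 and 0.827.

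Within these limits, bars of other genes lie on the other side of WT from the chosen probe set. In TRPC6(-/-) hearts these were Adcy5 (1.19), Pde4d (0.821) and Mt1 (0.904), where another probe set of each, picked after its values had been seen, gave 0.824, 1.07 and 1.28. In TRPC3(-/-) hearts they were Pde1c (1.06), Atf6 (1.02), Slc39a6 (1.04) and the dim Slc39a12 (1.32), where other probe sets picked in that way gave 0.842, 0.950, 0.748 and 0.620.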

Other observations

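The tests of gene lists in this part were planned, and the comparisons of the knockouts with each other and the choice of unnamed probe sets were made after the calls had been seen.

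Genes of the main cardiac programmes did not pass as lists in either knockout. Sarcomere genes had a median log2 change of -0.07 in TRPC6(-/-) and -0.07 in TRPC3(-/-) hearts (camera in limma, adjusted p = 0.909 and 0.696). Their mean log2 difference from the WT mean was 0.145 to 0.324 in the first replicates and -0.259 to -0.147 in the other hearts. The replicates thus differed by more than the genotypes in these genes. Oxidative phosphorylation genes stood at -0.06 in both (adjusted p = 0.909 and 0.908), and calcium handling genes at -0.05 and -0.02 (adjusted p = 0.732 and 0.749), where the sign of the test was positive in both. The hypertrophy and fetal gene programme stood at -0.01 and -0.04 (adjusted p = 0.966 and 0.958), the test being positive in TRPC3(-/-) hearts, with Nppb, which encodes the natriuretic peptide BNP, at -0.67 in TRPC3(-/-) hearts (limma, adjusted p = 0.0437 when adjusted over the list alone and 0.373 over all probe sets) and Actg2, a smooth muscle actin, at -0.60 in TRPC6(-/-) hearts (adjusted p = 0.0324 over the list alone and 0.719). The call of Nppb held without the third WT or the second TRPC3(-/-) replicate and was lost without any other array (0.0541 to 0.288) and after median centring (0.159), and that of Actg2 was lost without WT replicate 1 or 2 or TRPC6(-/-) replicate 1 or 3 (0.108 to 0.169) and after median centring (0.0742). Over all alternatives their adjusted p ran from 0.0120 to 0.705 and from 0.0156 to 0.169. NFAT and calcineurin genes, a pathway downstream of TRPC channels, stood at -0.09 in both knockouts (adjusted p = 0.337 and 0.188).

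The knockouts moved alike, and shared controls explain at least a part of this. Over 27022 probe sets that were not dim, the log2 changes of the knockouts correlated at r = 0.558 across genes, which are not independent replicates, against 0.500 in simulated groups without change. The covariance was 0.0565 against 0.0407. Shared controls add the same covariance with or without real effects. The difference of 0.0158 would estimate the shared effect only if errors were independent and equally large in all hearts, as simulated. These data depart from both. Deviations from the genotype means correlated at 0.133 to 0.181 between first replicates. WT replicate 1 had a mean rho of 0.895 with the other arrays, where the rest had 0.910 to 0.928. The difference therefore does not measure a shared effect here. The sign was the same in 70.3% against 66.7%. The knockouts shared 2 higher calls, Zbtb16 and an unnamed probe set, and 0 lower ones. Groups without change against the same controls were simulated 100 times under the same assumptions. Their shared higher calls numbered 0.01 on average and at most 1. The probe sets of lowest p, as many as the 2 and 16 higher calls, shared 0.46 on average, and 3 of 100 simulations shared 2. Independent lists would share 7.11e-04, a value that leaves the shared controls out. The 3 WT hearts are too few to split, so the share of these signs and calls that comes from the shared controls was not measured.

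The unnamed probe set that changed in both knockouts rose by 1.44 on the log2 scale in TRPC6(-/-) and by 1.93 in TRPC3(-/-) hearts (adjusted p = 0.0189 and 6.30e-04 from limma). Another unnamed probe set fell by 1.61 in TRPC3(-/-) hearts (adjusted p = 0.0434 from limma), from 52.3 ± 5.57 to 14.9 ± 3.89, and was 45.0 ± 10.0 in TRPC6(-/-) hearts (SD, n = 3 each). The gene of this second probe set is not given in the annotation used here, so whether it measures Trpc3 could not be told. Both unnamed probe sets were picked after their values had been seen.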
